# Clec3b^+^ extraskeletal cells regulate fracture healing and heterotopic ossification

**DOI:** 10.1038/s41413-026-00532-6

**Published:** 2026-07-06

**Authors:** Ezgi Aydin, Jacob A. Moore, Mark Bubnovich, Gabriel Cuilan, Kristin Gebauer, Brenda Kim, Emily Chu, Ugur M. Ayturk

**Keywords:** Bone, Pathogenesis

## Abstract

Bone healing is orchestrated by multiple cell populations, including those that normally do not produce bone but acquire osteoprogenitor capabilities following injury. Muscle-resident fibroadipogenic progenitors (FAPs) and superficial periosteal cells are among such cells, however their physiologic significance in bone healing and the mechanisms regulating their differentiation are unclear. Here, using the new tamoxifen-inducible *Clec3b.CreERT2* allele, we show that both of these populations can be traced and manipulated in a mouse model. Clec3b^+^ cells are completely absent in marrow and bone-lining surfaces and can differentiate to multiple cell types including osteoblasts during fracture repair and BMP2-induced heterotopic ossification. Orthotopic transplantation assays indicate that Clec3b^+^ FAPs rather than Clec3b^+^ periosteal cells are mobilized to become osteoblasts in these conditions. Further, Clec3b^+^ cells appear functionally distinct from periosteal skeletal progenitors as they exhibit remarkably low chondrogenesis during fracture healing; however, they can form cartilage during heterotopic ossification of muscle and ex vivo culture. Inhibition of WNT-signaling or depletion of Clec3b^+^ cells reduce mineralization during both processes. These data show that extra-skeletal cells that normally do not produce bone, FAPs in particular, are recruited to help repair bone fractures, and could represent a novel target for therapies aimed to enhance fracture healing.

## Introduction

The musculoskeletal system is home to numerous cell populations, including bone-forming osteoblasts, cartilage-forming chondrocytes, and multipotent stem cells.^1–6^ The exact functions and lineage hierarchy of these cells, progenitor populations in particular, remain incompletely described.^7–10^ Yet, various proteins have been proposed as markers of stem and progenitor cells and allow the characterization of functionally distinct populations. The expression of many of these markers localize to the periosteum (such as Ctsk,^3^ Gli1^11,12^ or Acta2/aSMA^13^), an interfacial connective tissue between muscle and bone that is critical for fracture repair.^14–16^ Through prospective functional analyses, mouse cells that co-express *Pdgfra*/CD140A and *Ly6a*/Sca1 (also known as PαS cells) were previously found to possess strong osteogenic potential when cultured in vitro or transplanted into other mice.^17^ The recent emergence of single-cell RNA sequencing technologies led to the detection of Pdgfra^+^ and Ly6a^+^ cells in various tissues, including bone, muscle, fat, and connective tissue.^18–22^ However, to our knowledge, few studies have been reported on the in vivo fate or function of these presumed progenitors in bone with sufficient specificity, as *Pdgfra* is broadly expressed by various mesenchymal-lineage cells,^23,24^ including osteoblasts and osteocytes, whereas *Ly6a* is expressed by a subset of endothelial cells and myeloid cells in bone marrow, making it difficult to track and manipulate Pdgfra^+^ and Ly6a^+^ cells without off-target effects. To address this problem, we identified *Clec3b* (which encodes the secreted protein tetranectin) as a unique marker for Pdgfra^+^ and Ly6a^+^ cells, and engineered an inducible *Clec3b*^*creERT2*^ allele. Here, through lineage-tracing experiments, we show that Clec3b^+^ cells comprise primarily of fibroadipogenic progenitors in skeletal muscle and superficial periosteal cells in the musculoskeletal system. These cells are osteogenically quiescent at baseline but can acquire multi-lineage differentiation capabilities upon injury. *Clec3b*-lineage osteoprogenitors play important roles during both fracture healing and heterotopic ossification, and therefore represent a new and attractive target in the treatment of traumatic musculoskeletal injuries.

## Results

### Clec3b expression marks osteogenically inactive extra-skeletal cells

To perform in vivo tracing experiments, we searched for marker transcripts uniquely expressed by PDGFRA^+^ SCA1^+^ cells. We evaluated single-cell RNA-seq data generated by our group^25^ and others.^18,20,26^ By analyzing *Tmem100*-lineage cells (that include muscle, periosteal and bone marrow stromal cells) obtained from whole mouse lumbar spines of *Tmem100*^*creERT2/+*^*; R26*^*Ai14.tdTomato*^ mice (3 days after tamoxifen pulse at P10, Fig. S1a–c), we found that *Clec3b* expression is a marker for Pdgfra^+^ Ly6a/Sca1^+^ cells (Fig. S1d). Retrospective analysis of published single cell RNA-seq data^18,20,26^ also show a high degree of overlap between Clec3b^+^ cells and Pdgfra^+^ Ly6a/Sca1^+^ cells in muscle, fat and connective tissues (Fig. S1e). Previous reports indicate the importance of *Clec3b-*encoded tetranectin in the healing of bone, connective tissue and skin injuries.^27–29^ We therefore hypothesized that *Clec3b*-expression marks PDGFRA^+^ SCA1^+^ cells that contribute to bone formation by differentiating to osteoblasts in vivo.

To identify and study *Clec3b*-lineage cells in vivo, we generated a *Clec3b.creERT2* knock-in allele using CRISPR-Cas9 (Fig. 1a and Fig. S2, see “Methods”). We confirmed that the *Clec3b.creERT2* allele did not cause any gross anomalies in mice, and specifically did not alter cortical or trabecular bone properties (Fig. S2b, c). We bred male *Clec3b*^*creERT2/+*^ mice with Ai14.R26.tdTomato female mice, and treated their *Clec3b*^*creERT2/+*^*; R26*^*tdTomato/+*^ progeny with tamoxifen, in order to permanently activate tdTomato-expression in Clec3b^+^ cells. Following a single tamoxifen pulse at P14, we evaluated the fate of *Clec3b*-expressing cells at multiple tissues in the musculoskeletal system. One week later, we observed tdTomato^+^ cells predominantly in skeletal muscle and connective tissues (Fig. 1b). Interestingly, we did not detect any tdTomato^+^ cells in the marrow, endosteum or growth plates of long bones or spine (Fig. 1b, c and Fig. S3a, b); however, some tdTomato^+^ cells were present in the superficial periosteum (Fig. 1d). This was also true for calvaria, where tdTomato^+^ cells were absent in the sutures, dura mater and marrow, but were present in the outer periosteum (Fig. S3c). We did not observe a meaningful change in this anatomic distribution during a 4 month-chase following tamoxifen treatment (Fig. S3d, e): *Clec3b*-lineage cells did not migrate to the bone lining layer or inside the mineralized matrix, or overlap with Bglap.eGFP^+^ osteoblasts, indicating that they do not undergo osteogenic differentiation during postnatal growth of the skeleton (Fig. 1d and Fig. S4).

**Fig. 1:**
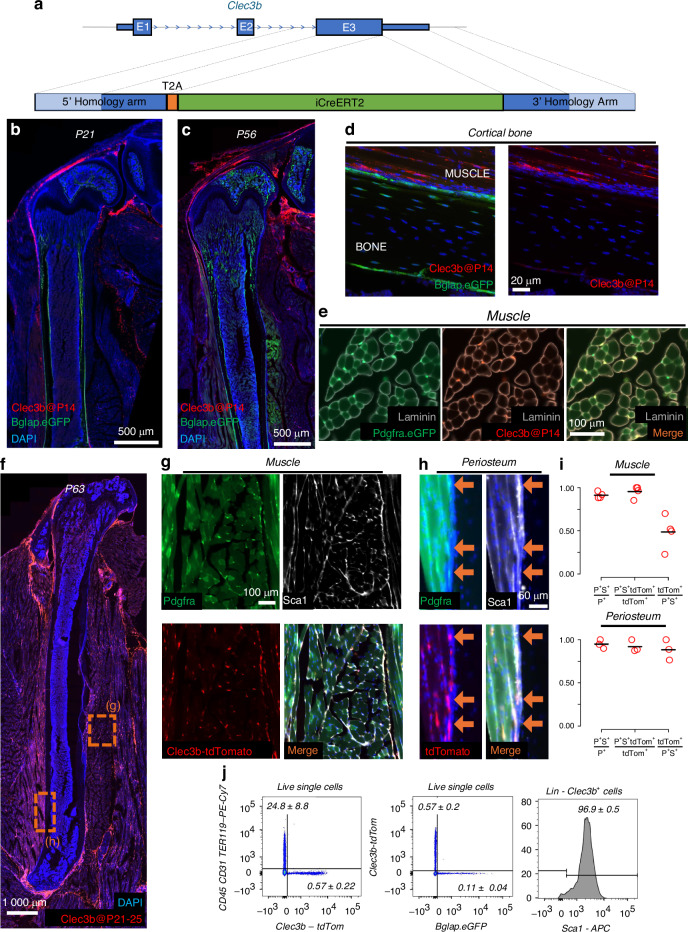
*Clec3b*.creERT2 allele is expressed by muscle, outer periosteum and connective tissue cells upon tamoxifen treatment. **a** A T2A-iCreERT2 construct was knocked in at the 3′ end of the Clec3b protein coding region with CRISPR-Cas9. **b** *Clec3b*^*creERT2*^*; R26*^*Ai14v.tdTomato*^; *Bglap*^*eGFP*^ mice were treated with a single tamoxifen injection at P14. One week later, tdTomato^+^ cells were detected in muscle, superficial periosteum and connective tissue. **c** Six weeks after tamoxifen treatment, tdTomato^+^ cells were found in the same locations (*n* = 3). **d** High magnification imaging of diaphysis from (**c**) confirms that *Clec3b*-lineage cells do not overlap with Bglap.eGFP^+^ osteoblasts. **e** High magnification imaging shows Clec3b-lineage cells in laminin-labeled interstitial muscle overlapping with Pdgfra.eGFP^+^ cells. **f** Six weeks after tamoxifen treatment at weaning, no tdTomato^+^ cells are found in bone tissue. **g** High magnification imaging of muscle depicts tdTomato^+^ cells stained with Pdgfra- and Sca1-recognizing antibodies. **h** High magnification imaging depicting Pdgfra^+^ Sca1^+^ tdTomato^+^ cells (arrows) in the outer periosteum. **i** Quantification of the overlap between Pdgfra, Sca1, and tdTomato expression depicted in (**g**, **h**) (P Pdgfra, S Sca1, *n* = 3-4 mice). **j** Flow cytometry analysis indicates that Clec3b-lineage cells do not overlap with leukocytes, endothelial cells, red blood cells or osteoblasts, and almost all Clec3b^+^ cells are also Sca1^+^ (Data are presented as mean + standard deviation, *n* = 3 samples)

In connective tissues, tdTomato^+^ cells were localized to the peripheral layers (Fig. S3a). In skeletal muscle, *Clec3b*-lineage cells were attached to muscle fibers, and expressed the *Pdgfra.eGFP* reporter allele, suggesting that they represent a population of fibroadipogenic progenitors (FAPs, Fig. 1e). Consistent with this, six weeks after 3x tamoxifen treatment at P21, P23 and P25, all tdTomato^+^ cells in skeletal muscle and periosteum stained positive for PDGFRA and SCA1 (Fig. 1f–i), and flow cytometry showed that almost all Clec3b^+^ cells are SCA1^+^ (Fig. 1j).

As we found that approximately half of all Pdgfra^+^ Sca1^+^ fibroadipogenic progenitors were tdTomato^+^ in skeletal muscle (Fig. 1i), we next tested whether this partial overlap is due to inefficient recombination of the Cre-allele, or if *Clec3b* is only expressed by a subset of FAPs. Analysis of single cell RNA-seq data obtained from mouse skeletal muscle by 3 other groups revealed that virtually all Pdgfra^+^ and Ly6a/Sca1^+^ cells also express the *Clec3b* transcript (>96% overlap, Fig. S5). Further, RNAscope analysis showed that Pdgfra^+^ cells in mouse skeletal muscle are also Clec3b^+^, and vice versa (>90% overlap, Fig. S6). These data indicate that *Clec3b*-expression marks almost all FAPs in muscle, in addition to cells on the outer layers of periosteum and connective tissues, whereas it is absent in multiple anatomic locations traditionally associated with stem/progenitor cell activity such as the growth plate, marrow and endosteum. Importantly, we did not observe a meaningful number of tdTomato^+^ cells in the absence of tamoxifen (at baseline or after injury), indicating that the *Clec3b.creERT2* allele is not leaky (Fig. S3f).

### Clec3b-lineage cells are mobilized to assist with bone healing

Having found that Clec3b^+^ cells are osteogenically inactive during postnatal skeletal growth, we next asked whether they can be stimulated by injury. We confirmed that Clec3b^+^ cells are osteogenically activated in response to multiple forms of bone damage, including monocortical drill hole and unstabilized/stabilized long bone fractures (Fig. S7 and Fig. 2a). To understand how Clec3b^+^ cells might be mobilized to migrate to the fracture site and participate in healing, and which specific cell types they differentiate to, we examined *Clec3b*^*creERT2/+*^*; R26*^*tdTomato/+*^ femora over 35 days post-fracture surgery (Fig. 2). At the 6- and 10-day time-points, the majority of *Clec3b*-lineage tdTomato^+^ cells localized to the fibrotic mid-callus, while few tdTomato^+^ cells were found in the temporal, avascular cartilage tissue.

**Fig. 2:**
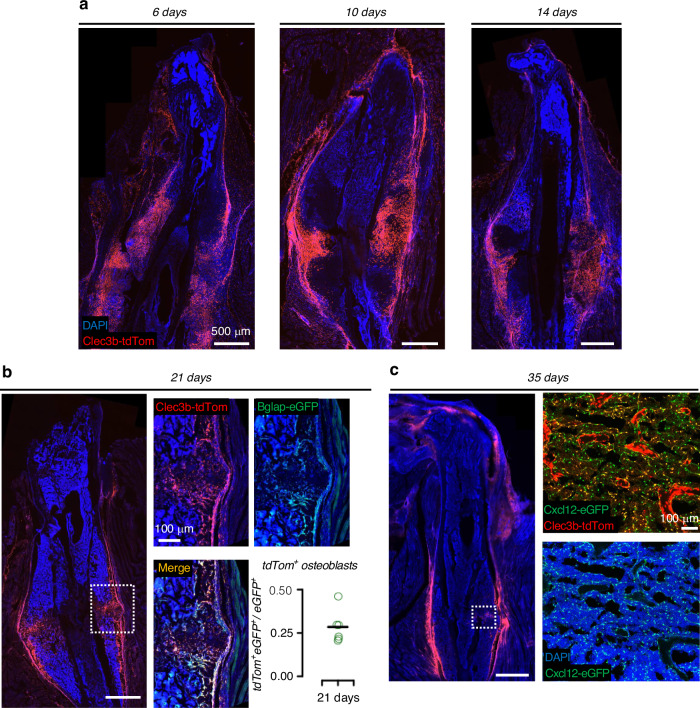
Bone injury induces osteogenic differentiation of Clec3b^+^ cells. *Clec3b*-lineage reporter mice were treated with tamoxifen between 3 and 4 weeks and subjected to stabilized femoral diaphyseal fracture surgeries at 6 weeks. **a** Fluorescent images show Clec3b-lineage cell accumulation in the fracture callus over the 5 weeks post-fracture (*n* = 3–5 mice/timepoint). **b** At 21-days, many tdTomato^+^ cells localize to the newly formed cortical shell at the periphery of the callus. On average, 28% of all Bglap.eGFP^+^ osteoblasts are also tdTomato^+^ (*n* = 5 mice). **c** High magnification imaging depicts the overlap between tdTomato^+^ cells and Cxcl12.eGFP^+^ bone marrow stromal cells in the regenerating marrow at 35 days

At 21-days, we confirmed osteogenic differentiation of tdTomato^+^ cells based on *Bglap.eGFP* expression, and found that at least ~28% of callus osteoblasts on average were of *Clec3b*-lineage, which could potentially be higher after accounting for inefficiency of tamoxifen-mediated recombination (Fig. 2b). These data show that although Clec3b^+^ cells appear quiescent at baseline, they are capable of osteogenic differentiation to contribute to bone healing. Interestingly, *Clec3b*-lineage cells also contribute to the reconstruction of bone marrow stroma (similar to Gli1^+^ periosteal cells as previously reported^11^): Following fracture surgeries, we observed tdTomato^+^ cells with a reticular morphology inside the marrow cavity (Fig. 2c). These cells overlapped with Cxcl12.eGFP^+^ cells that appeared to be positioned around vasculature, indicating their conversion to bone marrow stromal cells.

Our analysis of uninjured musculoskeletal tissues had indicated that *Clec3b*-expression is limited to Pdgfra^+^ and Sca1^+^ cells, primarily FAPs in skeletal muscle. To determine whether *Clec3b*-expression is maintained in differentiating FAPs or induced in other osteoprogenitors that participate in callus formation, we treated *Clec3b*-lineage reporter mice with tamoxifen after fracture surgery. However, neither 1-week nor 2-week post-fracture treatment resulted in the labeling of any cells within the fracture callus at 3 weeks (Fig. S8a, b); tdTomato^+^ cells were rather limited to the muscle tissue surrounding the callus. We also purified tdTomato^+^ cells from fracture calluses 1-week post-surgery (with tamoxifen injections performed prior to surgery) and performed qRT-PCR, which identified a significant depletion of *Clec3b*-expression compared to tdTomato^+^ cells obtained from intact muscle (Fig. S8c). These data indicate that *Clec3b*-expression is downregulated shortly after bone injury (presumably as part of differentiation into myofibroblasts and ultimately osteoblasts) and remains limited to Pdgfra^+^ Sca1^+^ cells surrounding bone tissue.

As we detected Clec3b^+^ cells in both the superficial periosteum and muscle fascia, we next wanted to distinguish the relative contributions of these different populations to bone repair and determine whether they overlap with other progenitor populations previously implicated in fracture healing and heterotopic ossification. Recent findings by other groups suggest that muscle-based Clec3b^+^ cells play a more important role compared to their periosteal counterparts in response to injury: Mo et al. showed that the Sca1^+^ subpopulation of Lepr^+^ cells in the periosteum (which also express *Clec3b*) exhibits poor osteogenic and chondrogenic capabilities in vitro.^30^ Cao et al. also reported that Sca1^+^ periosteal cells have limited ability to expand and differentiate in an engraftment model.^31^ On the other hand, using a transplantation approach, Julien et al. showed that muscle-resident Prrx1-lineage stromal cells contribute to the healing of long bone fractures, by undergoing chondrogenic differentiation.^26^ Our analysis of single cell RNA-seq data derived from both unfractionated and *Prrx1*-lineage skeletal muscle cells had confirmed that *Clec3b* is an excellent marker for Pdgfra^+^ and Ly6a/Sca1^+^ fibroadipogenic progenitors (Fig. S5). A similar analysis of previously published datasets indicated that *Clec3b* labels a small fraction of Pdgfra^+^ Ly6a/Sca1^+^ cells in the periosteum (Fig. S9). Thus, Clec3b^+^ cells overlap specifically with muscle fibroadipogenic progenitors previously identified with other marker proteins (such as *Tie2*,^32^ in addition to Pdgfra^+^ and Ly6a/Sca1^+^). Importantly, many of these markers are also expressed by mesenchymal progenitors or cells already committed to osteogenesis in marrow, growth plate, and endosteum (such as *Prrx1* and *Pdgfra*^24^), while others also label myogenic progenitors (such as *Gli1*^33^ and *Hoxa11*^34^). Clec3b^+^ tendon cells exhibit a similar transcriptome in datasets obtained from *Vegfc*- and *Hoxa11*-lineage cells^22,35^ (Fig. S9), which were previously implicated as progenitors for heterotopic ossification of connective tissue.

To further interrogate the potential contribution of periosteal *Clec3b*-lineage cells to bone healing, we performed multiple experiments: First, we surgically removed the periosteum and then induced drill-hole injuries on the femoral diaphysis. Three weeks later, we found that *Clec3b*-lineage cells had become Bglap.GFP^+^ osteoblasts, osteocytes and bone marrow stromal cells, indicating that muscle-based Clec3b^+^ cells are osteogenically activated by bone injury (Fig. 3a). Second, we performed in vivo mechanical loading on the tibia for 2 weeks, to determine whether Clec3b^+^ periosteal cells would respond to osteoanabolic stimulation in the absence of injury. However, we were unable to identify any tdTomato+ osteocytes throughout the tibial cortex (Fig. 3b), indicating that Clec3b^+^ cells did not undergo osteogenic differentiation. Third, we harvested diaphyseal bone grafts with or without surrounding muscle tissue from *Clec3b*^*creERT2/+*^*; R26*^*tdTom/+*^ mice, and grafted them into surgically created femoral defects in littermate mice that lack tdTomato-expression (Fig. 3c, d). These defects healed through endochondral ossification with the contribution of graft cells to callus tissue. Three weeks after surgery, we observed some tdTomato^+^ cell presence in fracture calluses treated with grafts that did not contain muscle (Fig. 3e), whereas tdTomato^+^ cells were significantly more abundant in calluses treated with muscle-containing grafts (Fig. 3f, g and Fig. S10). In both cases, we confirmed that tdTomato+ cells gave rise to Bglap.eGFP^+^ osteoblasts and osteocytes (Fig. 3h, i). Altogether, these data show that bone injury induces osteogenic differentiation of Clec3b^+^ cells, and the majority of these cells are likely recruited from skeletal muscle rather than the outer periosteum.

**Fig. 3:**
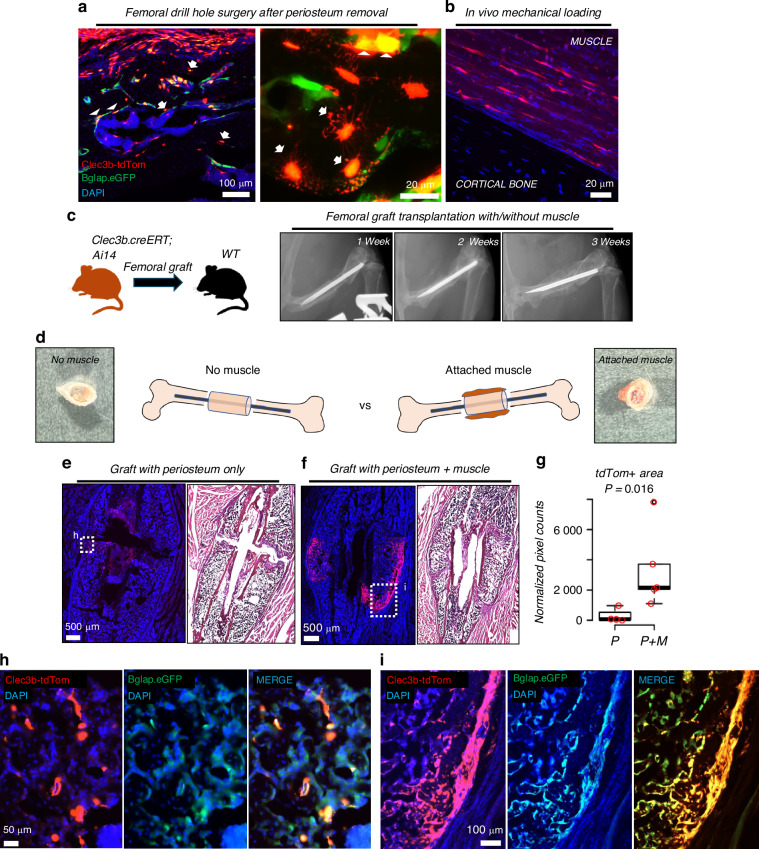
Muscle-resident Clec3b^+^ cells play a bigger role in bone healing than periosteal Clec3b^+^ cells. **a** Femoral drill hole injury, following removal of periosteum, induces migration of *Clec3b*-lineage cells into the healing bone tissue, giving rise to tdTomato^+^ and Bglap.eGFP^+^ osteoblasts (arrowheads) and osteocytes (arrows) 3 weeks later (*n* = 3). **b** No tdTomato^+^ osteocytes are found in tibial diaphysis following 2 weeks of in vivo mechanical loading (*n* = 4). **c** Femoral grafts with or without surrounding muscle tissue are obtained from Clec3b-lineage reporter mice and transplanted into femoral defects created in littermates that lack tdTomato expression. X-ray images depict the integration of grafts through endochondral bone formation. **d** Photographs depict bone grafts with and without muscle. **e** Femoral grafts that do not contain surrounding muscle tissue integrate with the contribution of few tdTomato^+^ cells to callus formation (*n* = 4). **f** On the other hand, abundant tdTomato^+^ cells are found in calluses formed by muscle-containing grafts (*n* = 5). **g** A significantly higher amount of tdTomato^+^ cells is found in calluses formed by muscle-containing grafts. (Wilcoxon rank sum exact test, *n* = 4, 5). **i**, **j** High magnification images of tdTomato^+^ cells depict osteogenic differentiation, indicated by *Bglap.eGFP*-expression

### Clec3b-lineage single cell transcriptome during fracture healing vs homeostasis

We next aimed to determine the transcriptional diversity of Clec3b^+^ cells and how this diversity changes during fracture healing. 

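The single-cell RNA-seq data come from cells sorted for tdTomato, the fluorescent protein that tamoxifen-activated Cre switches on permanently in cells expressing *Clec3b*, so that these cells and their descendants stay marked. Femoral diaphyses with surrounding muscle and fracture calluses were collected 3 weeks after surgery and digested with collagenase, and the sorted cells were processed on the 10× Chromium platform with its 3′ kit. Tissue of 3 mice was pooled before sorting and each condition gave 1 library, so there are no biological replicates, no test between the conditions was possible, and mice cannot be told apart. The mice are described as male. However, *Xist*, the transcript of the inactive X chromosome, was carried by 97.0% of 201 intact and 98.1% of 160 callus fibroblasts with at least 5000 unique molecular identifiers (UMIs), and the 8 Y-linked genes counted held 1 UMI over all analysed cells of both libraries.

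The authors deposited Cell Ranger's UMI counts per gene and cell, without normalization. The intact library holds 1872 cells and 12112002 UMIs, with a median of 5959 UMIs per cell. The callus library holds 3987 cells and 36714322 UMIs, with a median of 6217. Cells with at least 500 detected genes and at most 10% mitochondrial UMIs were kept, which removed 665 intact and 692 callus cells. Scrublet called 3 and 4 of the remaining cells doublets, or 0.155% of 4502, so doublets cannot be taken as removed. This left 1204 intact cells with a median of 4914 UMIs and 3291 callus cells with a median of 6821. Of the alternative filters, one of at least 1000 genes and at most 5% mitochondrial UMIs changed these numbers most, to 1027 and 2802 cells.

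Counts were scaled to 10000 UMIs per cell and log-transformed, and cells of both libraries were clustered together by the Leiden method. Expression of a group of cells is given as CPM, the gene's share of the group's summed UMIs in parts per 1000000, with an exact Poisson interval. Shares of cells are given with exact Clopper-Pearson intervals. These intervals are at 95% and cover counting error only. Because deeper cells show more genes, the share of cells carrying a transcript was computed after drawing 2000 UMIs at random from every cell, called thinning below. This left out 27 shallower stromal cells of each library, or 15 and 11 among *Pi16*-type fibroblasts, 3 and 0 among *Col15a1*-type fibroblasts and 9 and 6 among unnamed fibroblasts of the intact and callus libraries, and 5 each among the osteoblast-like and BMSC-like cells of the callus.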

We obtained tdTomato^+^ cells from intact femora (and surrounding muscle) or fracture calluses 3 weeks after surgery, and performed single cell RNA-seq (Fig. 4a). Our initial analysis demonstrated the presence of various hematopoietic and endothelial populations among *Clec3b*-lineage cells; however, these populations did not express meaningful levels of tdTomato, indicating that they were flow cytometry artifacts (Fig. S11). Thus, after the exclusion of these non-mesenchymal cell clusters (including endothelial cells), we detected 5 distinct clusters collectively from intact bone & muscle and fracture callus specimens (Fig. 4b). 

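Clusters of all cells were assigned to cell types by the mean expression of marker lists. Cells outside the mesenchymal clusters made up 75.8% (73.3 to 78.2%) of the intact library and 91.1% (90.0 to 92.0%) of the callus library. With the filter of at least 200 genes, the intact share was 79.8%, the furthest from its main value among the alternatives. Haematopoietic clusters held 764 intact cells (63.5%) and 2454 callus cells (74.6%). Endothelial clusters held 30 (2.49%) and 110 (3.34%). Myofibre and myogenic progenitor clusters held 97 (8.06%) and 235 (7.14%), and clusters in which no marker list led held 22 (1.83%) and 198 (6.02%). The leading genes of the latter clusters, *F13a1*, *Ms4a6c* and *Irf8* in one and *Gzma*, *Ncr1* and *Klrk1* in the other, are those of myeloid and NK cells, so the haematopoietic shares given are lower limits.

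The tdTomato transcript was not analysed here. The transcript of *Clec3b* (ENSMUSG00000025784, chromosome 9, 123150946 to 123157432 in GRCm38), whose promoter drives the Cre, was counted in its place. It held 1 UMI in 308 intact and 4 UMIs in 701 callus neutrophil-like cells, whose median depths were 5755 and 7660 UMIs. Among osteoclast-like callus cells, counted as non-stromal, 18.9% of 37 (7.96 to 35.2%) carried it after thinning and 11 of 39 unthinned, at 153 CPM (127 to 181). In endothelial cells it held 0 UMIs in the intact library and 6 UMIs, all in 1 cell, in the callus. After thinning, 0 of 18 intact endothelial cells carried it, which allows a share of up to 16.7%, and 1 of 92 callus endothelial cells did (1.09%, 0.0275 to 5.91%). Unthinned, the shares were 0% of 30 and 0.909% of 110. A share of endothelial cells expressing *Clec3b* below these limits was not detectable. Because the tdTomato mark stays when *Clec3b* expression ends, these counts cannot show whether the cells carried tdTomato.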

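Of 31 clusters of all cells, 4 were mesenchymal and were clustered again at Leiden resolution 0.5. The 17 genes by which the paper describes the clusters, *Clec3b*, *Pi16* and *Col15a1* among them, were left out of the variable genes at this step, so that their expression did not define the clusters. They took part in the clustering of all cells and, in naming, counted only as leading genes, since marker scores left them out. Scores and leading genes of the resulting clusters are ratios over all analysed cells, most of them haematopoietic. Of 8 resulting clusters, 1 held 39 osteoclast-like callus cells and was set aside. The other 7 clusters held 585 stromal cells, 291 intact and 294 from the callus.

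One cluster of 47 intact and 15 callus cells was led by *Cxcl14*, *Smoc2* and *Col15a1* and is called *Col15a1*-type below. A pair of clusters scored highest for *Pi16*-type markers. One, of 92 intact and 45 callus cells, was led by *Ptx3*, *Has1* and *Tnfaip6*, and the other, of 100 intact and 56 callus cells, by *Sema3c*, *Efemp1* and *Fbn1*. A further pair had no clear leading type and is called unnamed fibroblasts. One of these, led by *Thbs4*, *Cilp* and *Mgp*, held 24 intact and 83 callus cells, with a tenocyte score of 2.99 and a *Col15a1*-type score of 2.96. The other, led by *Cdkn1c*, *Acta2* and *Myog*, held 27 intact and 18 callus cells at a median of 3576 UMIs. Its leading genes do not describe all its cells, since *Myog* was in 3 of 45, with 180.0 UMIs. It scored highest for *Pi16*-type markers, none of which is among its leading genes, and is counted with the fibroblasts on this score. The remaining clusters were osteoblast-like (32 cells) and BMSC-like (46 cells). The number of clusters moved most with the resolution. Resolution 0.3 gave 5 clusters, with the *Thbs4* cluster joined to the *Col15a1* type in name, and resolution 1.0 gave 9. The plot of cells per cluster shows the composition of each.

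**Figure D1:**
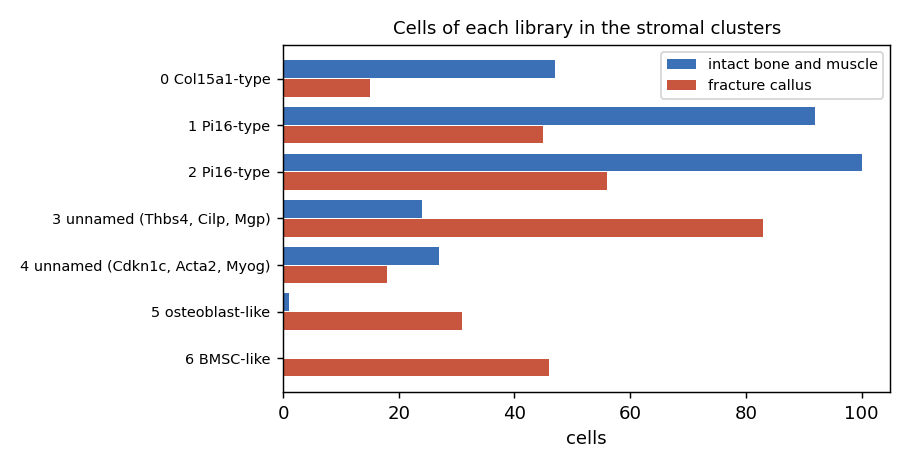
Number of cells (horizontal axis) from intact bone and muscle and from fracture callus in each of the 7 stromal clusters. The 5 fibroblast clusters hold cells of both libraries, the BMSC-like cluster holds 46 callus cells and 0 intact cells, and the osteoblast-like cluster holds 31 callus cells and 1 intact cell.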

Clusters #0, #1 and #2 expressed high levels of Clec3b^+^ and were found in both sets of specimens. 

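In intact *Pi16*-type cells *Clec3b* stood at 1594 CPM (1528 to 1661) and in those of the callus at 1665 CPM (1573 to 1760). In *Col15a1*-type cells it stood at 1229 CPM (1114 to 1354) and 1224 CPM (1030 to 1445). Unnamed fibroblasts, whose mix of clusters differs between the libraries, had 1075 CPM (962 to 1198) and 932 CPM (871 to 995). After thinning, 95.5% of 177 intact *Pi16*-type cells (91.3 to 98.0%) and 93.3% of 90 from the callus (86.1 to 97.51%) carried *Clec3b*, against 97.9% and 99.0% unthinned. Among *Col15a1*-type cells the shares were 90.9% of 44 (78.3 to 97.47%) and 80.0% of 15 (51.9 to 95.7%), against 97.9% and 100% unthinned. Unnamed fibroblasts carried it in 83.3% of 42 and 72.6% of 95 cells, against 92.2% and 89.1% unthinned. Median depths were 7586.5 and 7352 UMIs in *Pi16*-type cells, 7527 and 8141 in *Col15a1*-type cells and 4944 and 8370 in unnamed fibroblasts.

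B-lineage cells, which should lack *Clec3b*, carried it in 0.398% of 251 intact and 0.524% of 572 callus cells, at median depths of 2870 and 3292.5 UMIs and at 1.04 and 1.29 CPM. In the callus, 0 of 41 BMSC-like cells (an upper limit of 7.32%) and 0 of 26 osteoblast-like cells (an upper limit of 11.5%) carried it after thinning, against 4.35% and 3.23% unthinned. Counting a cell as positive only from 2 UMIs moved the intact *Pi16*-type share most, to 78.5%.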

We found that these cells can be distinguished by the “universal fibroblast” markers previously identified by Buechler et al.,^36^ such that cells in cluster #0 express *Col15a1*, whereas *Pi16* expression is specific to those in #1 and #2 (Fig. 4c, d). 

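*Pi16* (ENSMUSG00000024011) lies on chromosome 17 of GRCm38 from 29317680 to 29330593 and *Col15a1* (ENSMUSG00000028339) on chromosome 4 from 47208161 to 47313167. *Pi16* stood at 3488 CPM (3391 to 3587) in intact and 2414 CPM (2303 to 2529) in callus *Pi16*-type cells, and at 152 CPM (113 to 200.1) and 279.8 CPM (191 to 395) in *Col15a1*-type cells. *Col15a1* stood at 1182 CPM (1068 to 1304) and 1242 CPM (1046 to 1464) in *Col15a1*-type cells, and at 5.68 CPM (2.45 to 11.2) and 33.9 CPM (22.0 to 50.1) in *Pi16*-type cells. The values of callus *Col15a1*-type cells depend on the clustering. At Leiden resolution 0.3, at 1.0 and with each library clustered alone, 93, 33 and 107 callus cells had this name, with *Col15a1* at 382, 605 and 366 CPM and *Pi16* at 459, 678 and 459 CPM, so *Pi16* was the higher of both genes there.

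After thinning, *Pi16* was carried by 169 of 177 intact and 92.2% of callus *Pi16*-type cells, against 97.4% and 98.0% unthinned. In *Col15a1*-type cells its share was 13.6% (5.17 to 27.4%) in the intact library and 40.0% (16.3 to 67.7%) in the callus, where it rests on 6 of 15 cells. Unthinned these shares were 36.2% and 46.7%. *Col15a1* was carried by 86.4% of intact and 12 of 15 callus *Col15a1*-type cells, against 93.6% and 100% unthinned. In *Pi16*-type cells its share was 0.565% (0.0143 to 3.11%) and 5.56% (1.83 to 12.5%), against 2.60% and 8.91% unthinned. B-lineage cells carried *Pi16* in 2.39% of intact and 0.874% of callus cells and *Col15a1* in 0% (an upper limit of 1.20%) and 0.175%, at the depths given for them above. The unnamed clusters stood apart from each other. After thinning, *Pi16* was in 34.8% and 35.4% and *Col15a1* in 34.8% and 34.1% of the *Thbs4* cluster, against 41.7% and 56.6% and 41.7% and 57.8% unthinned. In the *Cdkn1c* cluster *Pi16* was in 84.2% and 84.6% and *Col15a1* in 5.26% and 7.69%, against 88.9% and 72.2% and 3.70% and 5.56% unthinned. The CPM of *Pi16* went from 345 to 553 in the former and from 3263 to 1749.6 in the latter.

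The genes were also counted cell by cell without clusters. Of 244 intact stromal cells with a *Clec3b* UMI after thinning, 75.0% carried *Pi16* alone, 14.3% *Col15a1* alone, 7.79% neither and 2.87% (1.16 to 5.82%) both. Of 165 callus cells, 63.0% carried *Pi16* alone, 11.5% *Col15a1* alone, 15.2% neither and 10.3% (6.12 to 16.0%) both. Unthinned, 7.83% of 281 and 18.75% of 208 cells carried both. From 2 UMIs per gene, 1.01% and 3.08% did.

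**Figure D2:**
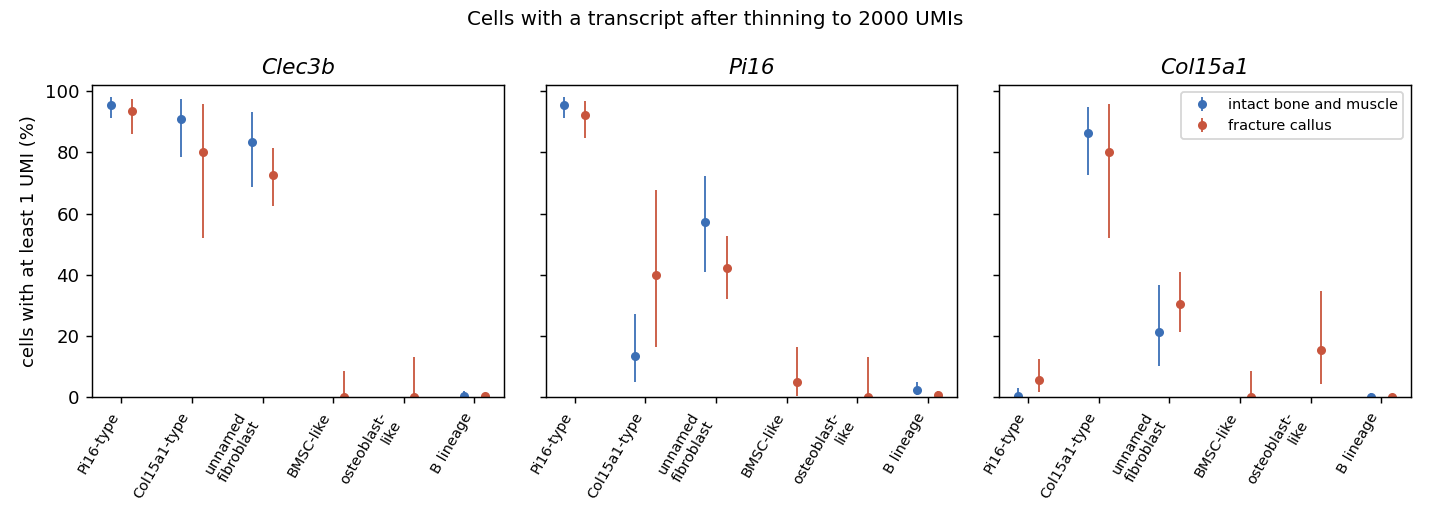
Percentage of cells (vertical axis) with at least 1 UMI of *Clec3b*, *Pi16* or *Col15a1* after thinning to 2000 UMIs, by cell type, in intact bone and muscle and in fracture callus. Points are shares and bars their 95% binomial intervals. *Clec3b* is in at least 72.6% of the cells of each fibroblast type, while *Col15a1* is in 86.4% of intact *Col15a1*-type and 0.565% of intact *Pi16*-type cells.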

The presence of these subsets among Clec3b^+^ cells is consistent with muscle and connective tissue single-cell RNA-seq data published by other investigators (Figs. S5  and S9). 

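Hand-written gene lists were compared between *Col15a1*-type and *Pi16*-type cells within each library, in place of the published gene sets, which were not used here. For every gene with at least 20 UMIs in the summed groups, the log2 ratio of its CPM in *Col15a1*-type over *Pi16*-type cells was taken, and the median over a list was placed among 10000 random lists of as many genes matched on expression. The range after each value is centred on it and as wide as the middle 95% of the random lists' medians, which treats genes as independent. Some members of each list were among the variable genes that formed the clusters, so the values describe the clusters and do not test them.

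The extracellular matrix list, with 25 genes counted, had a median log2 ratio of 0.40 (0.031 to 0.77) in the intact library, above 99.8% of random lists, and 0.18 (−0.14 to 0.50) in the callus, above 96.3%. The adipogenesis list had 0.52 (−0.0039 to 1.05) over 8 genes in the intact library, above 96.65%, and 0.60 (−0.14 to 1.33) over 5 genes in the callus, above 86.5%. The muscle contraction list had 0.61 (0.16 to 1.07) over 10 genes in the intact library, above 98.6%, and −1.15 (−1.58 to −0.73) over 13 genes in the callus, below all of them. The negative callus value rests on a few cells, since 2 of 101 *Pi16*-type callus cells held 941 of the list's 1361 UMIs. When fibroblasts with at least 50 such UMIs were left out, an alternative chosen after seeing the data, it was 0.25 over 11 genes, above 65.5% of random lists. In the intact library, Leiden resolution 0.3 moved the extracellular matrix list to 0.83, and clustering each library alone moved the adipogenesis list to −0.51.

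Summed muscle list transcripts stood at 522 CPM (448 to 606) in intact and 691 CPM (547 to 861) in callus *Col15a1*-type cells. They stood at 419.9 CPM (392 to 449) and 569 CPM (552 to 587) in neutrophil-like cells and at 886 CPM (828 to 948) and 1078 CPM (1045 to 1111) in B-lineage cells. In the intact library, 3 neutrophil-like and 2 B-lineage cells with at least 50 such UMIs held 37.3% and 41.8% of these, and *Col15a1*-type cells included none.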

Gene set enrichment analysis confirmed a clear distinction between the transcriptomes of these clusters, as cluster #0 expressed genes associated with adipogenesis, myogenesis, and collagenous extracellular matrix deposition (Fig. 4e). On the other hand, cells in clusters #1 and #2 were enriched for transcripts associated with inflammatory signaling events, including TNFα and IL6-JAK-STAT pathways. 

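By the same measure, in which a negative value is higher in *Pi16*-type cells, the list of NF-κB targets and inflammatory genes had a median log2 ratio of −0.34 (−0.66 to −0.015) over 21 genes in the intact library, above 0.51% of random lists. In the callus it had −0.43 (−0.78 to −0.076) over 16 genes, above 0.16%. The list of IL6-JAK-STAT signalling genes had 0.067 (−0.24 to 0.37) over 21 genes in the intact library, above 39.6% of random lists, and −0.19 (−0.52 to 0.14) over 19 genes in the callus, above 2.19%. The immediate-early and dissociation response list had 0.50 (0.19 to 0.82) over 31 genes in the intact library and 0.17 (−0.11 to 0.45) in the callus, so these transcripts were higher in intact *Col15a1*-type cells. The hypoxia list had 0.42 (0.071 to 0.77) over 12 genes in the intact library, above 96.3% of random lists, and 0.35 (−0.039 to 0.75) in the callus, above 86.75%.

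Several settings changed directions. With each library clustered alone, the intact NF-κB value was 0.53, in a comparison with 39 *Pi16*-type cells. At Leiden resolution 1.0 the callus values of the NF-κB and IL6-JAK-STAT lists were −0.0032 and 0.45. With the highest doublet scores removed at an expected rate, chosen after seeing the data, the callus NF-κB value was 0.015.

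The *Pi16*-type clusters differed from each other. In the one led by *Ptx3* over the one led by *Sema3c*, the NF-κB list had a median log2 ratio of 2.33 over 20 genes in the intact library and 2.13 over 15 genes in the callus. Over the members that were not variable genes it was 1.03 over 11 genes and 0.45 over 6.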

Importantly, we did not detect meaningful expression of transcripts associated with proliferation in any of the clusters (Fig. S12), and no cells exhibited an expression profile consistent with the description of skeletal stem cells by Chan et al.^1^ (i.e., Cd200^+^Cd105/Eng^-^ or Cd200^-^ Cd105/Eng^-^). 

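The marker *Mki67* (chromosome 7, 135689784 to 135716361 in GRCm38) was carried by 1 of 264 intact (0.379%) and 1 of 267 callus (0.375%) stromal cells after thinning, against 0.687% and 2.38% unthinned. Any of 10 proliferation genes, such as *Top2a* and *Cdk1*, was carried by 3 intact cells (1.14%, 0.235 to 3.28%) and 10 callus cells (3.75%, 1.81 to 6.78%), against 4.12% and 9.86% unthinned. Of these 10 callus cells, 7 were among the 95 unnamed fibroblasts (7.37%, 3.01 to 14.6%), 2 were BMSC-like and 1 was of the *Pi16* type. For scale, 83.6% of 207 haematopoietic progenitors of the callus carried such a transcript, at a median depth of 32808 UMIs against 7887 in callus stromal cells. With the filter of at least 1000 genes, under which cells were thinned to 3500 UMIs, the callus share of stromal cells was 8.94%, the highest among the clusterings tried.

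*Cd200* (chromosome 16, 45382135 to 45409053) without *Eng*, which encodes CD105 (chromosome 2, 32646595 to 32682669), was carried by 38 intact stromal cells (14.4%, 10.4 to 19.2%) and 34 callus stromal cells (12.7%, 8.98 to 17.3%) after thinning. Unthinned, the shares were 28.2% and 24.8%. Of the neutrophil-like cells, 1 of 298 and 0 of 666 (an upper limit of 0.450%) did so. Among osteoblast-like callus cells 11 of 26 did, and among intact *Pi16*-type cells 35 of 177. Neither transcript was seen in 201 intact (76.1%) and 209 callus (78.3%) stromal cells, against 49.8% and 49.3% unthinned, so a missing *Eng* or *Cd200* transcript depends on the depth of a cell. From 2 UMIs, *Cd200* without *Eng* fell to 2.65% and 2.62%. Surface protein was not measured in these data.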

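BMSC-like cells, named from bone marrow stromal cell markers, numbered 0 of 291 intact stromal cells, which allows a share of up to 1.03%, and 46 of 294 callus stromal cells (15.6%, 11.7 to 20.3%). Osteoblast-like cells numbered 1 of 291 (0.344%, 0.0087 to 1.90%) and 31 of 294 (10.5%, 7.28 to 14.6%). The intact osteoblast-like cell held 28004 UMIs, of which 3393 were of *Bglap*, 15 of *Ifitm5* and 0 of *Dmp1*. Counted without clusters, at least 2 of *Lepr*, *Cxcl12*, *Adipoq* and *Kitl* were carried by 5 of 264 intact (1.89%, 0.618 to 4.36%) and 36 of 267 callus cells (13.5%, 9.63 to 18.2%) after thinning, against 8.93% and 20.4% unthinned. At least 2 of *Bglap*, *Ifitm5* and *Dmp1* were carried by 1 of 264 (0.379%, 0.0096 to 2.09%) and 23 of 267 (8.61%, 5.54 to 12.6%), against 0.344% and 10.2% unthinned. Across the clusterings tried, intact osteoblast-like cells numbered from 0 to 2 and those of the callus from 27 to 43, the highest with 15 principal components. Intact BMSC-like cells numbered 1 with the filter of at least 200 genes and 0 otherwise, against 39 to 52 in the callus.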

Clusters #3 and #4 solely comprised of cells originating from the fracture callus. 

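In the 46 BMSC-like callus cells, *Cxcl12* (chromosome 6, 117168535 to 117181367 in GRCm38) stood at 13330 CPM (12940 to 13728) and was carried by 95.1% of 41 cells after thinning, against 100% unthinned. *Adipoq* (chromosome 16, 23146536 to 23158028) stood at 1972 CPM (1824 to 2129) in 78.0% of cells, against 93.5% unthinned. *Kitl* (chromosome 10, 100015630 to 100100416) stood at 1096 CPM (986 to 1215) in 73.2%, against 89.1% unthinned. *Lepr* (chromosome 4, 101717404 to 101815352) stood at 557 CPM (480 to 643) in 58.5%, against 87.0% unthinned. In B-lineage cells of the callus, at a median of 3292.5 UMIs against 6872 in BMSC-like cells, the shares of these genes were 0.35%, 0.175%, 0.175% and 0% (an upper limit of 0.524%).

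In the 31 osteoblast-like callus cells, at a median of 25018 UMIs, *Bglap* (chromosome 3, 88383501 to 88384464) stood at 51560 CPM (51027 to 52096) and was carried by 92.3% of 26 cells after thinning, against 93.5% unthinned. *Ifitm5* (chromosome 7, 140948958 to 140950291) stood at 801 CPM (736 to 871) in 69.2%, against 77.4% unthinned. *Dmp1* (chromosome 5, 104202613 to 104214102) stood at 154 CPM (126 to 186) in 15.4% (4.36 to 34.9%), against 38.7% unthinned. B-lineage cells of the callus carried *Bglap* in 0.699% and *Ifitm5* and *Dmp1* in 0% of cells. BMSC-like cells held *Bglap* at 211 CPM (164 to 266) and *Dmp1* at 253 CPM (202 to 313), the latter as 84 UMIs in 5 cells, so summed *Dmp1* was not lower there than in osteoblast-like cells.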

Consistent with histology findings, cells in cluster #3 expressed markers of bone marrow stromal cells (such as *Lepr*, *Cxcl12*, *Adipoq, Kitl*), whereas cells in cluster #4 represented osteoblasts, as shown by the expression of *Bglap*, *Ifitm5*, and *Dmp1* (Fig. 4b, c). These data show the presence of Clec3b^+^ cell subsets and the emergence of osteoblast-lineage cells following bone fracture, consistent with our histology results.

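The log2 ratio of callus over intact CPM of *Clec3b* was 0.063 (−0.037 to 0.16) in *Pi16*-type cells and −0.0027 (−0.28 to 0.27) in *Col15a1*-type cells, with intervals of counting error from a normal approximation after adding 0.5 UMI. Clustering each library alone moved these to −0.092 and −0.44. Over all fibroblasts, the ratio of *Clec3b* was −0.22, on 2249 callus and 2983 intact UMIs. These ratios cover fibroblast clusters only, at 3 weeks after surgery. At an earlier time, the paper reports by qRT-PCR that *Clec3b* was significantly depleted in all sorted callus cells against those of intact muscle, which is a different comparison. The unnamed clusters differed in opposite directions, with 666 CPM (548 to 802) in intact and 919 CPM (854 to 987) in callus cells of the *Thbs4* cluster, against 1577 CPM (1373 to 1801) and 1011 CPM (847 to 1197) in the *Cdkn1c* cluster. Among genes at least 2-fold apart the same way in both types, with at least 100 UMIs over all fibroblasts, those with the highest ratios over all fibroblasts were *Hmcn1* (3.89), *Col8a1* (3.52), *Gas6* (2.09), *Ckm* (2.03) and *Myl1* (1.97). Among those with the lowest were *AY036118* (−3.09), *Syn3* (−2.25), *Smpd3* (−2.23) and *Plac9b* (−2.21). These are descriptions of a pair of libraries and no gene was tested, and ratios over all fibroblasts also follow the mix of clusters, which differs between the libraries. *Hmcn1* held 8 UMIs in *Pi16*-type and 7 in *Col15a1*-type callus cells, with ratios of 1.85 and 2.00 within these types. *Col8a1* had 1.46 and 2.01 there, on 16 and 18 of its 518 callus UMIs, and *Gas6* 1.66 and 1.30. With each library clustered alone, *Col8a1* fell to 0.070 and *Smpd3* to −0.78 in *Pi16*-type cells and *Ckm* to 0.0076 in *Col15a1*-type cells, so these were not 2-fold apart in both types there. The ratios of *Ckm* and *Myl1* in *Pi16*-type cells, 3.02 and 3.26, fell to 1.04 and 1.11 without fibroblasts holding at least 50 UMIs of the muscle contraction list. *AY036118* was also lower in callus neutrophil-like cells, at −3.24, so its difference is not particular to fibroblasts.

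From the presence of *Clec3b*-expressing clusters in both specimens, their separation by *Pi16* and *Col15a1*, and the clusters with marrow stromal and osteoblast markers in the callus, the paper concludes that *Clec3b*-expressing cells form subsets and that cells of the osteoblast lineage emerge among their marked progeny after fracture. It sets this beside its histology of the same lineage.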

**Fig. 4:**
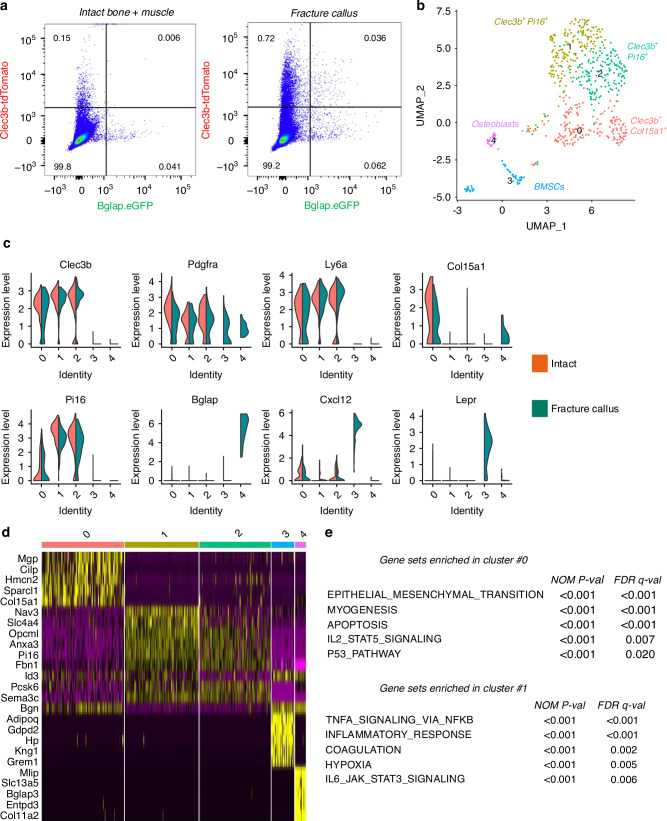
Single-cell RNA-seq reveals subsets and progeny of Clec3b^+^ cells during fracture healing. **a** Flow cytometry analysis depicts lack of overlap between *Clec3b*-lineage tdTomato^+^ cells and Bglap.eGFP^+^ osteoblasts in intact bone and muscle specimens, whereas tdTomato^+^ eGFP^+^ cells are found in fracture calluses. **b** UMAP plot depicts 5 transcriptionally distinct clusters of *Clec3b*-lineage cells obtained from intact and fractured femoral specimens. **c** Violin plots show that Clec3b^+^ cells are found in both intact and fracture specimens. *Pi16* and *Col15a1* expression distinguishes subsets of Clec3b^+^ cells in both groups. Osteoblasts (Bglap^+^, #4) and BMSCs (Lepr^+^, #3) are found in the fracture callus but not intact specimens. **d** Heatmap depicts the similarity of cluster #1 and #2 transcriptomes, while the other clusters exhibit distinct gene expression profiles. **e** Gene set enrichment analysis indicates a significant enrichment for cellular differentiation, muscle development, and cell death-associated transcripts in cluster #0, whereas the cluster #1 transcriptome is enriched for inflammation-associated transcripts

### Clec3b-lineage cells participate in heterotopic ossification of skeletal muscle and the ankle joint

As our data indicate that muscle-based Clec3b^+^ cells convert to osteoprogenitors during fracture healing, we next asked whether these cells also contribute to pathologic muscle mineralization, i.e., heterotopic ossification (HO). We therefore induced heterotopic ossification by injecting recombinant human BMP2 into the right caudal thigh muscle (Fig. 5a). Three weeks later, we observed large ectopic bone nodules adjacent to the femoral diaphysis (Fig. 5b), and these mineralized structures were densely populated with *Clec3b*-lineage cells (Fig. 5c, d), many of which had become osteoblasts and osteocytes.

**Fig. 5:**
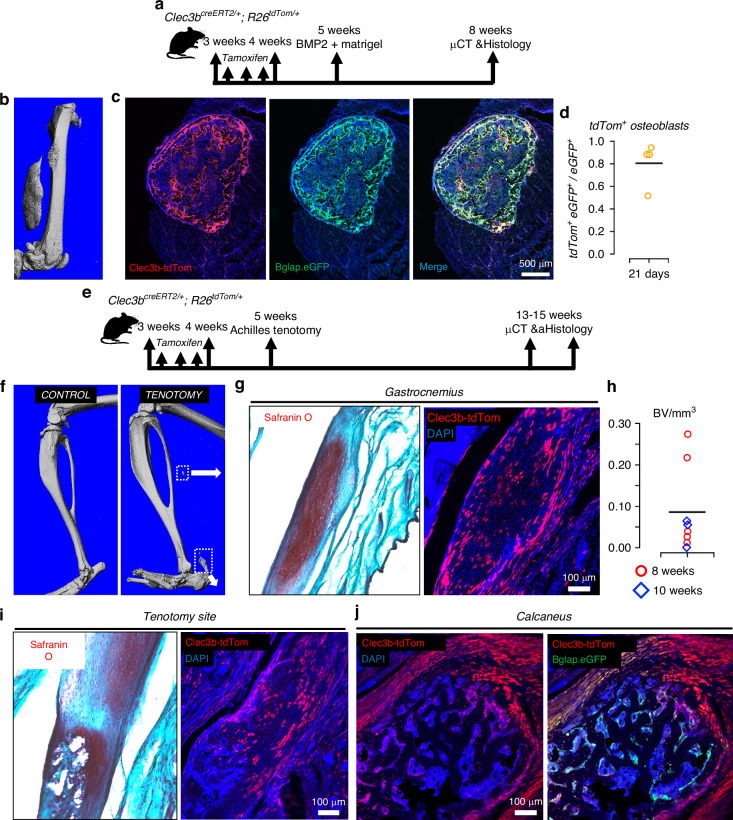
*Clec3b*-lineage cells participate in heterotopic ossification of skeletal muscle and Achilles tendon. **a** *Clec3b*-lineage reporter mouse was treated with tamoxifen between 3 and 4 weeks. Intramuscular delivery of rhBMP2 mixed with a matrigel scaffold was performed at 5 weeks. **b** Three weeks after rhBMP2 injection, robust ectopic bone formation was observed adjacent to the right femur, as depicted in 3D reconstruction of a representative specimen. **c** Fluorescent images of ectopic bone. *Clec3b*-lineage cells are abundantly present in HO, overlapping with Bglap.eGFP^+^ osteoblasts. **d** The majority of osteoblasts in BMP2-induced ectopic bones are of *Clec3b*-lineage, as indicated by the overlap between tdTomato and *Bglap.eGFP* fluorescence. **e** Clec3b-lineage reporter mice were treated with tamoxifen between 3 and 4 weeks. Unilateral Achilles tenotomy was performed 1 week later, and mice were sacrificed 8–10 weeks post-surgery. **f** 3D reconstruction of μCT data from uninjured (left) and injured (right) limbs (*n* = 8 mice). The calcaneus was malformed, and ectopic mineralization was observed in the gastrocnemius muscle and ankle joint of all mice. **g** Safranin O-staining and fluorescent imaging of adjacent sections depict chondrogenic differentiation of tdTomato^+^ cells. **h** Quantification of total ectopic calcification in the gastrocnemius muscle and ankle joint (excluding the calcaneus). We did not observe meaningful differences between the 8-week (*n* = 5) and 10-week (*n* = 3) timepoints. **i** Safranin-O-stained and fluorescent images depict tdTomato^+^ cells, including chondrocytes at the tenotomy site. **j** Fluorescent images of the calcaneus depict abundant tdTomato^+^ cells, some of which overlap with Bglap.eGFP^+^ osteoblasts

Having confirmed that Clec3b^+^ FAPs can form bone in muscle, we next tested whether Clec3b^+^ cells also contribute to traumatic heterotopic ossification induced by connective tissue injuries. We did this by severing the right Achilles tendon in mice, and confirmed ectopic calcification around the calcaneus and the gastrocnemius muscle at 8–10 weeks following injury (Fig. 5e, f). Histologic analysis confirmed that tdTomato^+^ cells differentiate to chondrocytes, Bglap.eGFP^+^ osteoblasts, and osteocytes following injury (Fig. 5g–j), indicating the contribution of Clec3b^+^ cells to heterotopic ossification in this model.

### Clec3b^+^ cell depletion alters fracture healing and heterotopic ossification

As Clec3b^+^ cells participate in both fracture healing and heterotopic ossification by becoming osteoblasts, we asked whether disabling them would inhibit bone formation in either context. To answer this question, we generated *Clec3b*^*creERT2/+*^*; R26*^*DTA/+*^ mice, which allowed us to ablate Clec3b^+^ cells through induction of endogenous diphtheria toxin expression upon tamoxifen injection (Fig. 6a). We used this model to kill Clec3b^+^ cells during fracture healing, by treating mice with tamoxifen every 3 days (starting the day before surgery) for 3 weeks. At the end of this period, FACS-based quantification indicated a 65% reduction in tdTomato^+^ cells in the muscle tissue of DTA mice (Fig. 6c). μCT analysis showed a reduction in fracture callus mineralization, as indicated by lower bone volume (BV) and bone volume fraction (BV/TV) compared to littermate control mice (*P* < 0.05); however, we did not detect a change in callus size (Fig. 6c). Similarly, deletion of *Ctnnb1* (encoding β-catenin, the master transcription factor in the WNT-signaling pathway), a known regulator of osteoprogenitor cell activation,^11,37^ prior to fracture surgery resulted in reduced callus bone volume fraction in mice (Fig. 6e–g).

**Fig. 6:**
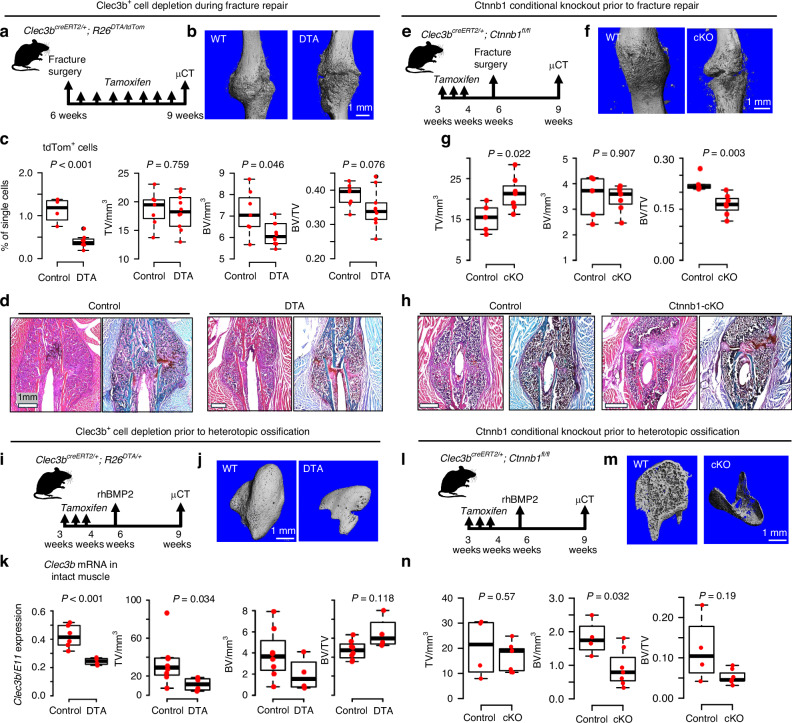
Manipulation of Clec3b^+^ cells alters fracture healing and heterotopic ossification. **a** Clec3b^+^ cells were ablated by activation of a diphtheria toxin (DTA) expression allele through repeated tamoxifen injections every 3 days for 3 weeks, during fracture healing. **b** 3D reconstruction images of representative fracture calluses from DTA and WT (i.e., *Clec3b*^*+/+*^*; R26*^*DTA*^) mice. **c** A significant reduction in callus bone volume (BV) and trend towards reduction in mineralized fraction (BV/TV) were observed in DTA mice. No changes were found in the total volume (TV) of the callus (Two-tailed unpaired *t*-test, *n* *=* 7–10 female littermate mice/group). Flow cytometry analysis indicated a 65% reduction in *Clec3b*-lineage cells in DTA mice (two-tailed unpaired *t*-test, *n* = 4–8). **d** Representative histology images depicting the fracture callus in both groups. **e** *Ctnnb1* was conditionally deleted in Clec3b^+^ cells through tamoxifen treatment between 3 and 4 weeks. Fracture surgery was performed at 6 weeks, and mice were sacrificed at 9 weeks for analysis. **f** 3D reconstruction images of representative fracture calluses from wild-type (*Clec3b*^*+/+*^*; Ctnnb1*^*fl/+*^, WT) and Ctnnb1-conditional knockout (*Clec3b*^*CreERT2*^*; Ctnnb1*^*fl/fl*^, cKO) mice. **g** We observed a significant increase in TV and reduction in BV/TV in cKO mice (two-tailed unpaired *t*-test, *n* = 5–7 male littermate mice/group). **h** Representative histology images depicting the fracture callus in both groups. **i** Muscle ectopic mineralization was induced in DTA and WT control mice by a single intramuscular rhBMP2 injection at 5 weeks, following tamoxifen treatment between 3 and 4 weeks. **j** 3D reconstructions of representative specimens from WT and DTA groups. **k** A significant reduction in total volume (TV) was found in DTA mice compared to WT controls (two-tailed unpaired *t*-test, *n* = 4–8 male littermate mice/group). **l** Muscle ectopic mineralization was induced in *Ctnnb1*-cKO and WT (*Clec3b*^*+/+*^*; Ctnnb1*^*fl/+*^) groups. **m** 3D reconstructions of representative specimens from WT and cKO groups. **n** A significant reduction in bone volume (BV) was found in conditional knockout mice compared to WT controls (two-tailed unpaired *t*-test, *n* = 4–7 female littermate mice/group)

Using the cell ablation approach, we also depleted Clec3b^+^ cells following BMP2-induced heterotopic ossification in muscle. Interestingly, continuous tamoxifen treatment following BMP2-delivery did not lead to a reduction in ectopic bone formation (Fig. S13a, b), but rather suggested a trend towards increased bone mass due to Clec3b^+^ cell depletion (Fig. S13c). Histologic analysis indicated the presence of tdTomato- cells (osteocytes in particular) in mice with DTA alleles (Fig. S13d). This suggested to us that induced apoptosis of *Clec3b*-lineage cells mobilizes surviving tdTomato- cells to differentiate and form bone (resulting in an increase in tdTomato- osteocytes, Fig. S13e), consistent with the reported mineralization-triggering effect of toxins and inflammation previously reported in genetic and BMP2-induced models of heterotopic ossification.^38–41^ To circumvent these potential artifactual changes, and test the effects of Clec3b^+^ cell loss of function, we depleted Clec3b^+^ cells by treating *Clec3b*^*creERT2/+*^*; R26*^*DTA/+*^ mice with tamoxifen prior to BMP2-injection (Fig. 6i). We measured a 42% reduction in *Clec3b*-expression in intact muscle, indicating decreased Clec3b^+^ FAPs (Fig. 6k). We also found that such treatment resulted in reduced volume of ectopic mass (i.e. TV, Fig. 6j, k), confirming our initial hypothesis that Clec3b^+^ cell loss would negatively affect heterotopic ossification. Consistent with this result, deletion of *Ctnnb1* also resulted in a significant reduction in ectopic bone volume compared to littermate control mice (Fig. 6l–n).

Trauma-induced heterotopic ossification is coupled with adipogenesis,^42^ which is recapitulated in animal models,^22,43,44^ including our own (Fig. S14a). As WNT-signaling is a known regulator of cell fate decision between osteogenesis and adipogenesis in the bone marrow,^45^ we next tested whether *Ctnnb1*-deletion in Clec3b^+^ cells promotes adipose tissue accumulation inside ectopic bone tissue. However, immunostaining for perilipin did not show increased adipocyte accumulation (Fig. S14b, c). Altogether, these data indicate that disabling Clec3b^+^ cells (through targeted depletion or blocking WNT-signaling) significantly reduces ectopic mineralization in skeletal muscle.

### Clec3b^+^ cells exhibit context-specific chondrogenic differentiation

As we detected few *Clec3b*-lineage cells in the cartilaginous fracture callus, we next wanted to test whether Clec3b^+^ cells are incapable of chondrogenic differentiation. We first quantified the contribution of Clec3b^+^ cells to chondrocytes shortly after bone fracture, by examining callus 6- and 10-days post-surgery (Fig. 7a). On average, less than 5% of Safranin-O-stained avascular cartilage contained tdTomato^+^ cells at either timepoint (Fig. 7b). Consistent with this, less than 10% of Sox9 chondrocytes were tdTomato^+^ at 10 days (Fig. 7c). However, when we examined ectopic masses in skeletal muscle 7-days after BMP2-injection, on average ~48% of Sox9^+^ chondrocytes in Safranin-O stained cartilage was also tdTomato^+^ (Fig. 7d). To further confirm that Clec3b^+^ cells can differentiate into chondrocytes, we digested the skeletal muscles of *Clec3b*-lineage reporter mice and purified primary tdTomato+ cells with flow cytometry. Following 21-days of chondrogenic pellet culture (in activation media containing Tgfβ3 and BMP6), we found that Clec3b^+^ cells gave rise to chondrocytes ex vivo. Thus, Clec3b^+^ cells make very limited contributions to cartilaginous activity during fracture repair; however, this is likely a context-specific limitation.

**Fig. 7:**
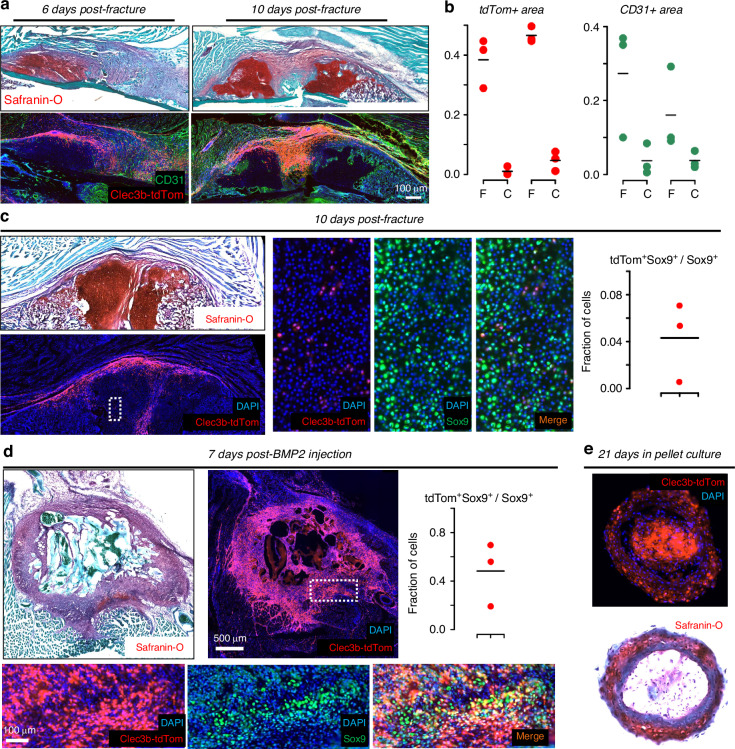
Clec3b^+^ cells undergo chondrogenic differentiation in a context-specific manner. **a** Representative histology images depicting Safranin-O and CD31-staining and fluorescent imaging of the cartilaginous fracture callus 6- and 10-days post-surgery. **b** Quantification of tdTomato^+^ and CD31^+^ cells indicates a significant enrichment for both cell types in the fibrotic callus (F) compared to the cartilaginous callus (C) (*P* < 0.05, *n* = 3 mice/timepoint). **c** Sox9-staining of the cartilaginous callus 10 days after fracture reveals minimal overlap between Clec3b-tdTomato^+^ cells and chondrocytes (*n* = 3 mice). **d** Safranin-O and Sox9-staining of ectopic bones in muscle induced by BMP2-injection depicts Clec3b-tdTomato^+^ cells differentiating into chondrocytes (*n* = 4 mice). **e** Fluorescent and Safranin-O-stained sections of a representative chondrocyte pellet formed ex vivo by primary tdTomato^+^ cells isolated from the hindlimb muscles of *Clec3b*-lineage reporter mice (*n* = 4 samples)

## Discussion

Here, we have shown that *Clec3b*-expression marks FAPs and superficial periosteal cells, which are osteogenically dormant under normal conditions but can be recruited to assist with the repair of bone fractures. Loss of function in Clec3b^+^ cells, through both targeted depletion and WNT-inhibition, reduces callus bone volume fraction during fracture repair (Fig. 6). While both FAPs^19^ and superficial periosteal cells^15^ have previously been implicated as osteoprogenitor pools activated by bone fracture, our drill hole-injury, mechanical loading and orthotopic transplantation experiments indicate that Clec3b^+^ FAPs are the likely source of bone formation rather than Clec3b^+^ periosteal cells (Fig. 3). We have independently verified the osteogenic potential of Clec3b^+^ FAPs through intramuscular BMP2-injection experiments (Figs. 5 and 6), which also show that depletion and WNT-inhibition in Clec3b^+^ cells significantly limits ectopic calcification of muscle.

Notably, the response of Clec3b^+^ cells to fracture is distinct from previously defined skeletal stem/progenitor populations in the periosteum, such as those marked by the expression of *Ctsk*,^3^ *Gli1*,^12^ *Pdgfra*^23^, or *Acta2*/aSMA,^13^ in that Clec3b-lineage cells exhibit minimal chondrogenic activity. Conversely, the aforementioned periosteal populations form >50% of chondrocytes during the initial 10 days post-injury in the mouse model of stabilized long bone fracture. *Clec3b*-expression is also absent in myogenic-lineage cells, unlike Hoxa11^+^ or Gli1^+^ cells, both of which contribute to myofiber formation in skeletal muscle. Our data confirm and expand the documented plasticity of stromal cells in muscle and peripheral periosteum, as Clec3b^+^ cells convert to osteoblasts and some CAR cells, in addition to adipocytes and fibroblasts upon perturbation, but not myogenic cells. Thus, Clec3b^+^ cells both complement (in terms of chondrogenesis) and partially overlap (with respect to fibroadipogenic progenitors) with previously described progenitor populations.

We found that Clec3b^+^ cells give rise to chondrocytes in the ankle joint following Achilles tendon injury (Fig. 5g); however, at least some of these cells are likely of connective tissue origin and might respond differently to injury. To determine whether Clec3b^+^ FAPs fundamentally lack the capability to differentiate into chondrocytes, we have examined their response to BMP2-stimulation during early stages of ectopic mineralization, a process mediated by endochondral ossification. We found that Clec3b^+^ FAPs give rise to a much larger fraction of Sox9^+^ chondrocytes in this model (Fig. 7d), which contrasts with their behavior post-fracture. Pellet cultures of Clec3b^+^ FAPs also showed that they can form cartilage ex vivo (Fig. 7e). Thus, the unique absence of chondrogenic activity by Clec3b^+^ cells in fracture repair is context-specific. This could be due to a lack of necessary molecular cues in vivo, which would drive cartilage formation (such as combined Tgfβ- and BMP-stimulation, an essential component of ex vivo chondrogenic differentiation assays^46^), or rapid response of periosteal cells before Clec3b^+^ cells could migrate to the callus and participate in chondrogenesis.

Importantly, 2 previous studies that characterized FAPs within the context of fracture repair suggested that FAPs exhibit a chondrogenic response to bone injury. Julien et al. reported that fluorescently labeled *Prrx1*-lineage cells, when grafted into the limbs of host mice, undergo chondrogenic differentiation following non-stabilized fracture injury.^19^ More recently, He et al. reported that Prg4^+^ cells (which represent a small subset of FAPs) are also mobilized in a stabilized fracture model and give rise to Col2a1^+^ chondrocytes in the fracture callus.^47^ However, no quantification was reported in either study (regarding neither recombination efficiency nor the overlap between FAP-lineage cells and chondrocytes), which makes it difficult to interpret the physiologic significance of FAP-derived chondrocytes described in these studies. Further research into this intriguing difference between Clec3b^+^ cells and other skeletal stem and progenitor cells could reveal the mechanisms that drive or inhibit chondrogenic differentiation of FAPs (and presumably other populations) during bone healing.

While we find that Clec3b^+^ FAPs make a significant contribution to fracture repair, disabling them does not cause a severe phenotype as seen in clinical nonunion cases. This could be due to the technical limitations in our approach such as recombination inefficiency, or that the absence of FAPs could eventually be compensated by other osteoprogenitor populations, such as periosteal stem cells. The recent work by He et al. also shows that depletion of the Prg4^+^ subset of FAPs similarly reduces bone volume fraction in the fracture callus (following a ~63% depletion of targeted cells, similar to our findings in Fig. 6).^47^ Collectively, these findings indicate the importance of muscle response to bone injury and implicate FAPs as a potential target for therapies aimed to enhance bone healing.

Heterotopic ossification is an abnormal bone formation event that involves concurrent osteogenic and adipogenic differentiation of progenitor cells, which might occur in response to trauma or genetic factors. While the physiologic mechanisms of disease are complex (involving the activation of neural and inflammatory pathways^48–51^) and may not be fully captured by BMP2-mediated stimulation, our data recapitulate the adipogenic and osteogenic cellular features of heterotopic ossification. Interestingly, diphtheria toxin-mediated ablation of Clec3b^+^ cells prior to BMP2 stimulation reduces heterotopic ossification, whereas continuous depletion after BMP2-treatment does not. Our results suggest that this discrepancy could be due to the osteogenic mobilization of tdTomato- cells in the latter case (either due to inefficient recombination or lack of *Clec3b*-expression), which contribute to a higher fraction of osteocytes following targeted cell ablation (Fig. S7e). Notably, we also found that the bone volume of the fracture calluses in mice serving as control for the cell ablation experiment are almost twice as high as the control samples in β-catenin-deletion experiment, likely due to repetitive tamoxifen treatment in the former case (Fig. 6). These differences highlight the technical limitations of targeted cell ablation approach in assessing functional relevance of Clec3b^+^ cells in bone formation.

The full extent of the mechanistic differences between Clec3b^+^ cells and other populations in different contexts (e.g., fracture healing vs. heterotopic ossification) remains to be determined. However, our findings show that Clec3b^+^ cells (and likely their FAP subset) are important contributors to fracture healing in a WNT-dependent manner. Understanding the pathways that regulate Clec3b^+^ cells and their fate decisions may suggest new strategies to treat patients suffering from musculoskeletal trauma.

## Materials and methods

### Generation of the Clec3b^CreERT2^ allele

All experiments were approved by the Institutional Animal Care and Use Committee of Weill Cornell Medicine (protocol#: 2018-0019). Clec3b^creERT2^ mice were generated at the Mouse Genetics Core Facility at Memorial Sloan Kettering Cancer Center by modifying the tetranectin protein, through insertion of a T2A-CreERT2 construct at the 3′ end of Clec3b endogenous coding sequence in embryos. A total of 128 pups on a C57 background were screened with PCR, and 2 mice (1 male and 1 female) were identified as potential founders with the correct insertion of the construct (Fig. S2). Both mice were crossed to male or female conditional reporter mice, and their F1 progeny were found to yield identical recombination profiles when treated with tamoxifen.

### Additional mice

Gt(ROSA)26Sor^tm14(CAG–tdTomato)Hze^/J (RRID:IMSR_JAX:007914), B6.129P2-Gt(ROSA)26Sor^tm1(DTA)Lky^/J (RRID:IMSR_JAX:009669), B6.129-Ctnnb1^tm2Kem^/KnwJ (RRID:IMSR_JAX:004152), B6.129S4-*Pdgfra*^*tm11(EGFP)Sor*^/J (RRID:IMSR_JAX:007669) and Gt(ROSA) 26Sor^tm1(Smo/EYFP)Amc^/J (RRID:IMSR_JAX:005130) mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). C57BL/6-Tg(BGLAP-Topaz)1Rowe/J mice (RRID:IMSR_JAX:017469^52^) were provided by Dr. Noriaki Ono. Cxcl12-eGFP mice (RRID:MGI:4838648^53^) were provided by Dr. Takashi Nagasawa. All mice were maintained in standard housing conditions, PCR-genotyped at 14 days, and weaned at 21 days. To induce Cre-mediated recombination, we administered tamoxifen (cat# T5648, Sigma, St. Louis, MO; 75 mg/kg dissolved in corn oil) three times to each mouse intraperitoneally, at P21, P23, and P25, unless indicated otherwise. Mice were euthanized with slow exposure to CO_2_ at the indicated time points. Unless specifically noted, both male and female mice were used in all experiments.

### Fracture surgeries

Six-week-old mice were anesthetized with continuous isoflurane inhalation. The fur around the surgical site was shaved and the skin was sterilized with betadine and ethanol. Bupivacaine was injected subcutaneously for local anesthesia. The right femoral diaphysis was exposed with a 2 cm incision along the skin and muscle. Fractures were created by performing a mid-diaphysis osteotomy with a high-speed saw, followed by the insertion of a 25 G sterile stainless-steel pin into the intramedullary cavity. Pin insertion was not performed in unstabilized fracture surgeries. The skin was closed with surgical clamps. The mice received meloxicam (2 mg/kg, at the time of surgery and every 24 h for 3 days) and buprenorphine (0.5 mg/kg, at the time of surgery and every 12 h for 3 days) subcutaneously for pain relief. The correct positioning of the intramedullary pins was verified with X-ray imaging immediately after surgery, and prior to euthanasia.

### Drill hole surgeries

Mice were prepared for surgery as described above. The right femoral diaphysis was exposed, and the periosteum was either left intact or carefully scraped with a scalpel blade along a ~2 cm surface around the intended injury area. Monocortical drill holes were then created with a high-speed drill equipped with a 0.9 mm drill burr. The skin was closed with surgical clamps, and the specimens were collected 3 weeks later for analysis.

### Femoral transplant surgeries

Mice were prepared for surgery as described above. Immediately before the procedure, Clec3b^creERT2/+^; R26^Ai14.tdTomato/+^ mice were euthanized and the central ~2 mm portion of the femoral diaphysis was removed either with or without surrounding muscle, the bone marrow was flushed and placed in cold sterile PBS. A ~2 mm defect was created in same-sex littermate mice that lack the Clec3b^creERT2^ allele, and the gap was filled with the graft and a 25 g sterile stainless-steel pin that aligned the graft with the native femur. The site of injury was closed and the mice were treated and monitored as described in fracture surgeries.

### Heterotopic ossification models

Recombinant human BMP-2 (Cat#Z02913, GenScript, Piscataway, NJ) was dissolved in 20 µmol/L acetic acid to create a 0.1 µg/µL stock solution. For each injection, 0.25 µg of BMP-2 stock was mixed with 25 µL of Matrigel (Cat#CLS356231, Corning, Corning, NY). The resultant mixture was injected into the right caudal thigh muscle of 5-week-old mice. Muscle and bone specimens were collected for analysis 3 weeks later. For tenotomy, 5-week-old mice were anesthetized with isoflurane, and the right ankle joint was shaved and sterilized as described above. The Achilles tendon was exposed with a scalpel and forceps, and severed at mid-point with sharp scissors. Skin was closed with surgical clamps, and mice were monitored with Faxitron for signs of calcaneus remodeling and ectopic calcification on a bi-weekly basis. Mice were sacrificed for specimen collection at 8- or 10-week post-surgery.

### In vivo mechanical loading

Ten-week-old *Clec3b*^*creERT2/+*^*; R26*^*Ai14.tdTomato/+*^ mice were sedated with isoflurane. The left tibia was positioned inside a custom-designed fixture (as previously described^54,55^) and loaded with 7.0 N peak load at 4 Hz for 1 200 cycles (i.e., 5 min of loading total) 5 days per week for 2 weeks. Tibial specimens were collected at the end of 2-week period.

### Flow cytometry and single-cell RNA-seq

Femoral fracture calluses and intact diaphyses with surrounding muscle were collected from *n* = 3 littermate male mice 3 weeks post-fracture surgery. Following dissection with scissors and forceps, fracture and intact specimens were separately pooled inside petri dishes with sterile PBS on ice. The specimens were then moved to a tissue-culture hood, finely cut with a razor blade, and put in a 15 mL tube with 10 mL collagenase solution (4 000 units in αMEM with 1% anti-mycotic; type II, Worthington Biochemical Corp, Lakewood, NJ, USA). The tubes were transferred to a shaking incubator for 2 × 30 min at 37 °C. Cells were filtered, pelleted, and resuspended in cell culture media (αMEM with 10% FBS and 1% anti-mycotic). Cells were tested for viability with an automated fluorescent cell counter and then sorted on an Aria II flow cytometer (BD Biosciences, San Jose, CA, USA) to separate tdTomato-expressing cells (with cells from wild type mice used as negative control). The purified tdTomato^+^ cells were loaded on the 10× Chromium platform and processed for single-cell RNA-seq using the 3′ single-cell RNA sequencing kit V3. The resultant libraries were sequenced on the Illumina NovaSeq platform and processed with Cellranger and Seurat pipelines. All analyses were performed in R with custom scripts (available upon request). Gene set enrichment analysis (GSEA) was performed with previously published tools.^56,57^ For T2A-CreERT2 construct verification, data were processed with the de novo assembly tool Trinity on Galaxy (ver 2.15.1).

### Fluorescence-activated cell sorting (FACS)

Muscle and/or bone samples were carefully dissected immediately after euthanasia, and live cells obtained as described above. Cells were resuspended in FACS buffer (2% FBS + 1% anti-mycotic in PBS) and incubated with conjugated primary antibodies CD45-PE-Cy7 (BioLegend Cat#103113, RRID:AB_312979), CD31-PE-Cy7 (BioLegend Cat#102524, RRID:AB_2572181), TER119-PE-Cy7 (BioLegend Cat#116221, RRID:AB_2137789), Sca-1 (Thermo Fisher Scientific Cat# 17-5981-81, RRID:AB_469486) and DAPI (Sigma Cat# 10236276001) for 1 hour on ice. Cells were analyzed on the Symphony platform (BD Biosciences, San Jose, CA, USA). Compensation was calculated with antibody-treated beads and gates were set with respect to unstained cells and fluorescence-minus-one negative controls.

### Ex vivo chondrogenic differentiation

Primary tdTomato^+^ cells were purified from the skeletal muscles of 3–4-week-old Clec3b-lineage reporter mice as described above (*n* = 2 mice per experiment), collectively yielding 20 000–40 000 cells. Cells were then plated in 6-well plates and allowed to reach confluence and passaged at least twice, while changing media every 2–3 days. Cells were trypsin-digested, counted, and split into groups of 250 000 cells/tube. Cells were pelleted with centrifugation inside 15 mL tubes and chondrogenic differentiation was stimulated using the Chondrogenic SingleQuots Kit (Cat#PT-3003, Lonza), supplemented with TGFβ-3 (10 ng/mL, cat#:PT-4124, Lonza) and BMP-6 (500 ng/mL, cat#6325-BM-020/CF, R&D Systems). Media was changed every 2–3 days, and pellets were embedded in OCT 21-days later for histologic analysis.

### Histology

Following euthanasia, the bone and/or muscle specimens were carefully dissected. The intramedullary pins were gently removed from the fracture calluses without disturbing their integrity. The specimens were placed in ice-cold 4% paraformaldehyde, with gentle overnight shaking at 4 °C. The specimens were then washed with cold PBS 3 times for >1 h and transferred to 0.5 mol/L EDTA for decalcification for 6–10 days. The specimens were washed and then saturated with cryoprotective 30% sucrose solution. The specimens were embedded in OCT and sections of 20 µm thickness were cut with a cryostat (CM3050 S, Leica, Nussloch, Germany). Every third slide was stained with DAPI and closed with Fluoroshield (Sigma #1123585236), with the remaining slides used for hematoxylin & eosin or safranin-O staining. All slides were imaged with a slide scanner (Axioscan 7, Zeiss, Oberkochen, Germany), and select slides were scanned with a confocal microscope (LSM 880, Zeiss) for high-resolution imaging. The images were adjusted for brightness and contrast with ImageJ.

### Immunohistochemistry

Histology slides maintained at −80 °C were allowed to thaw at room temperature for 20 min. Sections were rehydrated with PBS for 15 min, treated with 0.3% Triton solution (150 µL/slide, Sigma) for 15 min, and washed with PBS for 5 min. Sections were blocked with 5% donkey serum and incubated at room temperature for 30 min. Primary antibodies for Pdgfra (Abcam Cat#203491, RRID:AB_2892065), Sca1 (Abcam Cat#51317, RRID:AB_1640946), CD31 (BD Biosciences Cat#553370, RRID:AB_394816), perilipin (Cell Signaling Technology Cat#9349, RRID:AB_10829911), Sox9 (R&D Systems, Cat#AF3075, RRID:AB_2194160) and/or laminin (Abcam, Cat#11575, RRID:AB_298179) (1:100 dilution) were then applied and sections were allowed to incubate at 4 °C overnight enclosed with a damp paper towel. The next day, three PBS washes were performed at room temperature and sections were incubated with 150 µL of A488- or AF647-conjugated secondary antibody (Jackson Immunoresearch Labs Cat#705-545-147, RRID:AB_2336933; Cat#711-605-152, RRID: AB_2492288 1:400 dilution) for 3 h. Three PBS washes were performed at room temperature, sections were stained with DAPI, and closed with a coverslip. Secondary-only negative controls were used to verify the specificity of the primary antibodies.

### In situ hybridization

Hindlimb muscles were collected from C57/BL6 mice and immediately frozen in liquid nitrogen. Muscle specimens were embedded in OCT, sectioned at 20 μm-thickness as described above and maintained at −80 °C. Slides were processed using the RNAscope HiPlex12 Reagent Kit (v2, Cat#324419, Advanced Cell Diagnostics). Briefly, fresh frozen muscle sections were fixed in pre-chilled 4% PFA for 1 h at 4 °C. Slides were dehydrated sequentially in 50%, 70% and 100% ethanol, and stored inside 100% ethanol overnight at −20 °C. Slides were then permeabilized through incubation with the Protease IV reagent for 30 min, and then hybridized with probes for Clec3b (cat#539561-T2) and Pdgfra (cat#480661-T3) or positive/negative controls at 40 °C for 2 h, followed by RNAscope HiPlex assay. Slides were additionally treated with the FFPE reagent in order to reduce autofluorescence. All slides were stained with DAPI, closed with coverslips and stored in the dark at 4 °C. Imaging was performed with a fluorescent microscope (Axio Observer 7, Zeiss, Oberkochen, Germany) and a confocal microscope (Stellaris 8, Leica Microsystems, Deerfield, IL).

### Micro-CT analysis

Bone and/or muscle specimens were dissected and scanned immediately after euthanasia. Samples were scanned at 7.4 μm resolution (55 kVp, 145 mA, 8 W) using the Scanco CT 45 platform (SCANCO, Bruttiselen, Switzerland). Identical thresholds were used in the segmentation of bone from different groups when quantifying mineralization. Fracture calluses were analyzed by selecting region of interest as 1 mm proximal and distal (2 mm in total) from the center. Total volume (TV), bone volume (BV) and bone volume fraction (BV/TV) parameters were calculated as previously described.^58^

### qRT-PCR

Total RNA was extracted from primary cells (directly sorted into Trizol) or snap-frozen muscle tissue through phenol-chloroform separation, followed by purification with the Purelink RNA Mini Kit (cat#12183018A, Thermo Fisher) and DNase treatment (cat#79254, Qiagen). RNA quality was assessed with Nanodrop, and reverse transcription was performed with the Superscript III kit (cat#: 18080093, Thermo Fisher). The resultant cDNA was amplified with primers for *Clec3b* (Fwd: CTGAAGGAGAAGCAGGCCT, Rev: GCCTCGTTCTCTAGCTCTGA) or *E11* as the housekeeping gene (Fwd: GATCAAGATGTGGACCGTGC, Rev: AGGTGCCTTGCCAGTAGATT), using the PowerUp SYBR Green Master Mix (cat#A25741, Thermo Fisher). Relative expression of *Clec3b* was quantified with respect to *E11*, using the C_t_ values measured for each sample.

## Supplementary information

Supplementary Figures

## Data Availability

The single-cell RNA-seq data were uploaded to the Gene Expression Omnibus (GEO) database under the accession number GSE249546.

# Supplementary material for: Clec3b+ extraskeletal cells regulate fracture healing and heterotopic ossification
**Source:** Bone Res. 2026 Jul 6;14:70. doi: 10.1038/s41413-026-00532-6
**Supplement:** Supplementary file 1 — Supplementary Figures

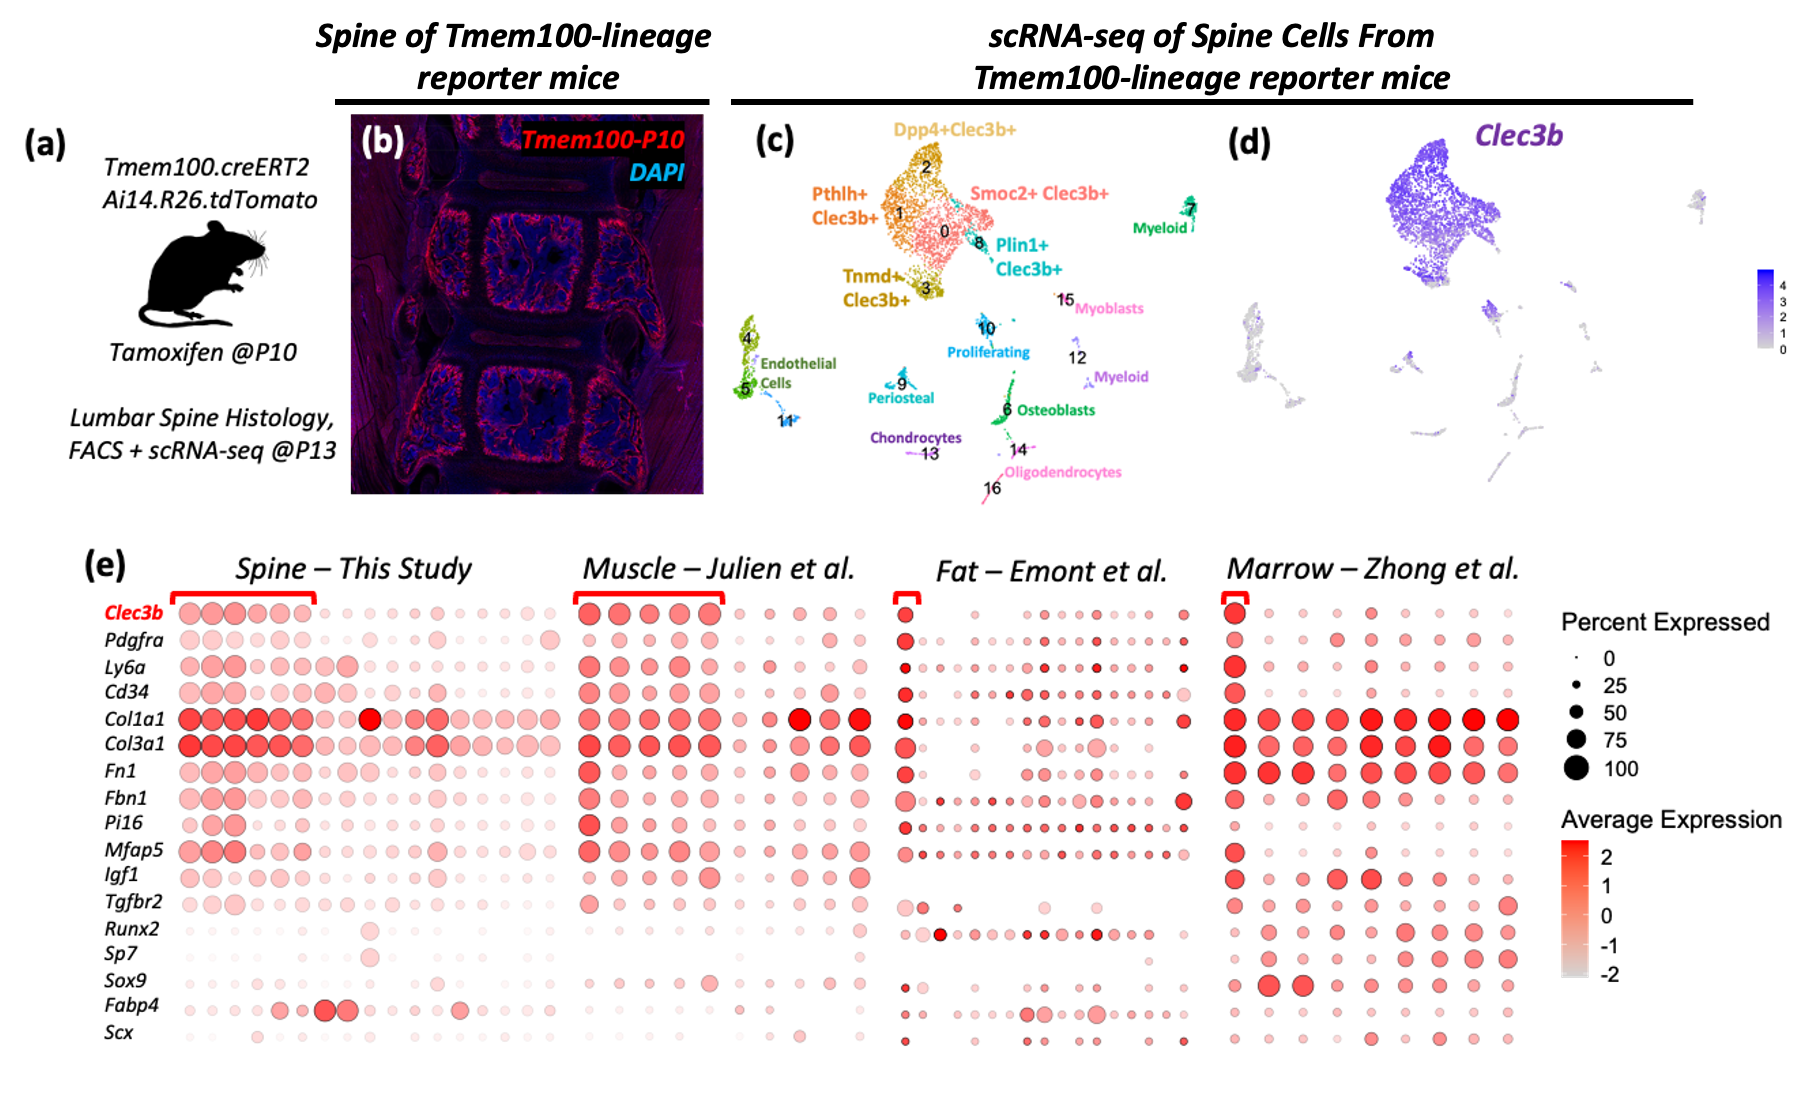

**Supplementary Figure 1: Clec3b expression is specific to Pdgfra+ and Ly6a+ cells in multiple tissue types.**

**(a)** Lumbar spine specimens from Tmem100-lineage reporter mice were obtained for single cell RNA-seq analysis 3 days post-tamoxifen treatment.

**(b)** Histology confirms that Tmem100 is a broad marker for mesenchymal lineage cells, as most bone-lining surfaces within the vertebrae, surrounding muscle, connective tissue and some nucleus pulposus cells are tdTomato+.

**(c)** Single cell RNA-seq of tdTomato+ cells sorted from digested spine tissue indicates a heterogeneous pool of cells that include Clec3b+ cells (with subsets distinguished by Smoc2, Pthlh, Dpp4, Plin1 and Tnmd expression) osteoblasts and endothelial cells.

**(d)** Clec3b-expressing cells collectively constitute the largest group of tdTomato+ cells.

**(e)** A dot-plot comparison of transcripts specifically expressed by Clec3b+ cells (indicated with a red bracket above each sub-panel) show a similar gene expression reportoire across tissues. Columns represent individual cell clusters, dot size represents the fraction of cells expressing each gene and color intensity represents average expression level.

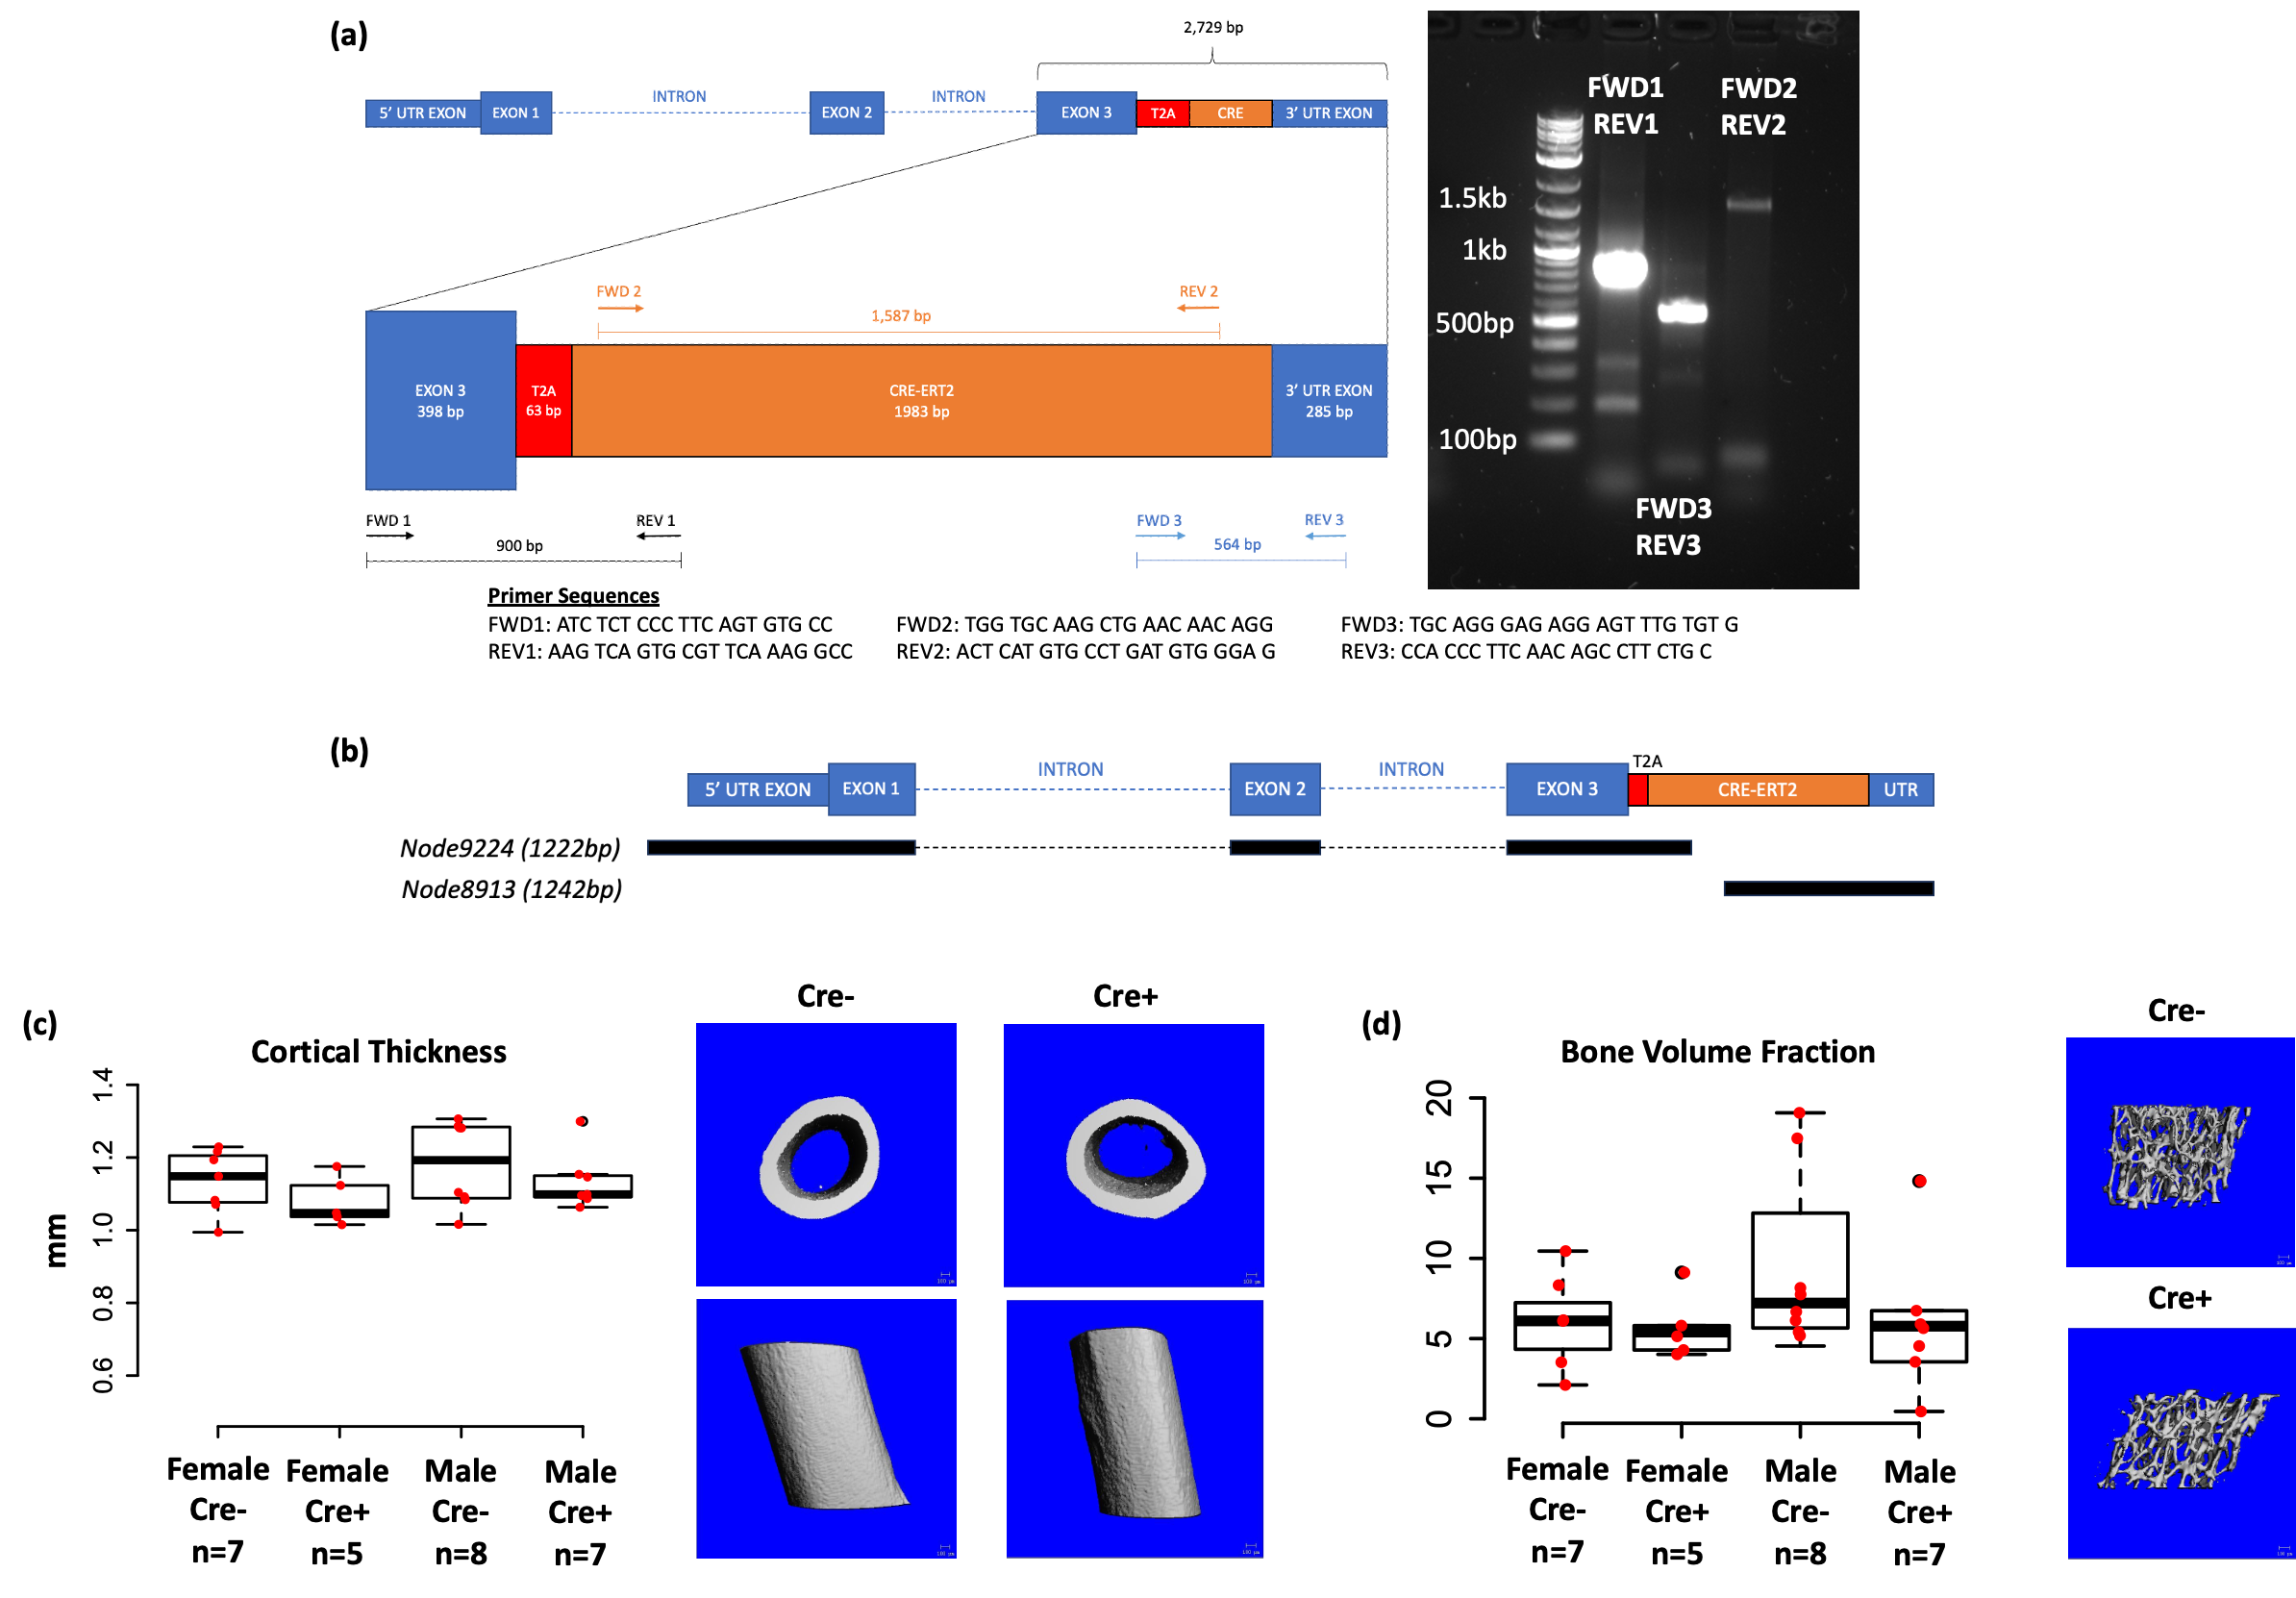

**Supplementary Figure 2: PCR and Sanger sequencing results indicate correct insertion of the T2A construct at the endogenous Clec3b locus, and no cortical bone differences are found between Cre+ and Cre- littermate mice.**

**(a)** The T2A - CreERT2 construct is inserted into the endogenous Clec3b-locus, between the coding and untranslated regions at the 3’ end. The construct was amplified from genomic DNA with the depicted primer pairs and correct sequence verified with Sanger sequencing.

**(b)** De novo transcriptome assembly with Trinity (using single cell RNA-seq data in Figure 4 as input) verified the expression of the construct, through the identification of 2 transcripts spanning the T2A and CRE-ERT-UTR loci.

**(c)** Diaphyseal cortical thickness of the femur was measured with µCT-imaging in male and female littermate mice, with or without the CreERT allele, at 9 weeks of age (*p* = 0.56, one way ANOVA). Representative 3D reconstructed images from Cre+ and Cre- mouse femurs are depicted.

(**d**) Trabecular bone in the distal femoral area was analyzed and no differences were found in terms of bone volume fraction (BV/TV), except for a trend (p=0.07) between male and female WT mice (one way ANOVA with post hoc Tukey).

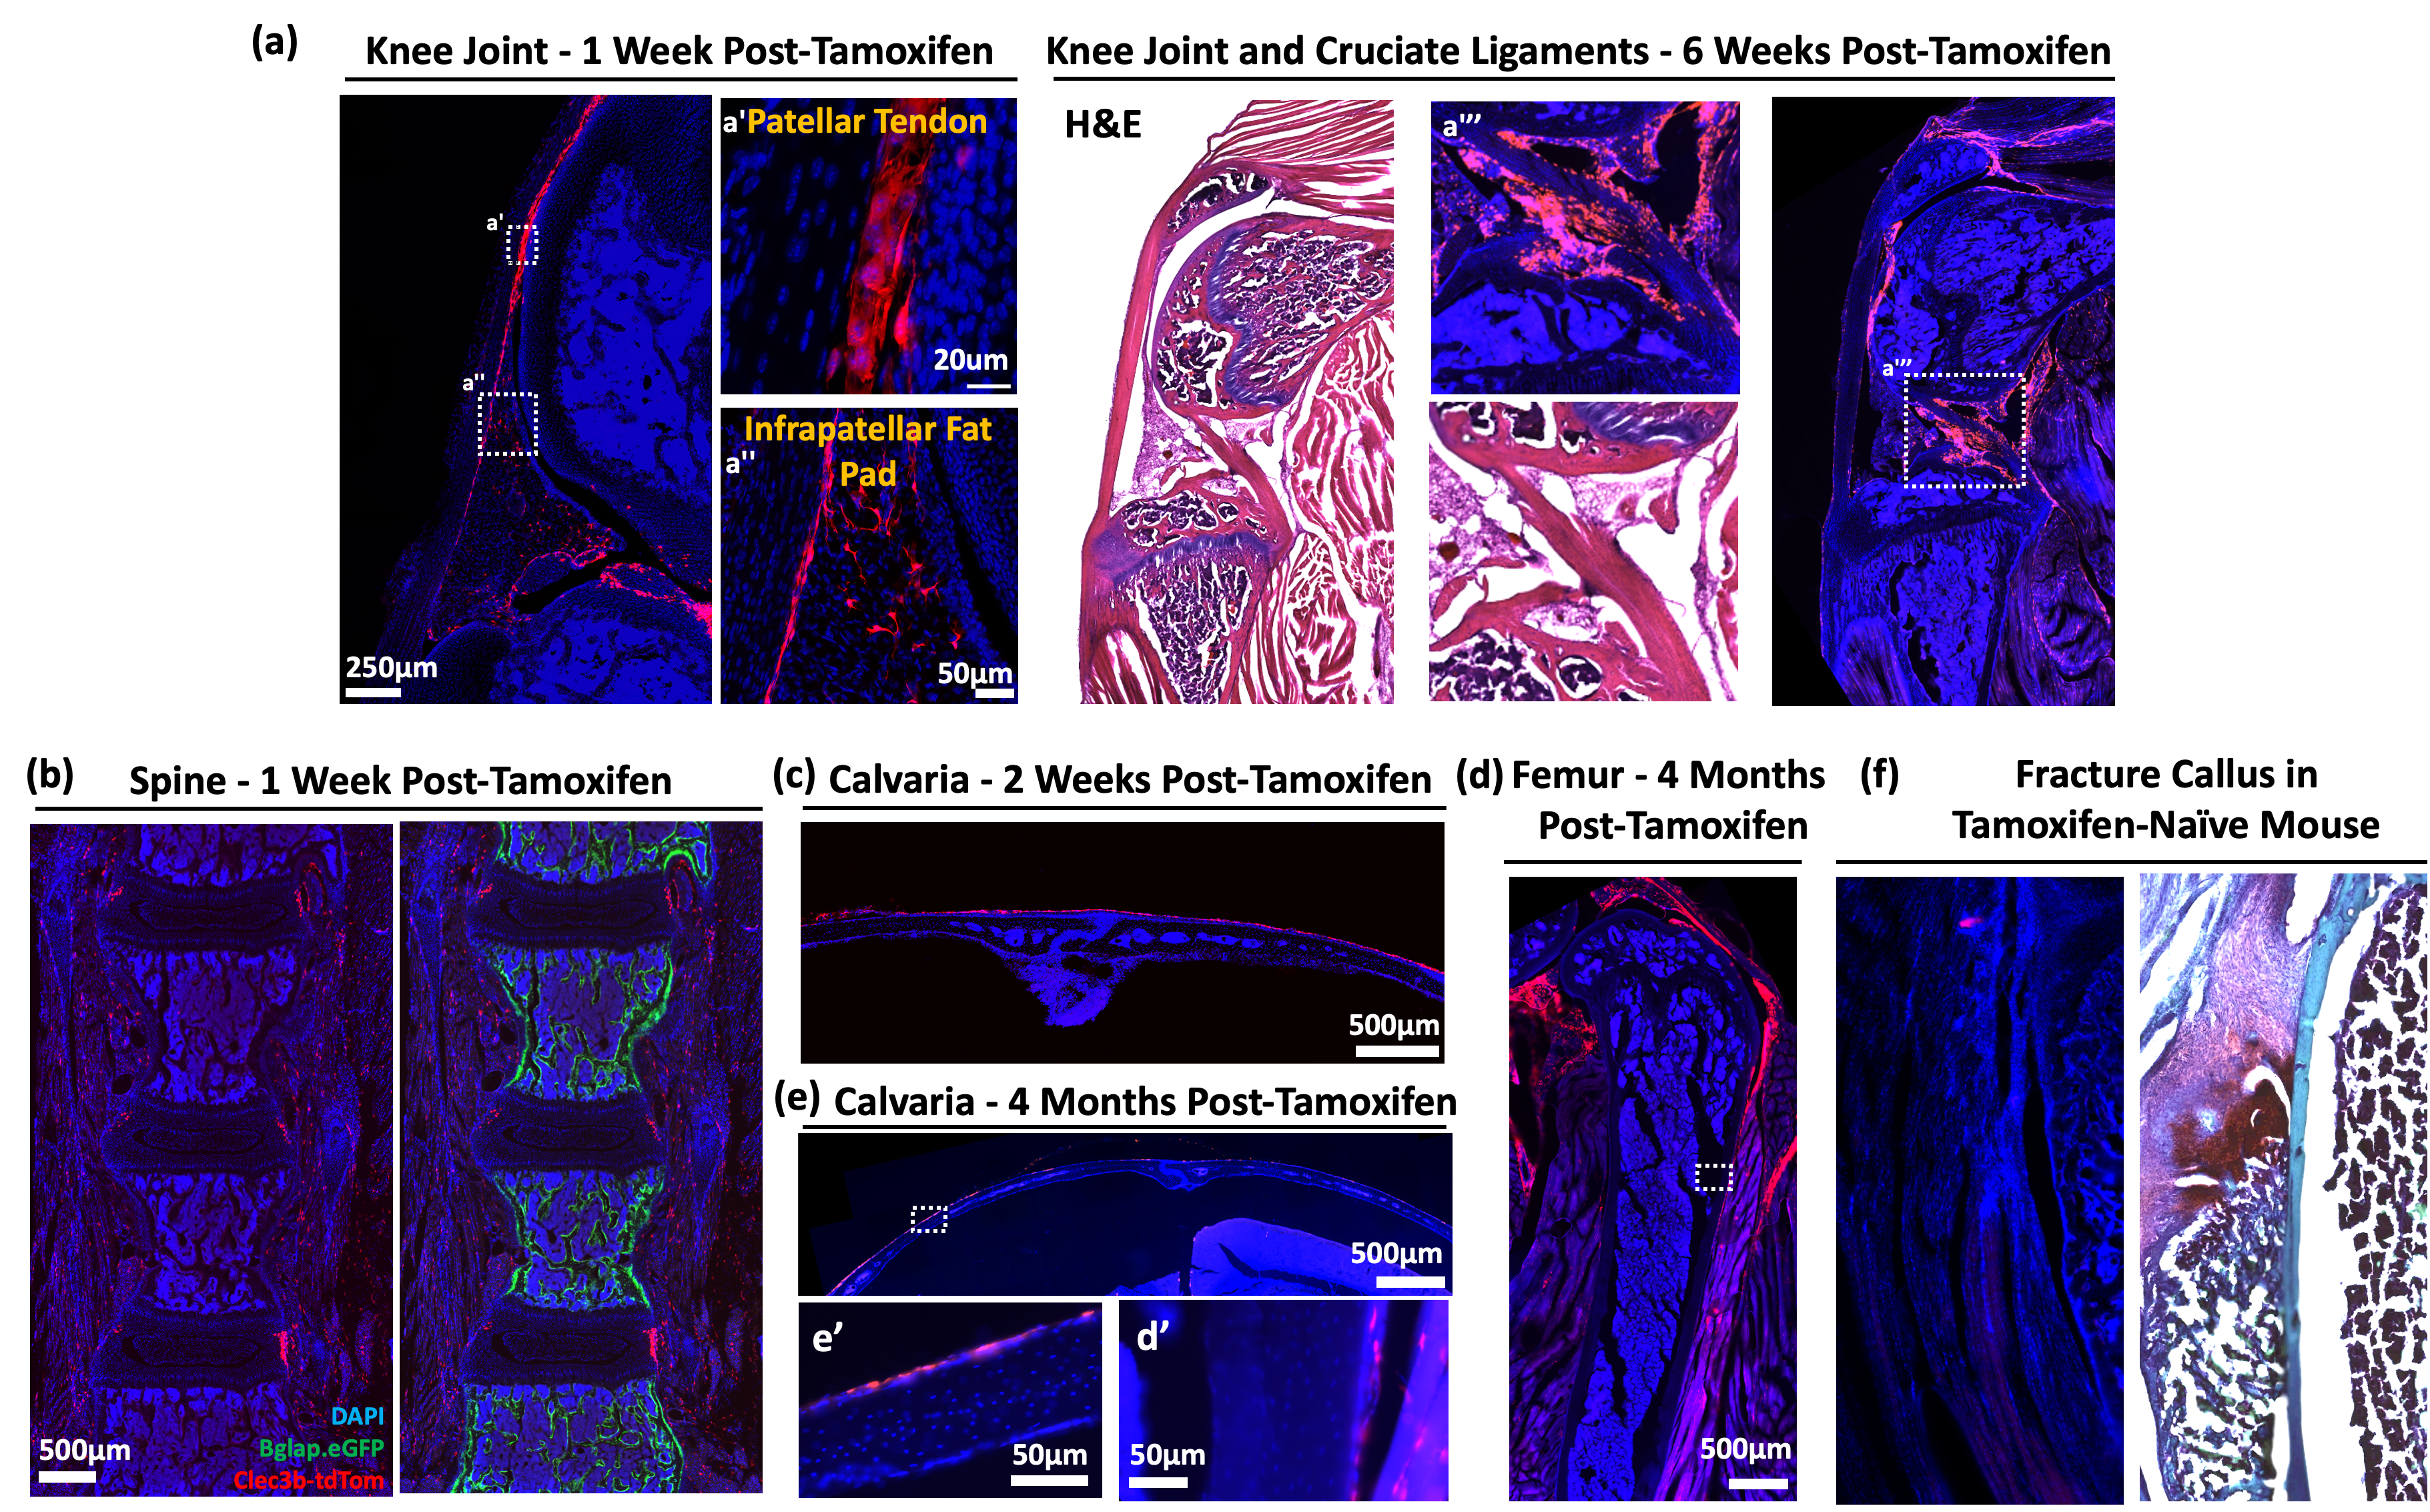

**Supplementary Figure 3: Tamoxifen-induced Cre-recombination results in the labeling connective tissue and superficial periosteum cells that remain osteogenically inactive.**

**(a)** Clec3b-tdTomato+ cells are found in the epitenon tissue in the patellar tendon and cruciate ligaments, as well as the infrapatellar fat pad stroma.

**(b)** Similar to the limbs, Clec3b-tdTomato+ cells are found in the muscles surrounding spine, and do not overlap with Bglap.eGFP+ osteoblasts.

**(c)** Clec3b-tdTomato+ cells are found in the superficial periosteum in the calvaria.

**(d and e)** Clec3b-tdTomato+ cells remain osteogenically inactive during the 4 months post-tamoxifen injection, as indicated by the lack of tdTomato+ osteocytes both in the femur and parietal bones.

**(f)** Fluorescent and safranin O-stained sections depict absence of tdTomato+ cells three weeks post fracture, when mice are kept tamoxifen-naïve.

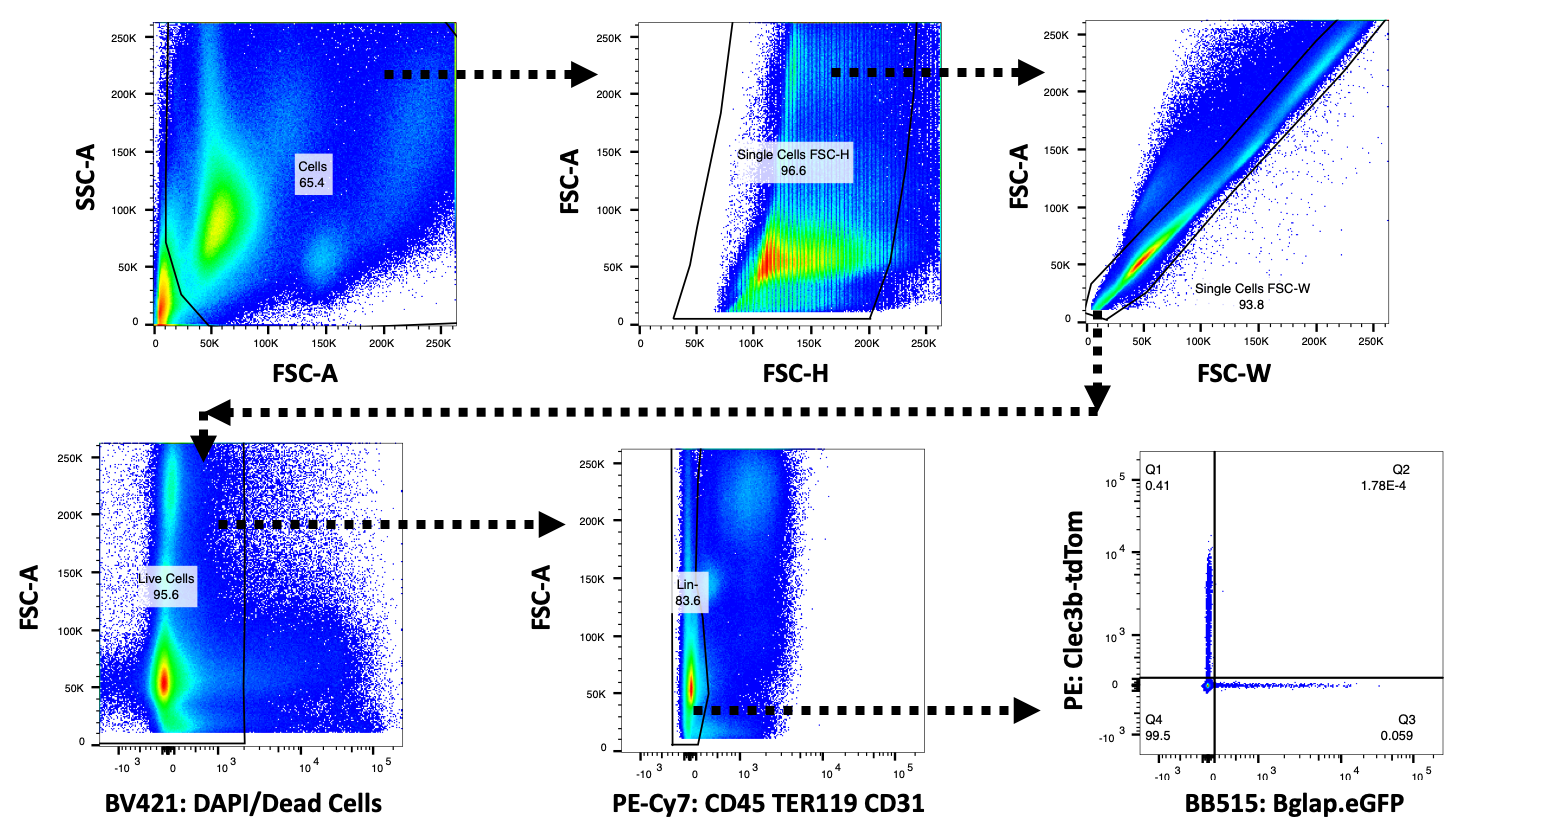

**Supplementary Figure 4: Representative plots depicting FACS strategy.**

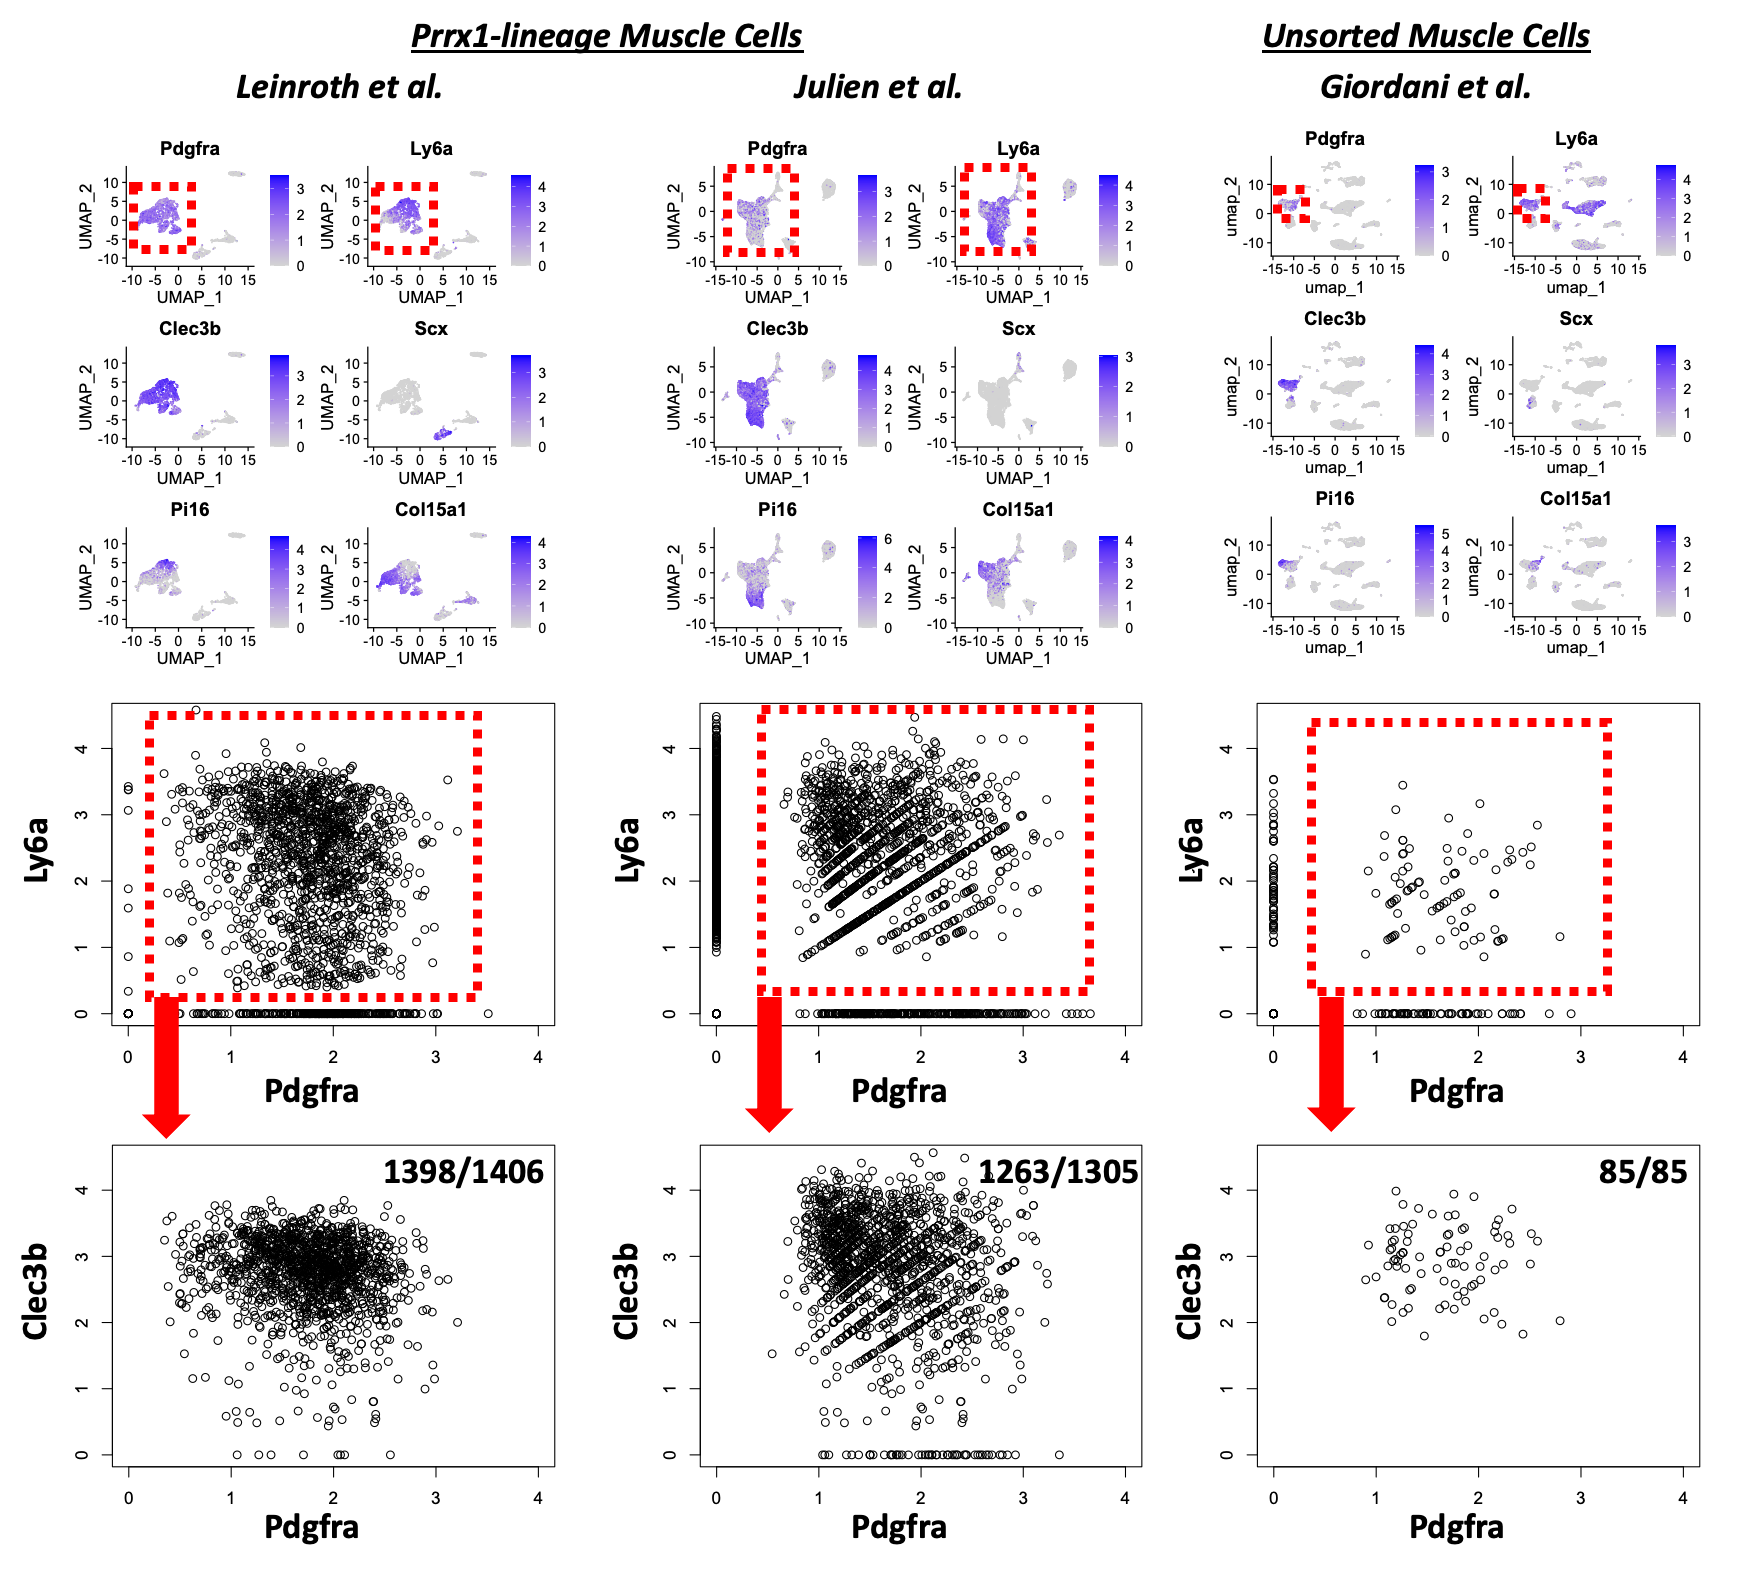

**Supplementary Figure 5: Analysis of previously published muscle single cell RNA-seq data.** Data were obtained from Prrx1-lineage muscle cells (from Leinroth et al., Cell Rep, 2022 and Julien et al., Nat Commun, 2021) and unsorted muscle cells (from Giordani et al., Mol Cell, 2019). In all 3 datasets, FAP clusters were identified based on co-expression of Pdgfra and Ly6a/Sca1. Cells with non-zero expression of both Pdgfra and Ly6a were also interrogated for Clec3b-expression, wherein almost all Pdgfra+ Ly6a+ cells were found to be Clec3b+.

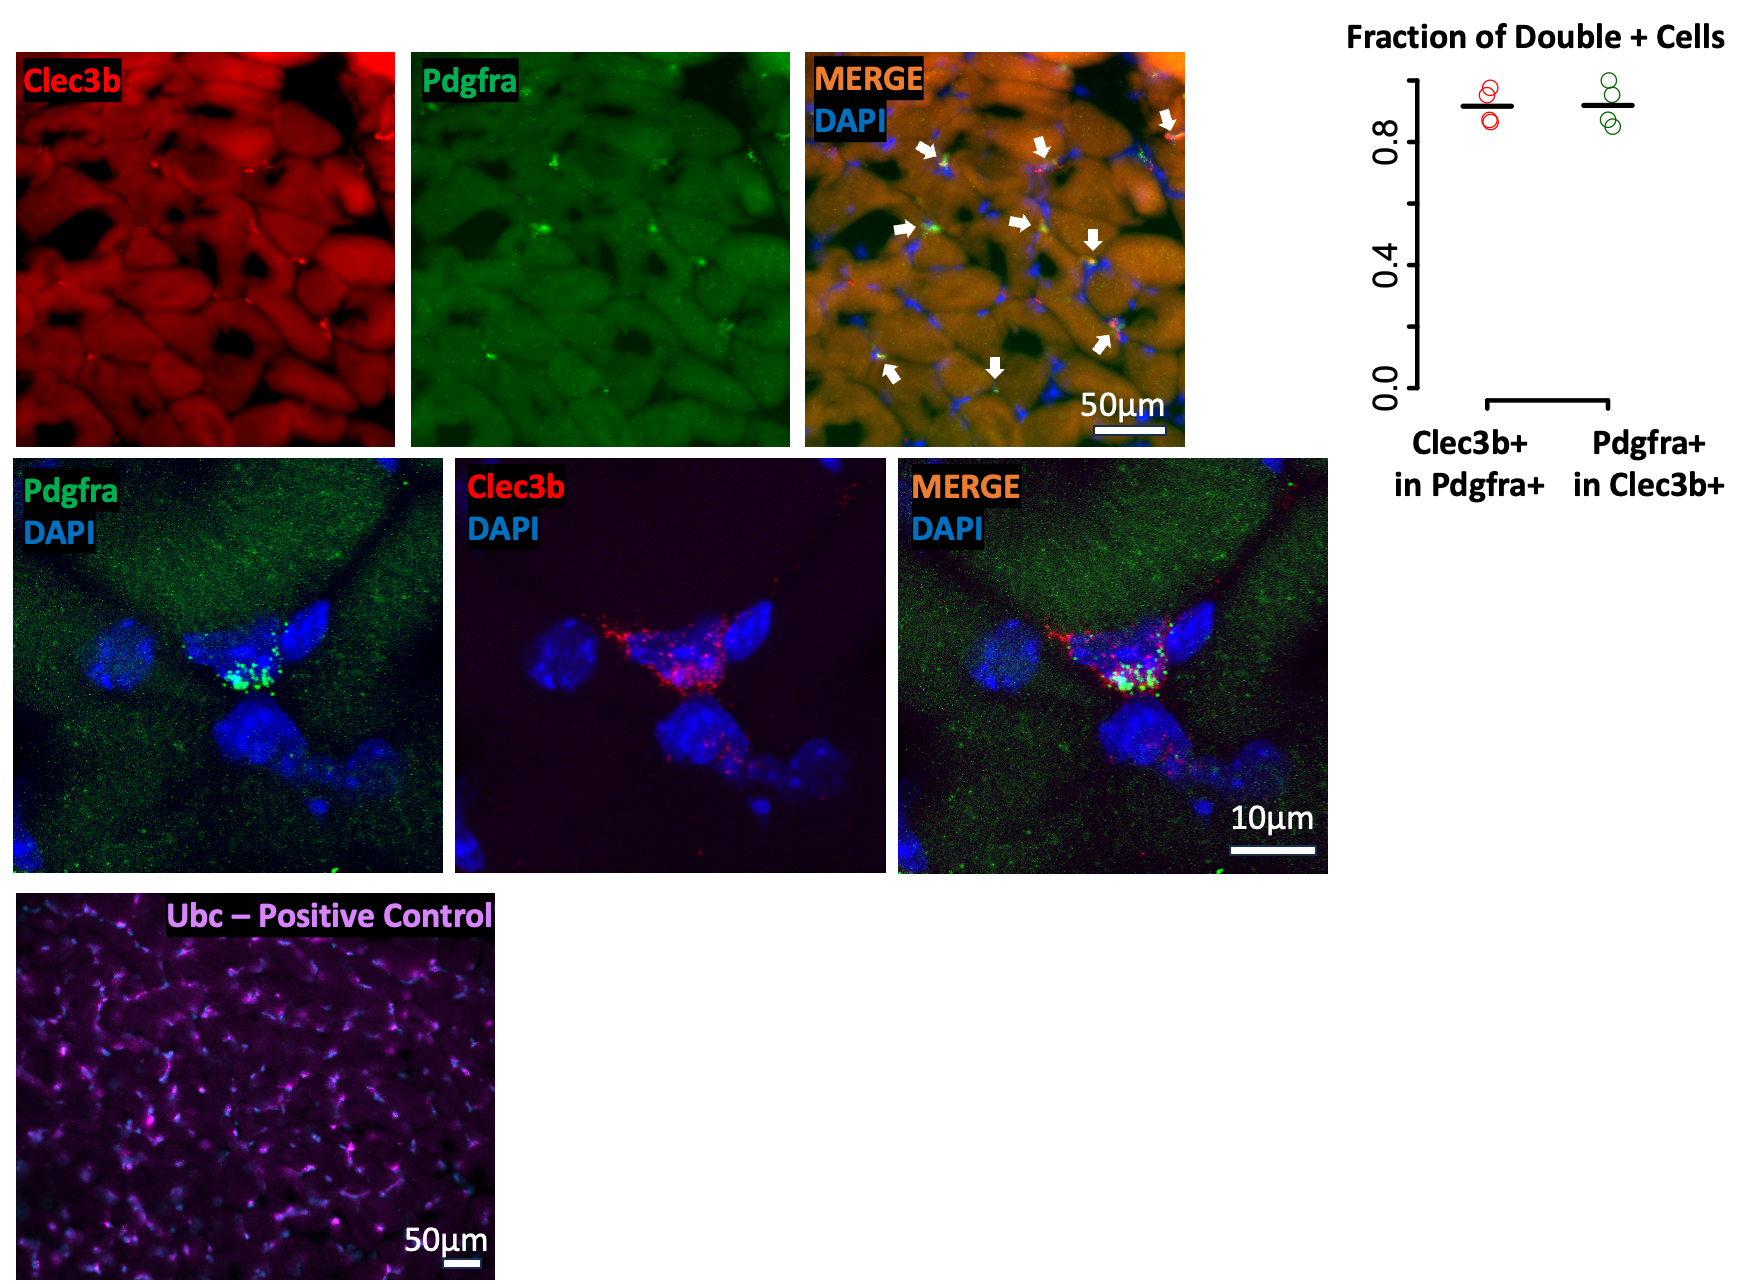

**Supplementary Figure 6: RNAscope analysis demonstrates overlap of Pdgfra+ and Clec3b+ cells in mouse skeletal muscle.** Hindlimb muscles of 3-4 week old male and female mice (n=4) were hybridized with probes recognizing *Clec3b* and *Pdgfra* mRNA. >90% of all Pdgfra+ cells were also Clec3b+ and vice versa. High magnification images depict individual Pdgfra and Clec3b mRNA molecules found in an interstitial muscle cell. Bottom panel depicts Ubc expression, which was used as a positive control.

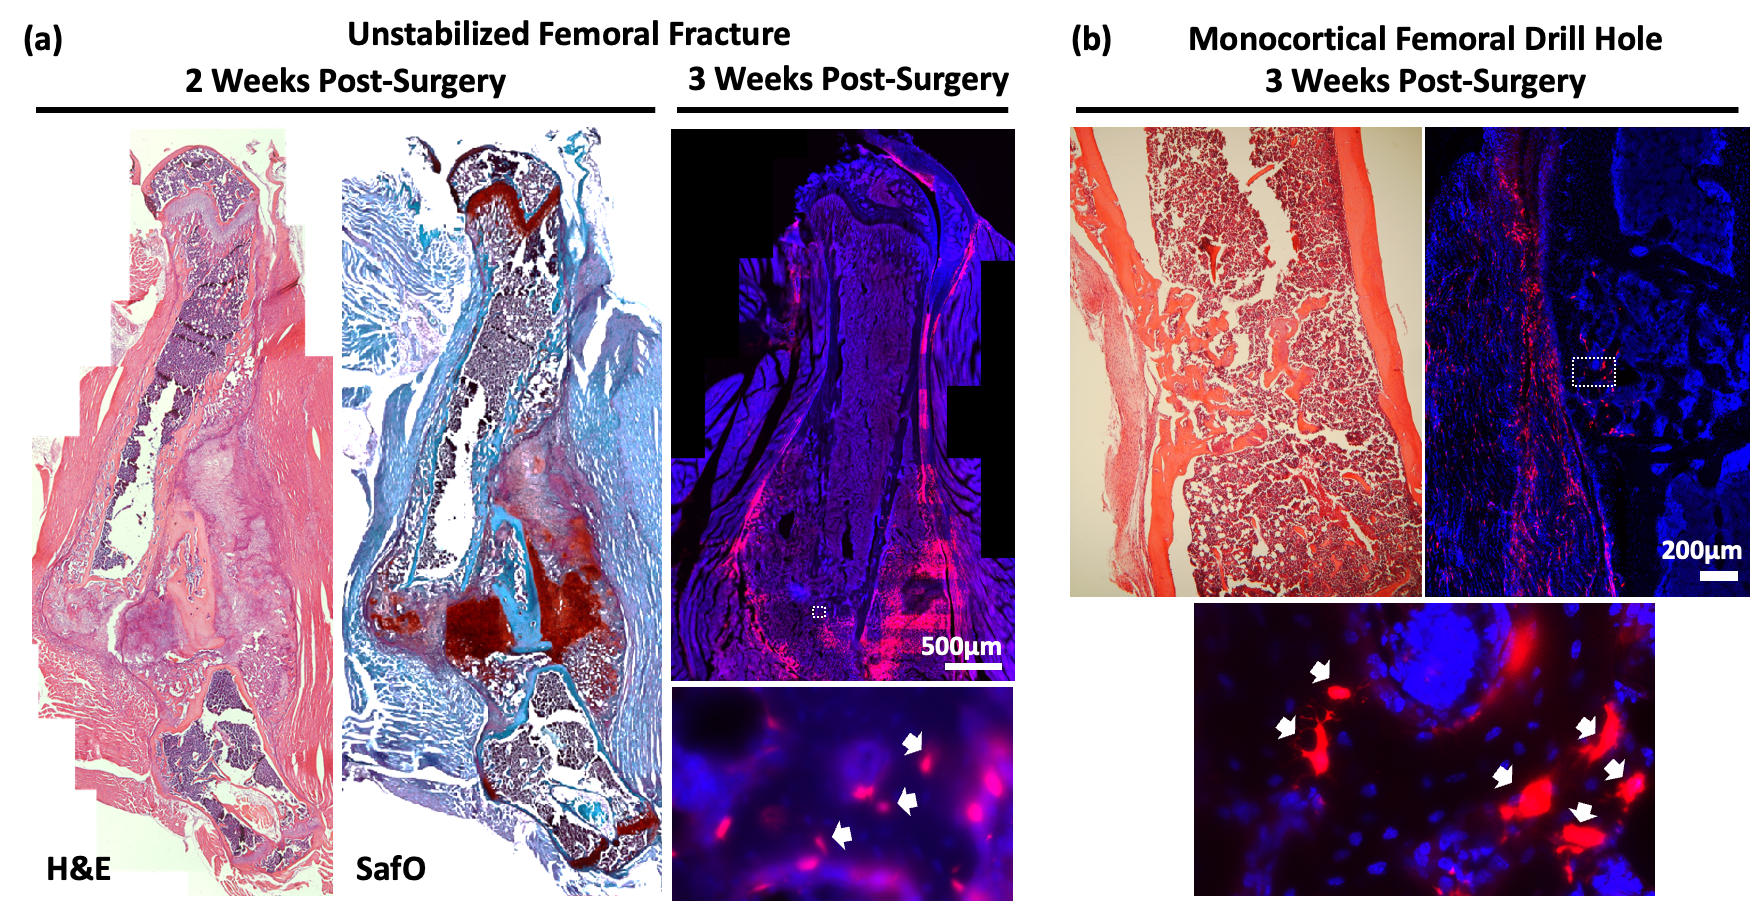

**Supplementary Figure 7: Monocortical drill hole and full osteotomy of the femoral diaphysis (i.e. unstabilized femoral fracture) activate osteogenic differentiation of Clec3b+ cells.**

**(a)** Representative histology images depict the formation of a large fibrocartilage callus following surgical induction of a femoral fracture that is not stabilized with an intramedullary pin. At 3 weeks, Clec3b-lineage tdTomato+ cells give rise to bone-lining cells and embedded osteocytes (arrows).

**(b)** Clec3b-lineage tdTomato+ cells appear to contribute to the healing of monocortical drill hole injuries to a lesser extent; however some tdTomato+ cells still become osteocytes (arrows).

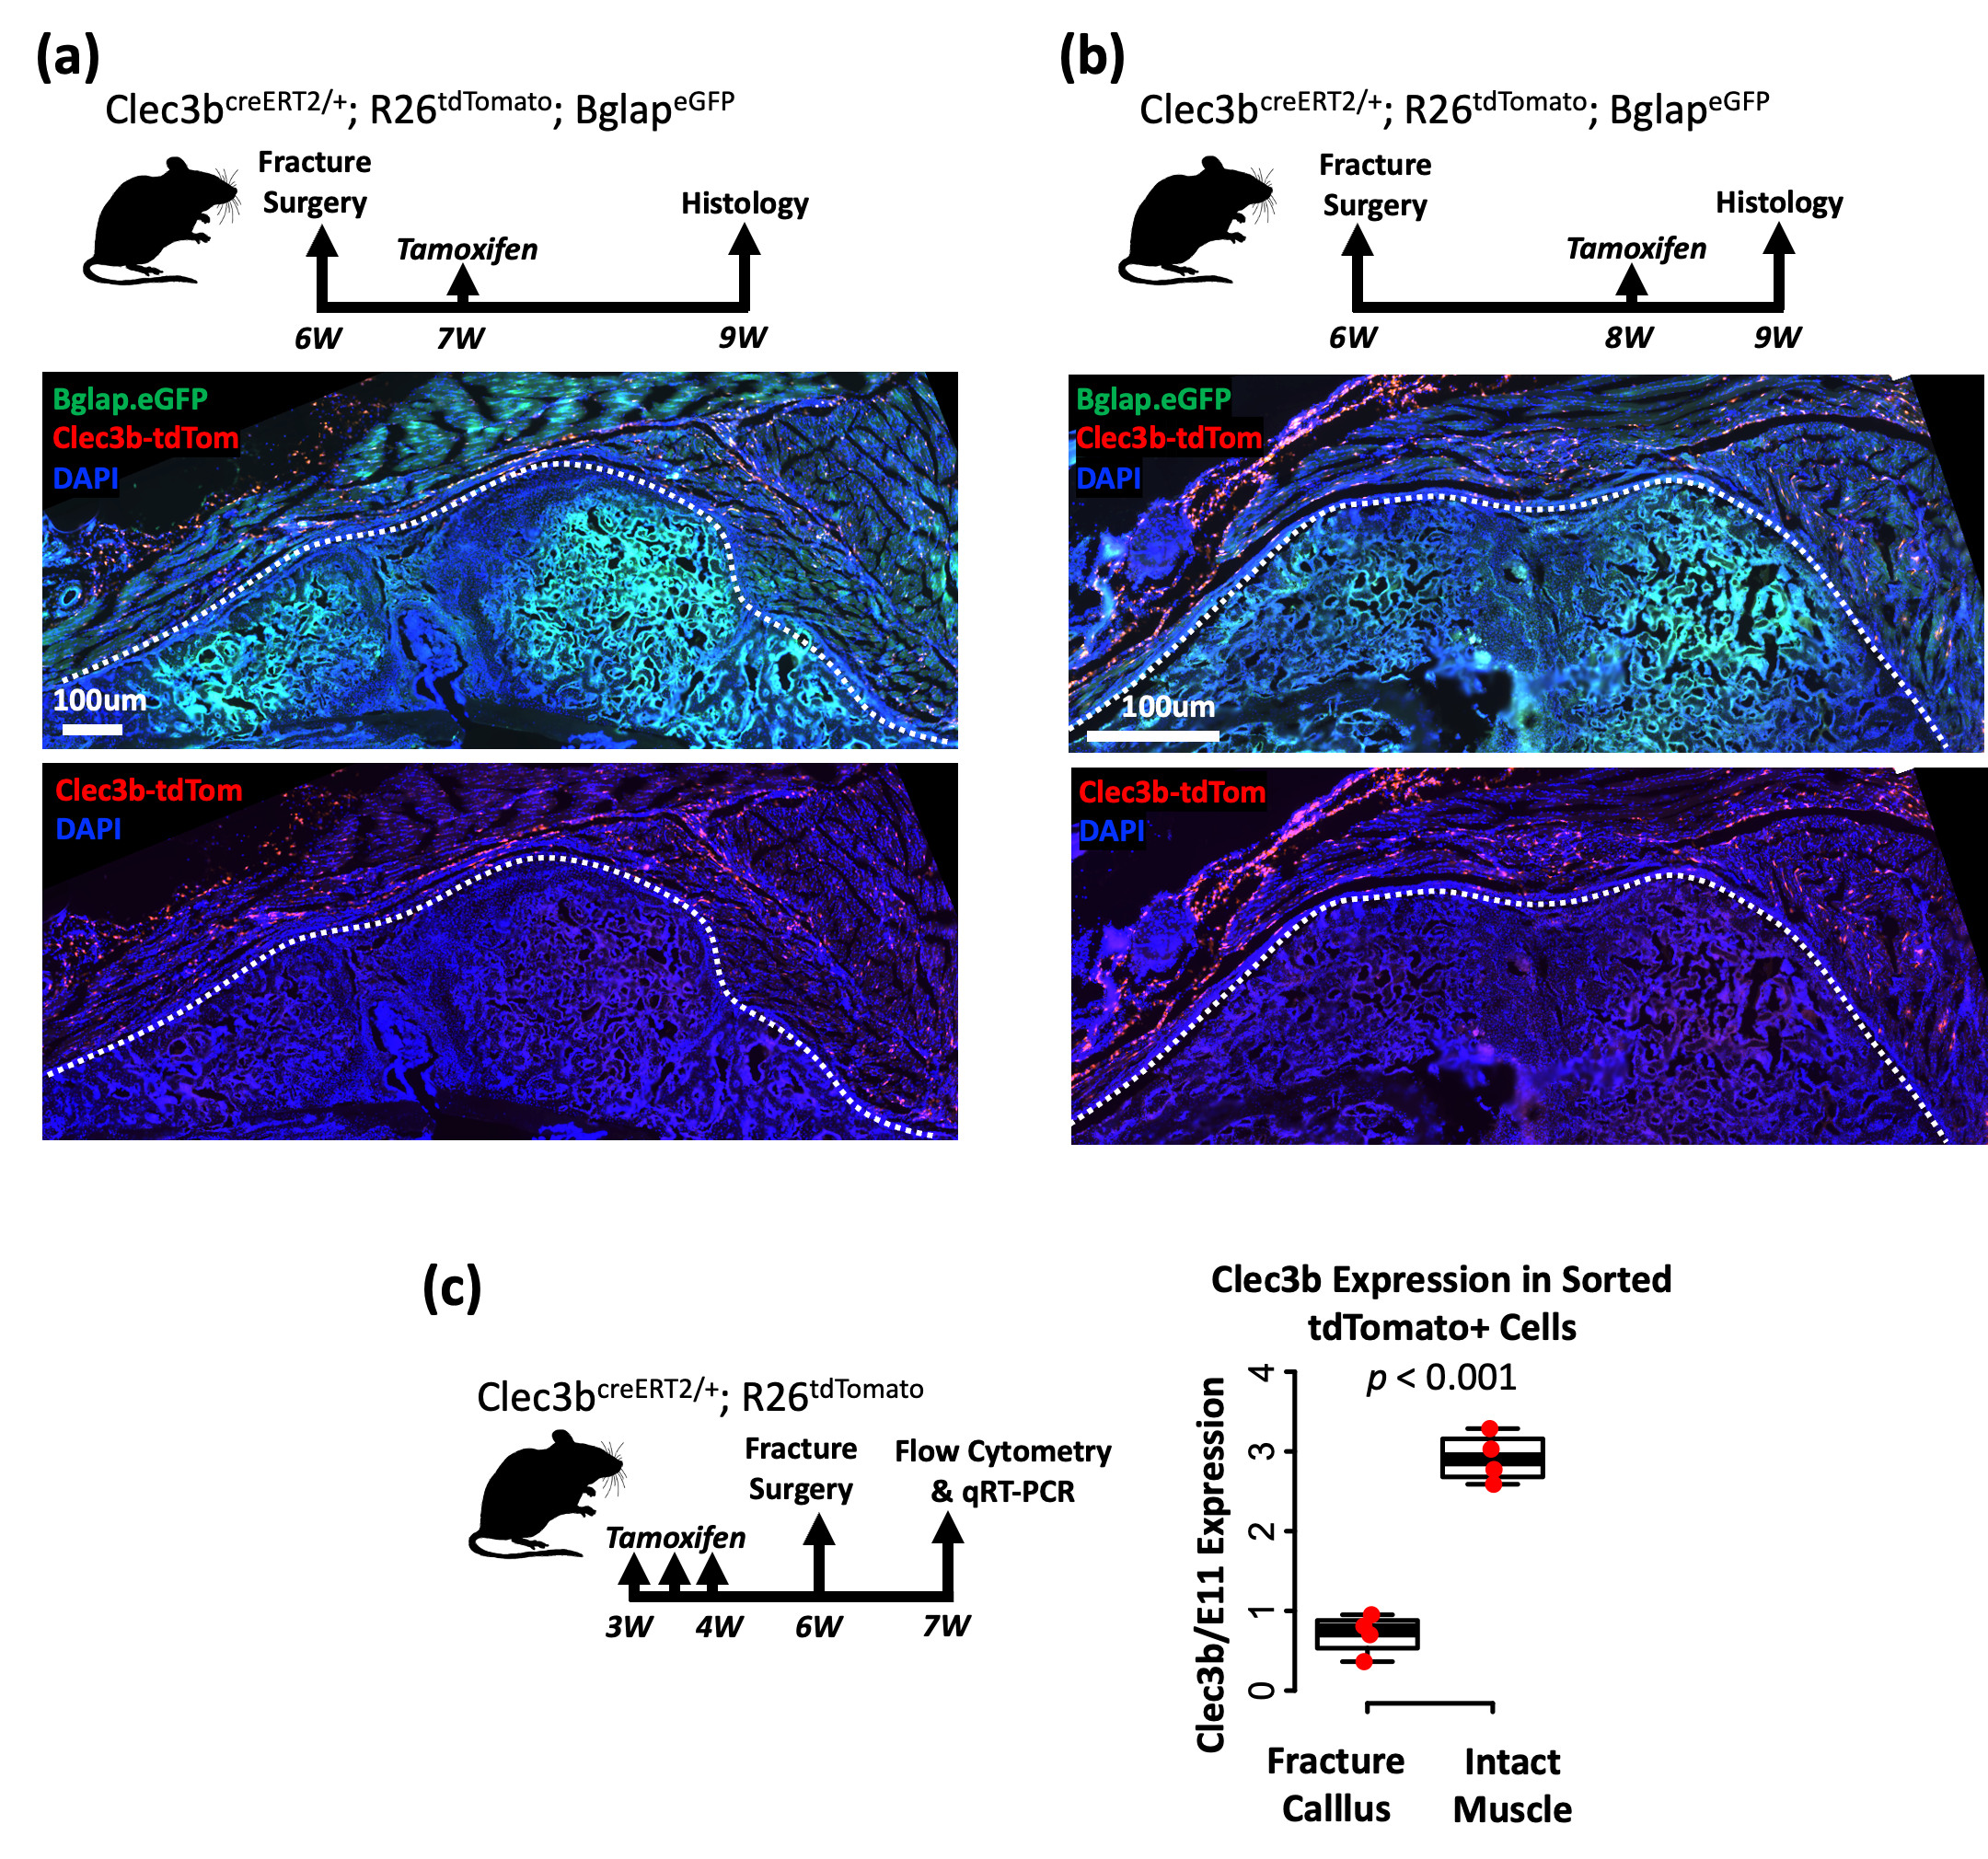

**Supplementary Figure 8: Tamoxifen treatment after fracture surgery does not label callus cells. (a)** Clec3b-lineage reporter mice were injected with tamoxifen 1 week after fracture surgery. No tdTomato+ cells were found in the fracture callus at 3 weeks. **(b)** Similar to (a), mice were treated 2 weeks after fracture surgery; however, no tdTomato+ cells were found in the callus at 3 weeks. **(c)** Two weeks after tamoxifen treatment, Clec3b-lineage reporter mice were subjected to fracture surgery. One week later, tdTomato+ cells were purified from the fracture callus and intact muscle in the contralateral limb for qRT-PCR, which revealed a significant depletion of Clec3b-expression in callus tdTomato+ cells.

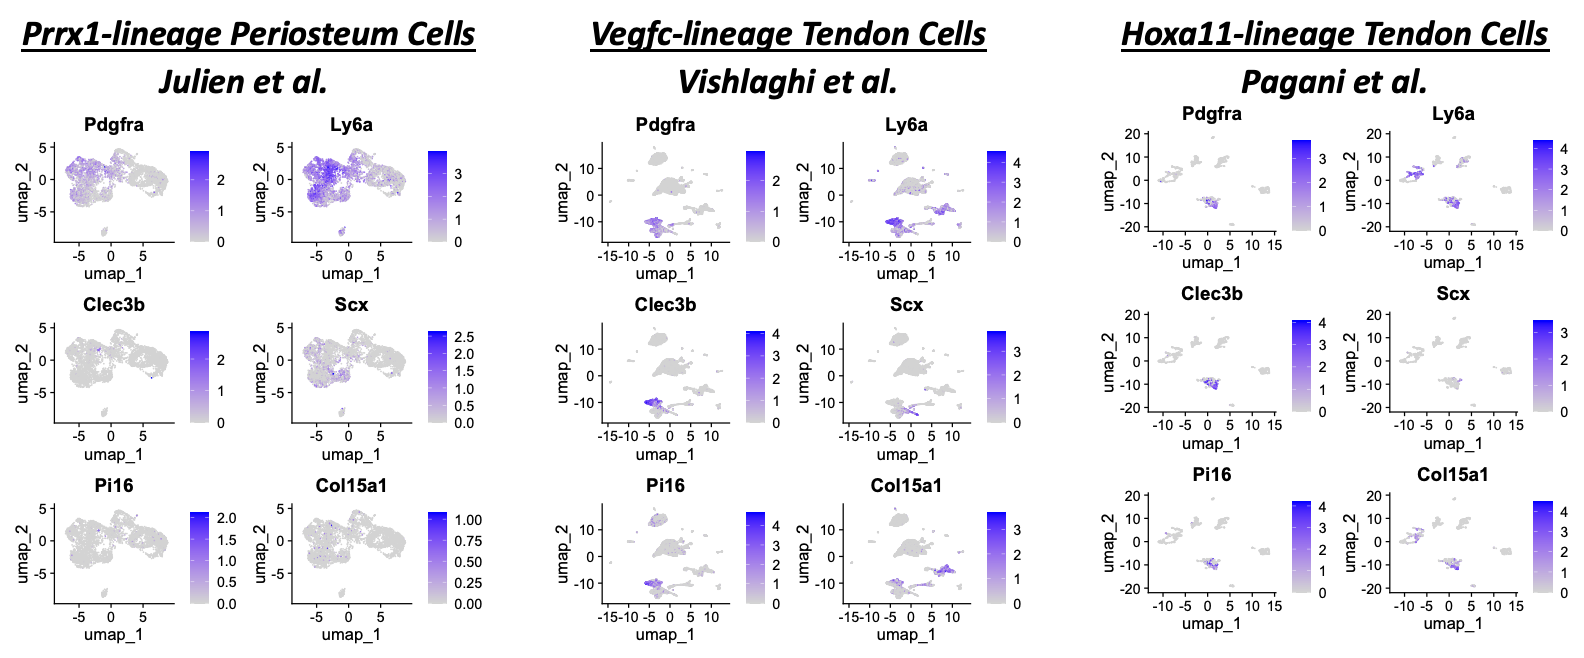

**Supplementary Figure 9: Single cell RNA-seq data obtained from periosteum and connective tissue by other investigators were analyzed for marker transcripts associated with Clec3b.** In all datasets, Clec3b is consistently a marker for Pdgfra+ Ly6a/Sca1+ cells, with Col15a1+ or Pi16+ subsets. Notably, few Clec3b+ cells are identified in the periosteum, and Clec3b+ cells do not overlap with Scx+ cells. Data were obtained from Prrx1-lineage periosteum cells (from Julien et al., J Bone Miner Res, 2022), Vegfc-lineage tendon cells (from Vishlaghi et al., Cell Rep, 2024) and Hoxa11-lineage tendon cells (from Pagani et al., Stem Cell Reports, 2021).

**
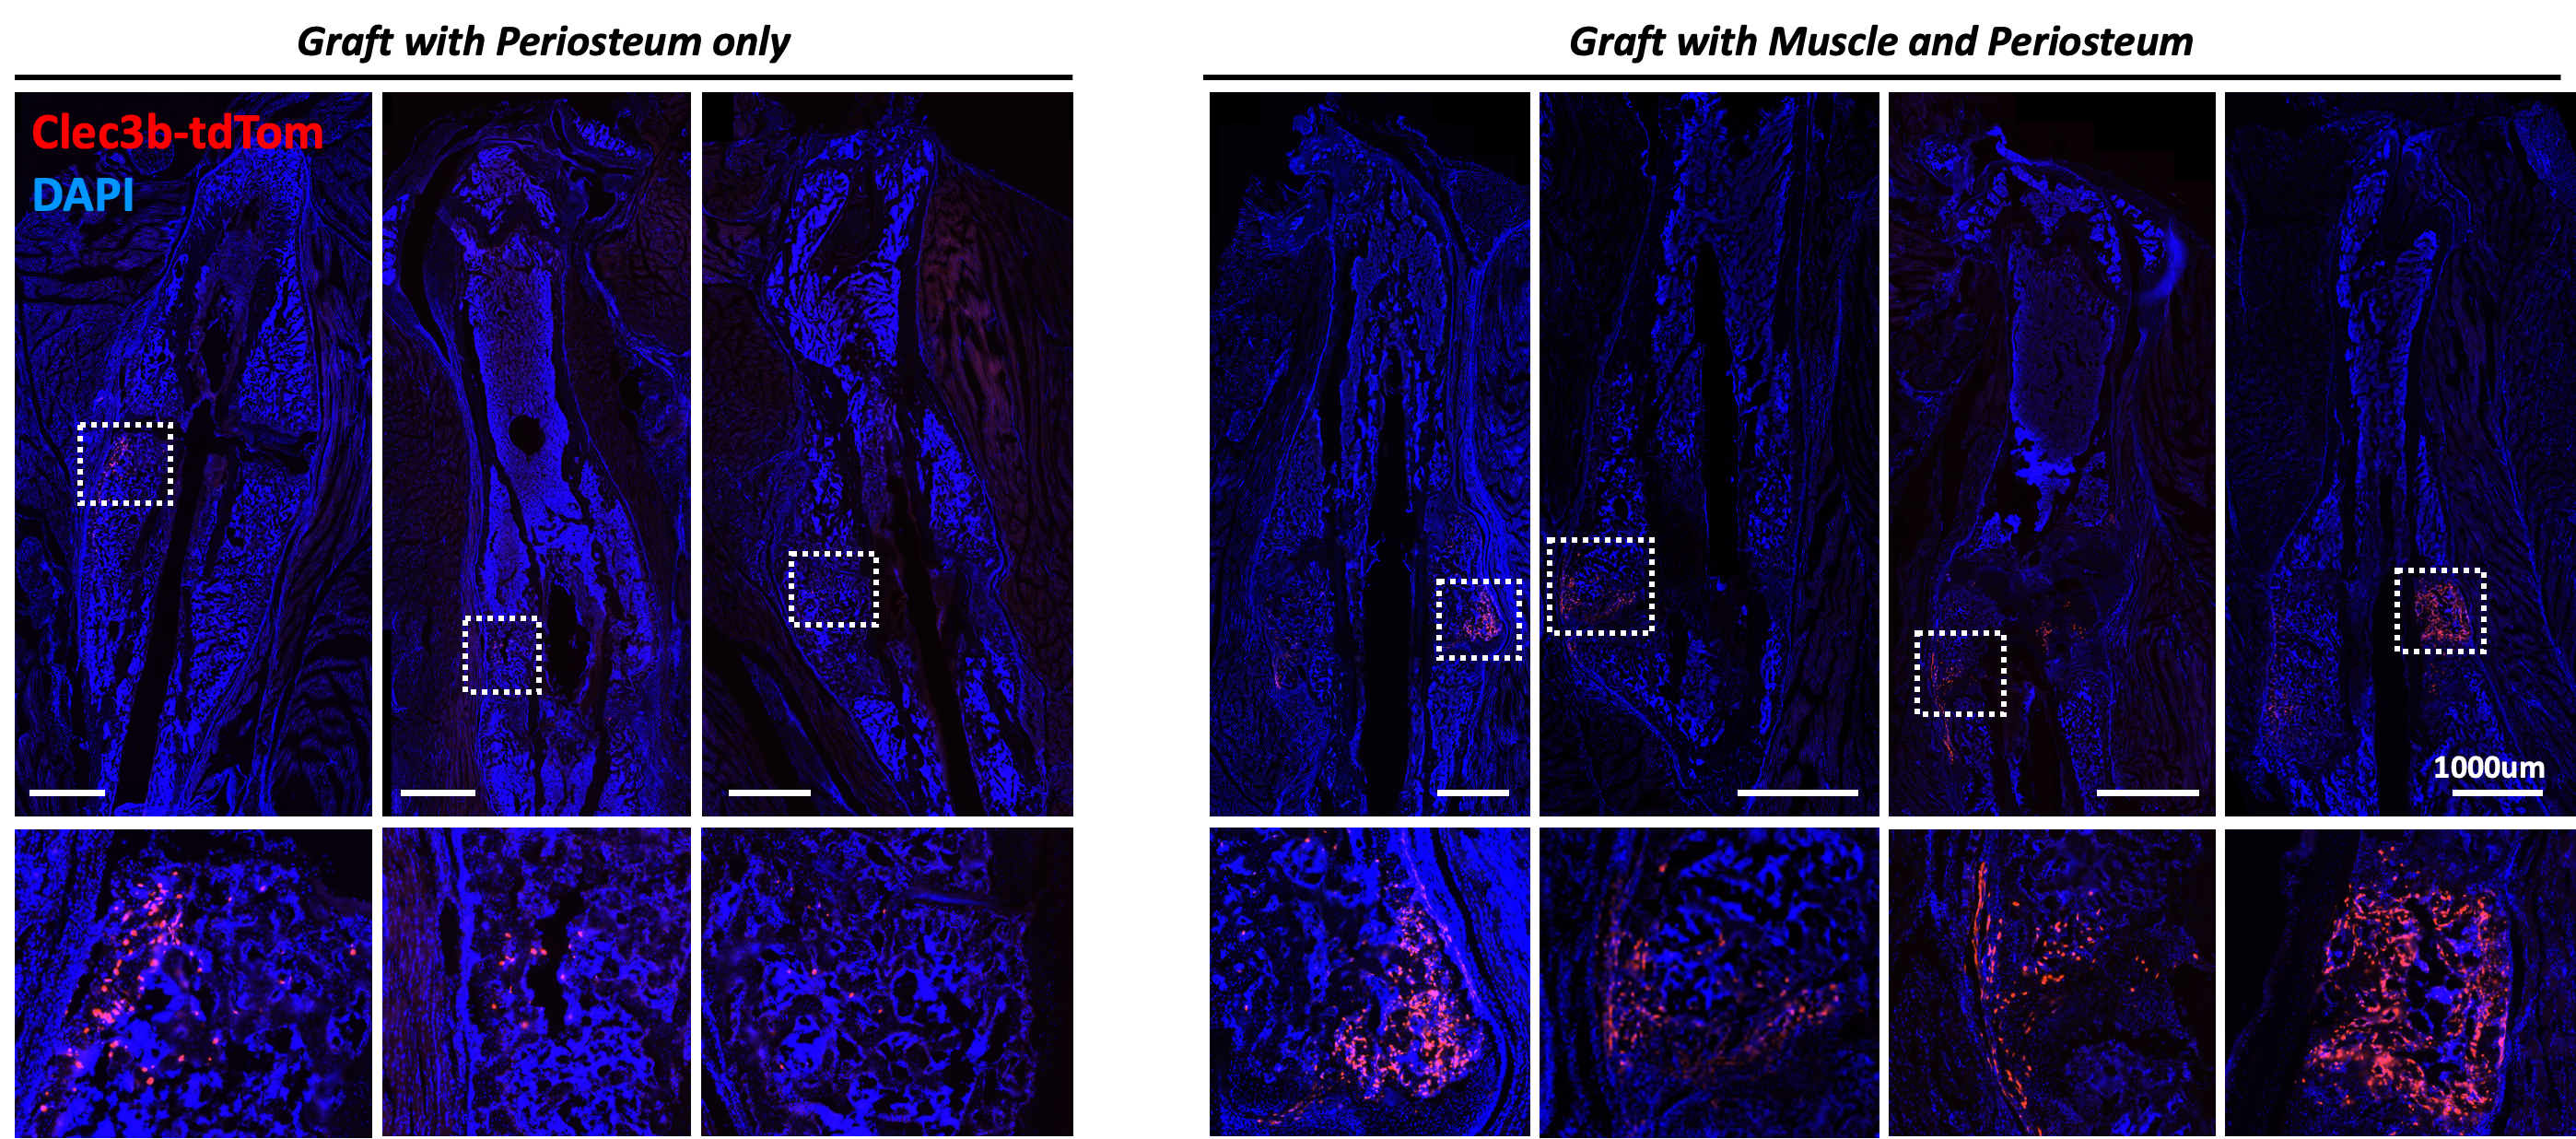
**

**Supplementary Figure 10: Images from additional recipient mice (3 weeks post-transplantation surgery) used in the quantification analysis depicted in Figure 3.**

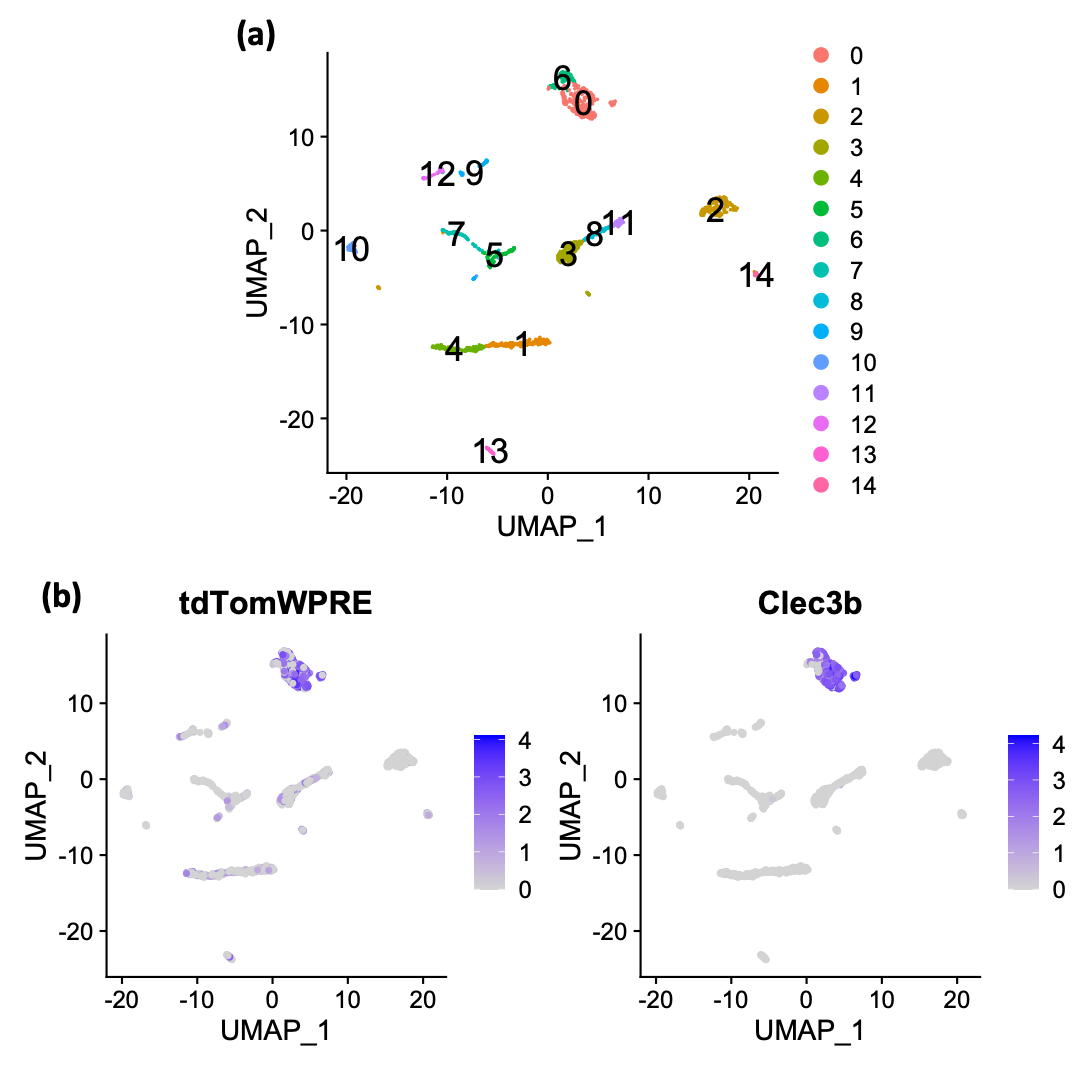

**Supplementary Figure 11: Single cell RNA-seq analysis shows lack of tdTomato expression in non-stromal populations.**

1. UMAP analysis of single cell RNA-seq data obtained from the intact muscle of Clec3b^CreERT2^; R26^tdTomato^ mice.
2. Dotplots show that tdTomato expression is limited to Clec3b+ cells.

**Supplementary Figure 12: Expression of skeletal stem cell marker transcripts (described by Chan et al. Cell, 2015), and the proliferation marker Mki67, in Clec3b+ cells.**

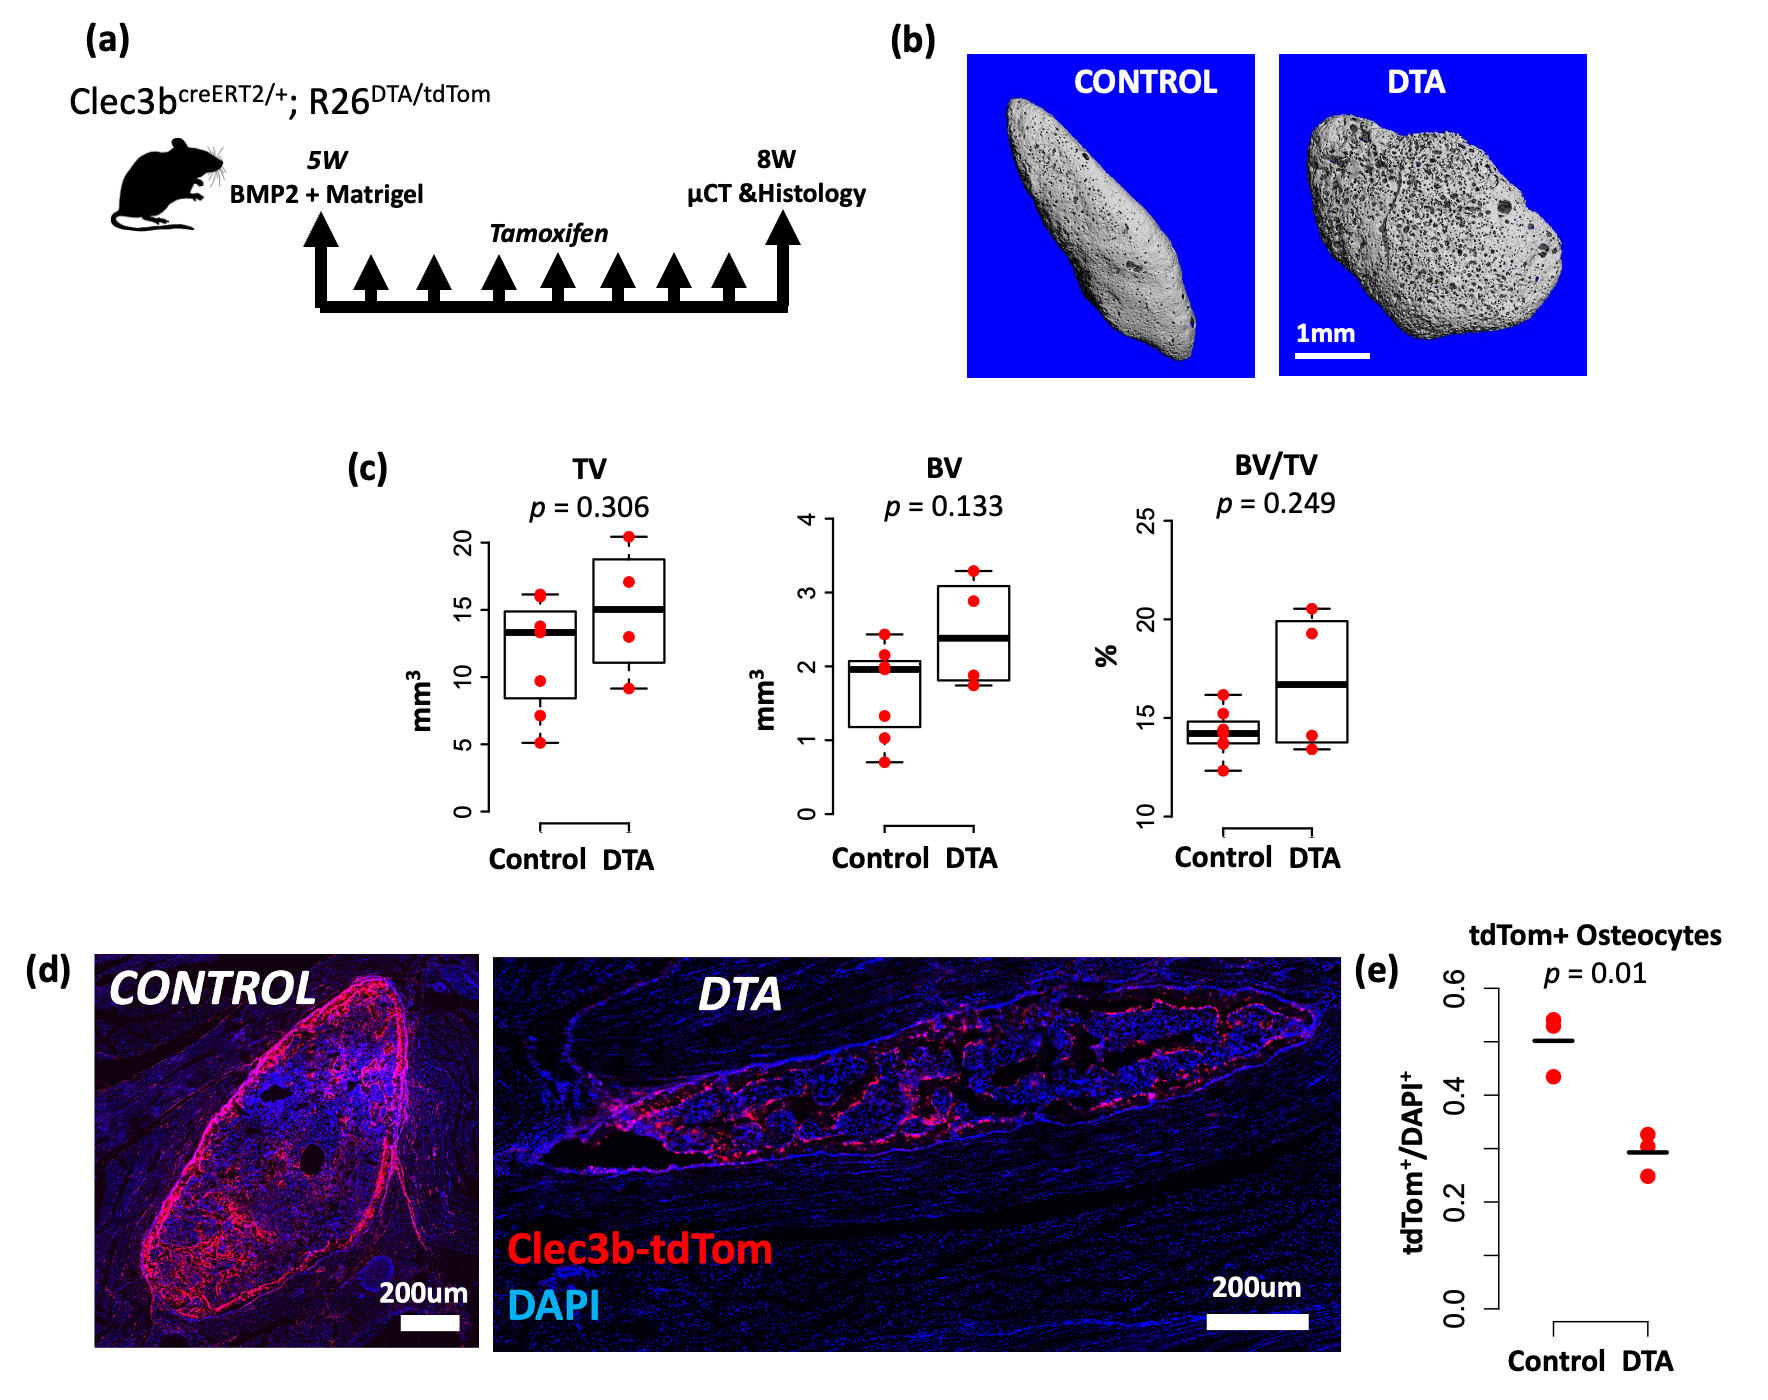

**Supplementary Figure 13: Continuous tamoxifen treatment of Clec3b^CreERT2^; R26^DTA^ mice does not reduce BMP2-induced heterotopic ossification in muscle.**

1. Clec3b^CreERT2^; R26^DTA^ mice were treated with tamoxifen every 3 days (starting the day before intramuscular BMP2 delivery) for 3 weeks.

(b-c) No reduction was observed in ectopic bones formed in the muscle.

(d) Fluorescently imaged sections of representative DTA and control specimens from Clec3b^CreERT2^; R26^DTA/tdTomato^ mice.

(e) We observed a significant reduction in tdTomato+ osteocytes in the peripheral cortex (with respect to total number of osteocytes indicated by DAPI) in DTA mice (n=3 mice/group).

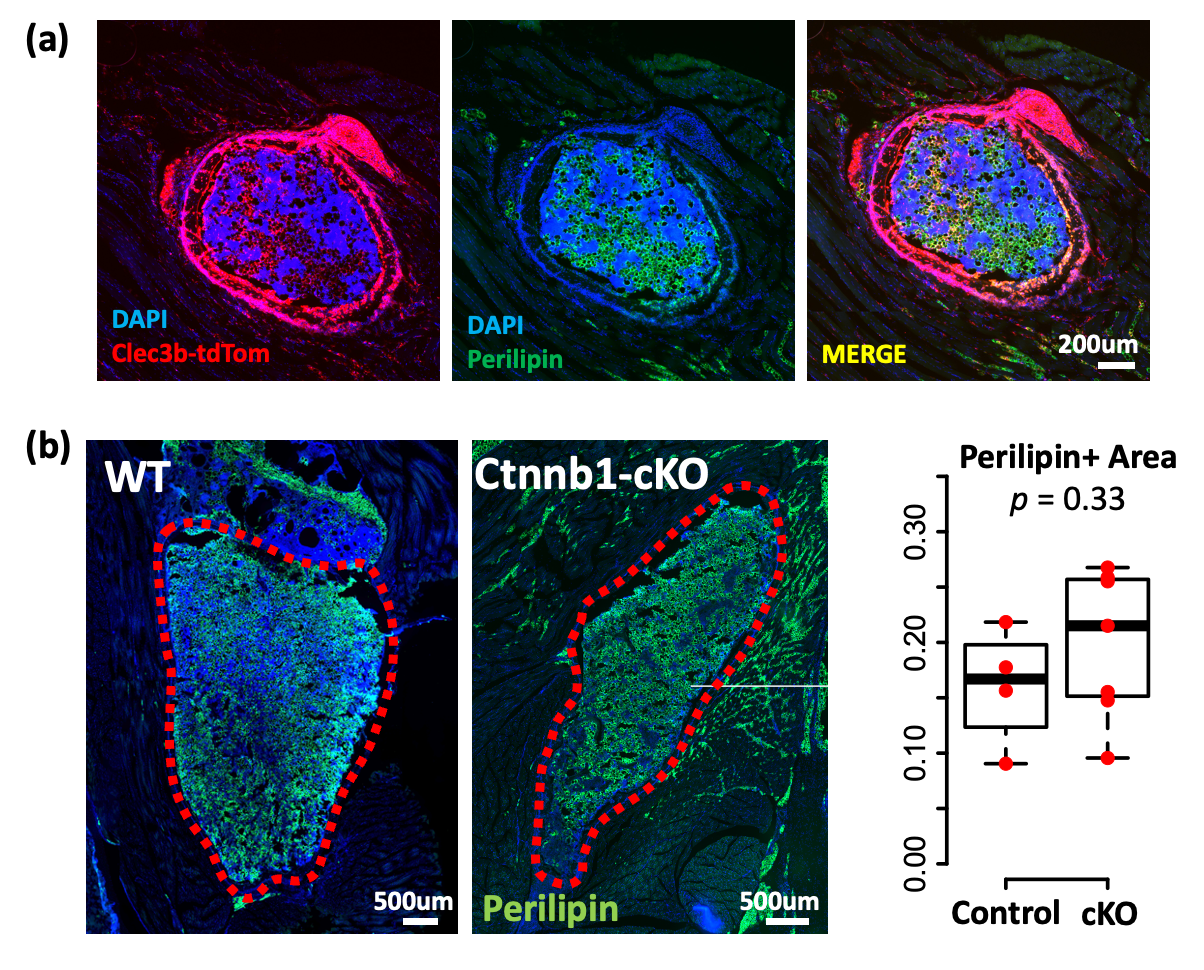

**Supplementary Figure 14: BMP2-induced ectopic bones contain perilipin+ adipocytes with Clec3b-expression history.**

**(a)** Representative images depict the presence of tdTomato+ adipocytes in BMP2-induced heterotopic ossification.

**(b)** We did not observe a change in perilipin+ cell quantity in Ctnnb1-conditional knockout mice.

How the deposited data were processed for this re-analysis (not part of the article)

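The data are 10× Chromium 3′ single-cell RNA-seq of tdTomato-sorted cells, 1 library from intact femoral diaphyses with surrounding muscle and 1 from fracture calluses, each from the pooled tissue of 3 mice 3 weeks after surgery. The mice are described as male, but *Xist* was carried by nearly all deeply sequenced fibroblasts of both libraries. The authors processed the reads with Cell Ranger and deposited UMI counts per gene and cell for the barcodes it called as cells, in which the lowest total was 502 UMIs. The paper's text names Seurat for further analysis and does not name the cell filter, the clustering resolution, the genome build or the annotation. Of the gene identifiers, 32158 (99.6%) are in the GENCODE annotation of GRCm38 that positions were taken from. The tdTomato transcript was not analysed here.

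Cells with at least 500 genes and at most 10% mitochondrial UMIs were kept, and doublets called by Scrublet within scanpy (version 1.11.5, defaults, seed 0) were removed per library. Counts were scaled to 10000 UMIs per cell and log-transformed. With 2000 variable genes, 30 principal components and 15 neighbours, all cells were clustered at Leiden resolution 1, and mesenchymal clusters again at resolution 0.5 without the 17 described genes. Clusters of all cells were scored for each marker list as the mean log2 ratio of CPM, with 10 CPM added, over the other clusters. For the mesenchymal clusters formed again, scores and leading genes were taken over all analysed cells of both libraries, not over the other mesenchymal clusters. The 17 described genes were left out of the scores and entered naming only when they were leading genes. In the clustering of all cells a type needed a score of at least 0.5 to lead, and a cluster with a mesenchymal score of at least 2 was clustered again. Among the resulting clusters a name needed a score of at least 1, a lead of at least 0.5 over the next list and as many markers as any other list among the cluster's 10 leading genes, and clusters short of this are called unnamed. These limits were set after clusters under several settings had been seen, because the cluster led by *Thbs4* went from tenocyte to *Col15a1*-type with the setting. The cell filter, clustering settings, comparisons, marker and gene lists and 13 alternatives were set before the data were examined. 4 further alternatives were added after seeing the data. They are removal of the highest Scrublet scores at 0.8% per 1000 cells (18 intact and 105 callus cells), types taken from *Pi16* and *Col15a1* UMIs in single cells, the unnamed *Thbs4* cluster counted as *Col15a1*-type, and fibroblasts with at least 50 UMIs of the muscle contraction list left out.

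With 1 library per condition, no test or standard error between conditions is given, and counts of genes at least 2-fold apart are descriptions only. Shares of cells have exact Clopper-Pearson intervals and CPM sums exact Poisson intervals, all at 95% and for counting error only, and a count of 0 is given the limit of 3 counts. Cells were thinned to 2000 UMIs, the multiple of 500 at or below percentile 10 of the depth of stromal cells, and shallower cells were left out of thinned shares. The hand-written gene lists cover extracellular matrix, adipogenesis, muscle contraction, NF-κB and inflammatory, IL6-JAK-STAT, immediate-early and dissociation, hypoxia and proliferation genes. Chondrocyte, tenocyte and myofibroblast lists had at most 1 gene with 20 UMIs in the compared groups and gave no median. Of the listed genes, 6 of 26 extracellular matrix, 9 of 19 adipogenesis, 15 of 23 muscle contraction and 12 of 25 NF-κB and inflammatory genes were variable genes. List medians were compared with 10000 random lists drawn within windows of 100 genes of like expression. The genes named for callus over intact fibroblasts are those the paper names and the 5 highest and 5 lowest with at least 100 UMIs and a ratio of at least 2 the same way in both fibroblast types, of which 1 is not reported here. For genes with 0 UMIs in a group, the ratio by which they enter this rule was settled after a first list had been seen.

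The list method was tested on simulated sums drawn from the mean expression of all filtered cells, with 4391 genes tested. A list of 25 genes doubled in one group had a median of 0.90 and a halved one −0.93, and 93% of 200 unchanged lists lay within the middle 95% of random lists. The sums were drawn gene by gene without single cells, at more UMIs than *Col15a1*-type cells held. Genes varying together, or a few cells holding most UMIs of a list, could thus not occur and were not tested. Thinning was tested on part of the real cells at a lower depth than the one used, where the number of cells with a UMI was 0.995 of that expected. Tools were python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and scikit-learn 1.9.0.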

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

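All tests of *Xist*, of *Clec3b* in osteoclast-like cells, of the unnamed fibroblast cluster and of the muscle transcripts in *Pi16*-type callus cells were chosen after the result was seen, and the test of muscle transcripts in *Col15a1*-type cells was set before it.

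*Xist* stands out because the mice are described as male and the paper does not report on the gene. It was carried by 97.0% of 201 intact fibroblasts with at least 5000 UMIs and by 98.1% of 160 from the callus, or 97.51% of all 361. The 8 Y-linked genes counted held 0 UMIs in these cells and 1 UMI, of *Kdm5d*, in all analysed cells, while X-linked partners were abundant, with 7945 UMIs of *Ddx3x*. Free RNA from female cells would give all types a like low share. Against this, 82.2% of *Pi16*-type callus cells carried *Xist* after thinning, and in myofibres 0 of 42 intact and 3 of 101 callus cells did. A pool of male and female mice would leave part of the cells without *Xist* and with Y-linked UMIs, but 2.49% of deep fibroblasts lacked *Xist* and none of these held a Y-linked UMI. The depth limit leaves out most of the shallow *Cdkn1c* cluster, where *Xist* was in 18.75% of 32 cells after thinning, against 78.7% to 84.1% in the other fibroblast clusters. Its low share there was not explained, but with 1 Y-linked UMI in all analysed cells it is no sign of male cells. The values are those that cells of female mice would give, so a candidate explanation of the share of 97.51% is that both libraries were made from female mice or that their label differs from the animals used. The design names no second sex, so no biological explanation was tested.

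In the callus library, 39 osteoclast-like cells (1.19% of 3291, 0.844 to 1.62%) formed a cluster of their own led by *Acp5*, *Ctsk* and *Atp6v0d2*, and 0 of 1204 intact cells did, which allows a share of up to 0.249%. *Acp5* was in 18 of the 28 without and 4 of the 11 with *Clec3b*, while all 11 carried *Ptprc*, so not all of these cells need be osteoclasts. They stand out as cells that the paper's text does not discuss in these data. Their median depth was 20030 UMIs. They were first grouped with mesenchymal cells and separated on re-clustering. Of these cells 11 carried *Clec3b*, at 643 CPM (537 to 764), and doublets with fibroblasts may be the source of it, since all 11 (100%, 71.5 to 100%) carried at least 3 of *Pi16*, *Ly6a*, *Pdgfra*, *Fbn1* and *Sema3c*, against 2 of the 28 without *Clec3b* (7.14%, 0.877 to 23.5%). Doublets would be deeper, but the 11 had a median of 15919 UMIs against 22963.5 in the 28, so this source stays open. How those 28 entered the sort was not tested, and the difference between libraries follows the design's fracture condition, for which no replicate exists.

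The largest unnamed fibroblast cluster, led by *Thbs4*, drew 77.6% of its 107 cells (68.5 to 85.1%) from the callus, and the paper does not describe it as a cluster of its own. Its leading genes *Cilp* and *Mgp* are among those Fig. 4d shows for the *Col15a1*-expressing cluster, so the paper's cluster may include these cells. A shift of the whole callus library would split every fibroblast type by library. Against this for the *Pi16* type, its clusters drew 32.8% and 35.9% of their cells from the callus, close to each other. The *Col15a1*-type cluster drew 24.2%. If the *Thbs4* cluster belongs to that type, a split of it by library is not excluded. A response of these cells to fracture and a different yield of tissue around the bone in the dissected callus both stay open and were not tested, and at Leiden resolution 0.3 the cluster took the *Col15a1*-type name.

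The muscle contraction list stands out because its median log2 ratio of *Col15a1*-type over *Pi16*-type cells was 0.61 in the intact library and −1.15 in the callus. The difference between these was not tested. RNA of myofibres in a few cells is a candidate explanation of the callus value. Without fibroblasts holding at least 50 UMIs of the list it was 0.25, within the middle 95% of random lists for this set of genes (−0.48 to 0.75), and only 2 cells of the *Pi16* type were left out. For the intact value, free RNA of myofibres cannot be told apart from expression. The list stood at 522 CPM in *Col15a1*-type cells, above 419.9 CPM in neutrophil-like cells and below 886 CPM in B-lineage cells, and in the callus the intervals of *Col15a1*-type and neutrophil-like cells overlap. Part of this background also rests on a few cells. Without cells holding at least 50 UMIs of the list, neutrophil-like cells stood at 268 and 363 CPM, below *Col15a1*-type cells, but B-lineage cells at 520.1 CPM (475 to 568) and 589 CPM (565 to 614), within the intervals of *Col15a1*-type cells, which keeps free RNA open.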

How the results depend on the processing

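The removal of doublets at an expected rate, the cell types from UMIs, the naming of the *Thbs4* cluster and the exclusion of muscle-rich fibroblasts were added after the results were seen. The other 13 alternatives were planned. No paired analysis was possible because each condition is 1 library from pooled mice.

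The 49 main results had 605 values under alternatives. Of these, 501 stayed within the interval given with the value reported, or within 1.5-fold for counts. Another 99 left it, and 5 changed sign from a value whose interval excluded 0. For gene lists this interval is the range drawn from random lists and centred on the value, and not a counting interval. Random lists had medians other than 0, such as −0.19 for extracellular matrix in the intact library, so a change of sign is not a change against random lists. The other 44 results had 510 values, of which 451 stayed, 58 left and 1 changed sign in this sense. Further values changed sign where the interval of the value reported held 0, and these are counted with those that stayed or left. The CPM of *Pi16* was higher in *Pi16*-type and that of *Col15a1* higher in *Col15a1*-type cells in each library under the alternatives run, although within callus *Col15a1*-type cells *Pi16* exceeded *Col15a1* under 3 of them, and BMSC-like cells numbered at least 39 in the callus and at most 1 in the intact library. Unless a construction is named, the cause was not tested. Values are intact before callus where both are given.

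Of the 6 changes of sign so defined, 5 are of gene lists, while shares of cells make up most of the values that left their interval. With each library clustered alone, 39 intact cells were *Pi16*-type and 169 unnamed, against 192 and 51. The intact NF-κB value reversed to 0.53, and the other medians went to 0.77 and 0.72 (extracellular matrix), −0.51 (adipogenesis, intact), −1.89 (muscle, callus), 0.86 (IL6-JAK-STAT, intact) and 1.67 (immediate-early, intact). In callus *Col15a1*-type cells *Clec3b* was at 887, *Col15a1* at 366 and *Pi16* at 459 CPM, in callus *Pi16*-type cells *Col15a1* at 17.5 and *Pi16* at 2553 CPM, and in intact *Pi16*-type cells *Clec3b* at 1815 CPM. *Clec3b* over intact was then −0.092 in *Pi16*-type and −0.44 in *Col15a1*-type cells. In *Pi16*-type cells, *Col8a1* was at 0.070, *Gas6* at 2.80, *Myl1* at 1.961, *Smpd3* at −0.78 and *Syn3* at −1.06, and in *Col15a1*-type cells *Col8a1* at 3.55, *Gas6* at 2.16 and *Ckm* at 0.0076. *Clec3b* was in 98.9% of callus *Pi16*-type and 97.8% of intact *Col15a1*-type cells. *Col15a1* was in 0% of intact *Pi16*-type and 49.0% of callus *Col15a1*-type cells. Non-stromal cells were 78.5% of the intact library, and intact osteoblast-like cells and cells with 2 osteoblast genes were 0%. The cause was not tested, apart from thinning to 2500 UMIs there.

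At Leiden resolution 0.3 the *Thbs4* cluster counted as *Col15a1*-type. The extracellular matrix list went to 0.83 and 0.69, the muscle list to −2.09 in the callus, the NF-κB list to −0.68 in the intact library, and *Col15a1* to 68.7% and 43.5% of *Col15a1*-type cells. These cells had *Clec3b* at 1041 and 909.8 CPM, *Col15a1* at 862 and 382 CPM and *Pi16* at 217 and 459 CPM. Counting that cluster as *Col15a1*-type at the main resolution gave 0.83 and 0.68, −2.20 and −0.68 for the same lists, so its name accounts for these. At resolution 1.0, *Col15a1* was in 71.2% and 45.5% of *Col15a1*-type cells, at 930.04 and 605 CPM, beside *Clec3b* at 1067 CPM in those of the intact library and *Pi16* at 678 CPM in those of the callus, and callus values were 0.63 (extracellular matrix), −0.47 (adipogenesis), −0.0032 (NF-κB) and 0.45 (IL6-JAK-STAT), with *Mki67* in 0% of callus stromal cells. *Smpd3* in *Col15a1*-type cells, called at −2.89 on 1 callus UMI, reversed to 0.031, and *Col8a1* there was 0.99. At resolution 0.3, *Ckm* was 0.20 in *Col15a1*-type cells. The cause was not tested.

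With the highest Scrublet scores removed, the callus values of the muscle and NF-κB lists reversed to 0.10 and 0.015, *Ckm* and *Myl1* in *Pi16*-type cells were 1.15 and 0.99, *Col15a1* stood at 14.4 and 51.3 CPM in *Pi16*-type cells, *Clec3b* was in 100% of callus *Col15a1*-type cells, both *Pi16* and *Col15a1* in 6.06% of callus *Clec3b*-positive cells and neither *Cd200* nor *Eng* in 83.5% of callus stromal cells, and intact osteoblast-like cells and cells with 2 osteoblast genes were 0%. The cause was not tested. With called doublets kept, *Col15a1* was in 1.02% of callus *Pi16*-type cells and both genes in 5.99% of *Clec3b*-positive callus cells, though only 7 cells were added back. With types from *Pi16* and *Col15a1* UMIs, the intact muscle value reversed to −0.24, and callus values were 0.64 (extracellular matrix), −1.70 (muscle), 0.19 (IL6-JAK-STAT) and 0.51 (immediate-early). Without fibroblasts holding at least 50 muscle UMIs, the callus muscle value reversed to 0.25, which the removal of those cells explains. With 1000 variable genes callus *Col15a1*-type cells had *Col15a1* at 826 and *Pi16* at 478 CPM and intact *Pi16*-type cells *Pi16* at 3606 CPM, the callus IL6-JAK-STAT value was 0.20 and callus *Mki67* 0%, and with genes from 5 UMIs the former was 0.28.

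Shares of cells followed depth and the UMI minimum, by construction. Unthinned, *Clec3b* was in 99.0% of callus *Pi16*-type cells and 97.9% and 100% of *Col15a1*-type cells, *Pi16* in 98.0% of callus *Pi16*-type and 36.2% of intact *Col15a1*-type cells, *Col15a1* in 100% of callus *Col15a1*-type cells and both in 7.83% and 18.75% of *Clec3b*-positive cells. At least 2 BMSC genes were in 8.93% and 20.4%, a proliferation gene in 4.12% and 9.86%, *Mki67* in 2.38% of callus cells, *Cd200* without *Eng* in 28.2% and 24.8% and neither in 49.8% and 49.3%.

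From 2 UMIs, *Clec3b* was in 78.5% and 78.9% of *Pi16*-type and 77.3% of intact *Col15a1*-type cells, *Pi16* in 89.8% and 81.1% of *Pi16*-type cells, *Col15a1* in 0% and 1.11% of *Pi16*-type and 59.1% of intact *Col15a1*-type cells, and both in 1.01% and 3.08%. At least 2 BMSC genes were in 0% of intact cells, at least 2 osteoblast genes in 0% and 4.49%, *Mki67* in 0% of intact and a proliferation gene in 0.375% of callus cells, *Cd200* without *Eng* in 2.65% and 2.62% and neither in 96.2% and 96.3%.

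With at least 1000 genes and at most 5% mitochondrial UMIs, cells were thinned to 3500 UMIs. *Clec3b* was then in 99.4% and 100% of *Pi16*-type and 100% and 100% of *Col15a1*-type cells, *Pi16* in 98.1% and 97.3% of *Pi16*-type cells, at least 2 osteoblast genes in 0% of intact cells, a proliferation gene in 3.35% and 8.94%, *Mki67* in 3.66% of callus cells, *Cd200* without *Eng* in 20.5% and 21.5% and neither in 66.9% and 64.2%. With at least 200 genes and at most 20%, non-stromal cells were 79.8% of the intact library, *Clec3b* was in 97.9% of callus *Pi16*-type cells and *Mki67* in 2.59% of callus stromal cells. The cause was not tested.

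Depth limits the counts of 0. In the callus, *Col15a1*-type cells number 15, and the interval of their *Pi16* share runs from 16.3 to 67.7%.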

Differences from the paper's values

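The alternatives named here were, apart from those marked as chosen after seeing the values, set before the data were examined.

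Under the main settings, the number of stromal clusters and the shares of BMSCs and osteoblasts did not differ from the paper's by more than 1.5-fold. The paper's 5 stromal clusters compare with 7, and Leiden resolution 0.3 gave 5 and resolution 1.0 gave 9. In Fig. 4, read by eye, BMSCs are about 8.8% and osteoblasts about 4.2% of stromal cells, against 7.86% and 5.47% here. The osteoblast share was 6.32% with the filter of at least 200 genes and 7.63% with 15 principal components. With the highest Scrublet scores removed, chosen after seeing the values, there were 8 clusters. These shares and the counts of 8 and 9 clusters are more than 1.5-fold above the paper's values.

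The paper says that its BMSC and osteoblast clusters come from the callus alone. The osteoblast-like cluster here held 1 intact cell beside 31 from the callus. With each library clustered alone it held 0 intact cells, and also with the highest doublet scores removed, chosen after seeing the values. It held 2 with each alternative filter and with 15 principal components. The BMSC-like cluster held 0 intact cells, and 1 with the filter of at least 200 genes.

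The paper reports muscle development transcripts for the *Col15a1*-expressing cluster. In the callus, the median log2 ratio of the muscle contraction list over *Pi16*-type cells was −1.15, against 0.61 in the intact library. It was 0.25 without fibroblasts holding at least 50 UMIs of the list and 0.10 with the highest doublet scores removed, and −2.20 with the *Thbs4* cluster counted as *Col15a1*-type, all chosen after seeing the values. The intact value was −0.24 with types taken from UMIs, also chosen after.

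The paper reports IL6-JAK-STAT transcripts as a feature of the *Pi16*-expressing clusters. The hand-written list, which is not the published set, had 0.067 in the intact library, with 11 of 21 genes higher in *Col15a1*-type cells, and −0.19 in the callus. The intact value was −0.20 with the filter of at least 1000 genes, −0.017 with called doublets kept and −0.021 at Leiden resolution 0.3 or, chosen after seeing the values, with the unnamed *Thbs4* cluster counted as *Col15a1*-type, and 0.86 with each library clustered alone. The callus value was positive under 9 of 15 alternatives. Among these it was 0.45 at Leiden resolution 1.0, 0.28 with genes from 5 UMIs and 0.20 with 1000 variable genes, so neither sign is stable. Between the *Pi16*-type clusters, the list was higher in the one led by *Ptx3*, by 0.46 in the intact library and 0.28 in the callus. Over members that were not variable genes it was 0.20 and 0.16. These values compare the *Pi16*-type clusters with each other and not with *Col15a1*-type cells.

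Fig. 4e lists a hypoxia gene set for a *Pi16*-expressing cluster. The hand-written hypoxia list was higher in *Col15a1*-type than in *Pi16*-type cells, at 0.42 in the intact library and 0.35 in the callus, and none of the alternatives changed its sign. Both values lie within the middle 95% of random lists of matched genes, whose medians were also positive, at 0.11 and 0.14.

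Fig. 4d shows *Mgp* and *Cilp* among the genes of the *Col15a1*-expressing cluster. Here both were among the leading genes of the unnamed cluster led by *Thbs4*, which took the *Col15a1*-type name at Leiden resolution 0.3.

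The paper states that no cell had the profile that Chan et al. described for skeletal stem cells, which it gives as *Cd200* without *Eng*, or neither. Here 38 of 264 intact and 34 of 267 callus stromal cells carried *Cd200* and no *Eng* transcript after thinning, and 201 and 209 carried neither. None of the alternatives brought these counts to 0. However, a missing transcript depends on the depth of a cell, and unthinned the shares with neither fell to 49.8% and 49.3%. The counts thus cannot show that a cell lacked either gene, and surface protein was not measured, so they do not contradict the paper's statement. From 2 UMIs, *Cd200* without *Eng* was in 2.65% and 2.62% of cells.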

Other observations

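The tests of osteoblast transcripts in BMSC-like cells and all those of genes higher or lower in callus fibroblasts were chosen after the result was seen, and so were the test of summed *Ptprc* in osteoblast-like cells and the restriction of the dissociation test within the *Pi16*-type clusters to genes that are not variable. The other tests were set before it.

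The inflammatory transcripts of *Pi16*-type cells were weighed against a response to dissociation, which would raise immediate-early genes in the same cells. In the intact library that list was higher in *Col15a1*-type cells, by a median log2 ratio of 0.50. This does not decide the question, because the *Pi16*-type clusters were pooled. *Col15a1*-type cells were not compared with the cluster led by *Ptx3* alone, and 14 of the list's 34 members were variable genes. In the callus the value was 0.17 (−0.11 to 0.45), a range that holds 0, which does not decide it either. The *Pi16*-type clusters differed from each other. In the intact library, the one led by *Ptx3* was higher by 2.33 in the NF-κB list and 1.13 in the immediate-early list. The 19 members of the immediate-early list that are not variable genes were higher in it by 0.73 in the intact library and 1.26 in the callus, above all random lists. A response to dissociation may thus account for part of what sets this cluster apart, and with both libraries digested alike, a response present in the tissue stays open.

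BMSC-like callus cells also carried transcripts of osteoblasts. *Ibsp* stood at 6115 CPM (5852 to 6387) in them against 3493 CPM (3356 to 3635) in osteoblast-like cells. Free RNA of osteoblasts would bring *Bglap* and *Ibsp* in the proportion found there, 0.0678 *Ibsp* UMIs per *Bglap* UMI. BMSC-like cells held 29.0, with *Ibsp* in 39 of 46 cells, which argues against free RNA as its main source. Expression by the cells themselves may explain it and was tested no further.

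Osteoblast-like cells were the deepest stromal cells, at a median of 25018 UMIs. Doublets with haematopoietic cells would carry *Ptprc*. After thinning, 0 of 26 osteoblast-like cells did, which allows a share of up to 11.5%, against 0 of 90 *Pi16*-type cells. In the haematopoietic types of the callus the shares ran from 29.0% in progenitors and 35.1% in osteoclast-like cells to 96.8%, but were 3.31% in erythroid and 0 of 13 in plasma cells. Unthinned, 2 of 31 osteoblast-like cells held 6 *Ptprc* UMIs in all, or 8.63 CPM (3.17 to 18.8), which is more than 2-fold below 122 CPM (114 to 130.4) in progenitors and 50.7 CPM (39.3 to 64.4) in erythroid cells, as a doublet of equal RNA of both cells would not be. This argues against doublets with haematopoietic types other than plasma cells as the source of the high counts in general. Plasma cells stood at 39.2 CPM (19.6 to 70.1), with an interval too wide for this. Doublets with them, and doublets among single cells such as the 2 with *Ptprc*, cannot be told apart from singlets by this gene.

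Of 5346 genes compared in callus over intact fibroblasts without a test, 14 were at least 2-fold higher in both the *Pi16* and the *Col15a1* type. At least 2-fold lower in both were 27. Free RNA that differs between the libraries cannot be told apart from a change in the cells for these sets. For 5 of the higher genes, such as *Gas6*, and 7 of the lower ones, such as *Smpd3*, the difference between *Pi16*-type cells of the libraries was larger than the CPM in neutrophil-like and in B-lineage cells, beyond the counting intervals, and for the other 9 and 20 it was not. These 5 include the muscle genes *Ckm* and *Myl1*. Their ratios in *Pi16*-type cells fell from 3.02 and 3.26 to 1.04 and 1.11 without fibroblasts holding at least 50 muscle UMIs. In neutrophil-like cells, 8 of the higher genes had enough UMIs, with a median log2 ratio of 0.61, and 21 of the lower ones had a median of −0.55, with values from −3.24 to 3.28. Both medians lie between the sizes set for and against free RNA.

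Neutrophil-like cells carried *Pi16* in 30.2% of 298 intact and 18.3% of 666 callus cells after thinning (55.5% and 53.8% unthinned), at 129 and 80.9 CPM, while *Clec3b* held 5 UMIs in them in all. B-lineage cells carried *Pi16* less, so free RNA alike in all types does not account for it, and for this reason neutrophil-like cells were not used as a background for *Pi16*. No biological explanation was tested.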
